# Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation

**DOI:** 10.1038/s41590-026-02457-y

**Published:** 2026-03-18

**Authors:** Maximilian Fliegauf, Damien Levard, Francesco Cardamone, Maximilian Frosch, Siegmar Kuhn, Roman Sankowski, Martino Provinciali, Anaelle Aurelie Dumas, Adrià Dalmau Gasull, Philipp Aktories, Alexander Oschwald, Marius Schwabenland, Rebekka Scholz, Marc D. Beyer, Jonas J. Neher, Michael Kollefrath, Dimos Baltas, Wilfried Reichardt, Dominik von Elverfeldt, Denis Vivien, Jovana Cupovic, Nicola Iovino, Marina Rubio, Lukas Amann, Marco Prinz

**Keywords:** Neuroimmunology, Innate immune cells

## Abstract

Nonparenchymal central nervous system (CNS)-associated macrophages (CAMs) mediate immune responses at brain boundaries. Perivascular and leptomeningeal CAMs are collectively termed subdural CAMs (sdCAMs). Both sdCAMs and juxtaneuronal microglia are derived from embryonic yolk sac precursors, long-living and maintain their populations through self-renewal. Following depletion, microglia autonomously repopulate from single surviving cells. In contrast, the course of sdCAM repopulation remains poorly understood. Here, by combining multilineage fate mapping, multiomic profiling and high-resolution imaging, we demonstrate divergent repopulation dynamics between sdCAMs and microglia. Unlike microglia, sdCAMs do not renew cell-autonomously, but become transiently accessible to CCR2^+^Ly6C^+^ monocyte engraftment after niche induction in an integrin-dependent manner. Moreover, replenished monocyte-derived sdCAMs remain transcriptomically, epigenetically and functionally distinct from their embryo-derived counterparts. Finally, we present a protocol enabling selective exchange of sdCAMs, modulating disease response without functionally affecting microglia. These new insights into CNS immune biology suggest new therapeutic avenues for neuroinflammatory and neurodegenerative diseases.

## Abstract (web summary)

Prinz and colleagues examine the distinct functions and repopulation properties of leptomeningeal and perivascular macrophages that mediate immune responses at brain boundaries.

## Main

The central nervous system (CNS) hosts different tissue-resident macrophages. Microglia seed the parenchyma, whereas CNS-associated macrophages (CAMs)^1^, also known as border-associated macrophages (BAMs)^2^, are found at the CNS interfaces. CAMs have been further subdivided based on their anatomical location. The outermost meningeal layer of the CNS, the dura mater, is home to dural CAMs (dCAMs)^3^. Subdural CAMs (sdCAMs) include perivascular macrophages (pvMΦ), positioned in the Virchow-Robin space, as well as leptomeningeal macrophages (lmMΦ) and are thus situated at the parenchymal surface^4^, hence their alternative naming as parenchymal border macrophages^5^. CNS macrophages are involved in a plethora of perturbations such as inflammatory, degenerative or neurooncological disorders, where they shape the disease course^1,6–8^.

Microglia and lmMΦ originate during embryogenesis from a common c-Kit^+^ erythromyeloid progenitor in the extraembryonic YS^4,9–11^. PvMΦ are part of the lmMΦ pedigree, as they emerge during the early postnatal phase from descending lmMΦ that migrate into the developing Virchow-Robin space in a talin-1-mediated fashion^12^. Of note, and in contrast to other CAM subsets such as dCAMs, microglia, lmMΦ and pvMΦ are self-maintaining throughout life under homeostatic conditions and are not replaced by any circulating blood cells^3,4,13–15^.

For their survival, microglia and CAMs depend on constant signaling through the colony-stimulating factor 1 receptor (CSF-1R). Consequently, genetic deletion as well as blockade of CSF-1R signaling by inhibitors, such as PLX3397, PLX5622 or BLZ945, leads to effective depletion of both microglia and CAMs^9,16–19^. Previous studies employing various depletion strategies elucidated the repopulation features of microglia in mice^20–22^. Through fate mapping-based lineage-tracing, these studies demonstrated that, following a single depletion course, repopulated microglia emerge exclusively from the proliferation of surviving microglia without input from circulating blood cells^18,22^. Only if the endogenous microglial compartment is continuously or severely compromised, can monocytes replace microglia, representing an exception to the physiological rule^23,24^.

While depletion and repopulation of microglia is being actively tested as a therapeutic strategy for microgliopathies^25–28^, similar studies for CAMs are still very sparse^18,29,30^. Their low abundance, combined with the historical lack of tools to comprehensively and selectively investigate them, has hindered the study of the cellular sources, underlying molecular mechanisms and disease-related functional consequences of CAM repopulation.

## Divergent spatiotemporal replenishment of CAMs and microglia

Following a single transient depletion, microglia rapidly repopulate, indicating a high demand for replenishing the juxtaneuronal niche^20,21^. To investigate the renewal kinetics of CAMs (Fig. 1a), we temporarily administered BLZ945, a brain penetrant CSF-1R inhibitor, to wild-type (WT) mice (Fig. 1b)^16,17^.

**Fig. 1:**
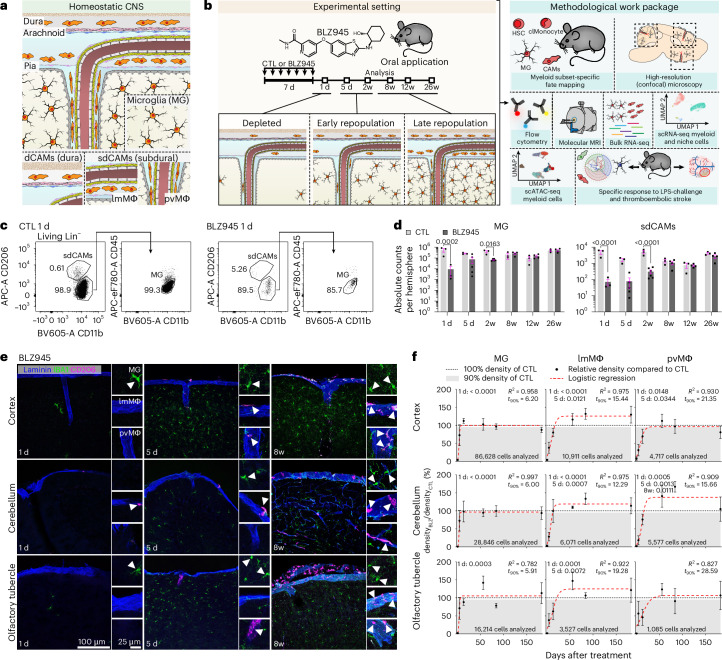
Spatially and temporally distinct repopulation kinetics of CAMs and MG. **a**, Overview of microglia (MG) and subsets of CAMs during homeostasis in the CNS. dCAMs, dural CAMs; sdCAMs, subdural CAMs, including leptomeningeal (lmMΦ) and perivascular (pvMΦ) macrophages. **b**, Left: Scheme of the experimental layout. Right: CNS macrophage repopulation in complementary myeloid-specific fate mapping mouse lines was analyzed by confocal microscopy, flow cytometry, RNA-seq and scATAC-seq, followed by systemic LPS challenge and a middle-cerebral artery occlusion (MCAO) model of thromboembolic stroke. **c**,**d**, Representative flow cytometry plots of MG and sdCAMs after depletion (**c**) and quantification of their numbers per brain hemisphere (**d**). Symbols represent individual mice, *n* = 3 (CTL and 1 d BLZ945), *n* = 4 (8w, 12w, 26w BLZ945), *n* = 5 (5 d BLZ945), *n* = 6 (2w BLZ945), mean ± s.e.m. Ordinary one-way analysis of variance (ANOVA) with Šidák-adjusted multiple-comparisons *P* values. **e**, Representative confocal images from cerebral cortex, cerebellum and olfactory tubercle at 1 d, 5 d and 8w after BLZ945 treatment in WT mice. Arrows point to myeloid cells in their distinct compartments. **f**, Proportion of MG, lmMΦ and pvMΦ density at different time points and in diverse brain regions after BLZ945 treatment compared to controls (CTL). Symbols represent mean depletion at each time point, calculated as proportion of CTL mean. Error bars indicate s.e. of the depletion estimate, propagated from the standard errors of BLZ945 and CTL densities. *n* = 3 (CTL and 1 d BLZ945), *n* = 4 (8w, 12w, 26w BLZ945), *n* = 5 (5 d BLZ945), *n* = 6 (2w BLZ945), logistic growth modeling, *t*_90%_: time point in days when the repopulation reaches 90% compared to controls. *R*^2^: coefficient of determination for model equation and data points). Unpaired two-tailed Welch’s *t*-test with Bonferroni-corrected *P* values. Source data

Flow cytometry-based cell quantification of the whole brain revealed a robust reduction of microglia and sdCAM numbers compared to controls (Fig. 1c, d). While microglia had mostly recovered after 5 days (5 d) of repopulation, sdCAMs were still largely absent. At 8 weeks (8w) after depletion; however, both microglia and sdCAM numbers were fully restored. As microglial self-renewal kinetics differ between brain regions^13,31^, we examined the repopulation of IBA1^+^CD206^−^ microglia as well as CD206^+^ lmMΦ and pvMΦ in cortex, cerebellum and olfactory tubercle (Fig. 1e, f). Histological assessment confirmed successful depletion of both microglia and sdCAMs at 1 d, followed by a swift re-emergence of microglia, whereas only few lmMΦ and pvMΦ were observed early during repopulation (Fig. 1e, f). An evaluation of the renewal kinetics revealed quick and uniform re-establishment of microglia (*t*_90%_ of controls: 6.20 d in cerebral cortex, 6.00 d in cerebellum, 5.91 d in olfactory tubercle). In sharp contrast, repopulation of both lmMΦ and pvMΦ occurred at greatly reduced velocity and in a spatially distinct manner (*t*_90%_ for lmMΦ, 15.44 d cerebral cortex, 12.29 d cerebellum, 19.28 d olfactory tubercle; and *t*_90%_ for pvMΦ, 21.35 d, 15.66 d, 28.59 d, respectively).

## Repopulating sdCAMs intensify cell–cell communications

CNS macrophages closely interact with diverse neighboring cells, forming a niche that provides essential signals shaping their phenotype, function, and survival^1,32^. To investigate the local tissue environments during repopulation, we performed single-cell RNA-sequencing (scRNA-seq) of CD11b^+^CD45^int-hi^ myeloid cells together with CD31^+^ endothelial cells, nonhematopoietic PDPN^+^ as well as lineage negative (Lin^−^) cells from micro-dissected CNS compartments of control mice after depletion (Fig. 2a and Supplementary Fig. 1a). Analyzing 39,838 individual cells (Fig. 2b), we classified immune and niche cells according to canonical marker expression (Extended Data Fig. 1a), their tissue of origin (Extended Data Fig. 1b) and cell subtype markers previously identified^3,33–37^ (Supplementary Fig. 1b). We found that depletion and repopulation significantly affected macrophage abundance and composition with little impact on niche cells or other immune cells (Extended Data Fig. 1c). At 5 d after depletion, both homeostatic microglia and CAM populations were reduced, whereas repopulating macrophage subtypes (dividing Mac1, dividing Mac2, repop MG1 and repop MG2) arose, characterized by expression of *Mki67* and other cell-cycle genes (Supplementary Fig. 1b). Differential expression analysis revealed only mild effects of CNS macrophage depletion and repopulation on gene expression in niche cells (Supplementary Fig. 2). Similarly, expression levels of factors known to regulate CNS macrophage survival, phenotype and function showed no clear differences (Extended Data Fig. 1d).

**Fig. 2:**
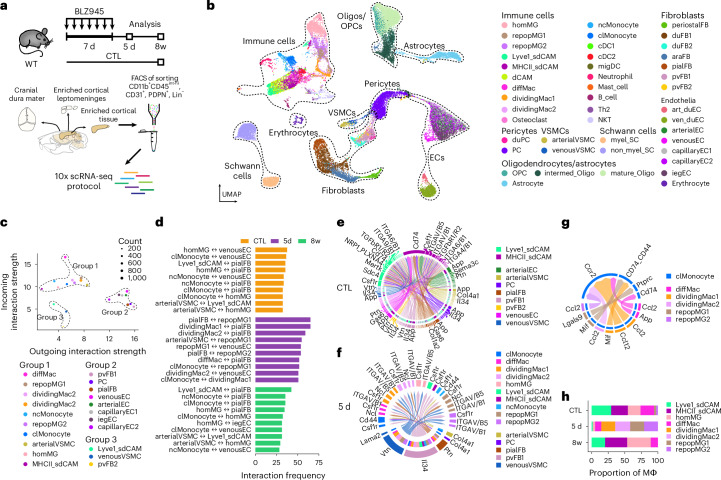
Repopulating CNS macrophages upregulate chemokines while their niche remains largely unchanged. **a**, Experimental scheme: C57BL/6 mice were treated either with BLZ945 or kept as controls (CTL). Cranial dura mater, enriched cortical leptomeninges and cortex without meninges were isolated and CD11b^+^CD45^int-hi^, PDPN^+^, CD31^+^ and Lin^−^ cells were sorted for scRNA-seq. *n* = 4 (dura 8w and 5 d), *n* = 3 (dura CTL), *n* = 8 (leptomeninges and cortex 8w and 5 d), *n* = 7 (leptomeninges and cortex CTL). **b**, Uniform Manifold Approximation and Projection (UMAP) of 39,838 individual cells with cell type annotation. **c**, Predicted incoming and outgoing interaction strengths for all cell types from leptomeninges and cortex were calculated using CellChat. Size of dots represents number of predicted interactions. **d**, Top ten predicted interaction partners by frequency of interaction between myeloid cell types and their surrounding niche in leptomeninges and cortex by time point (CTL, 5 d, 8w). **e**, Chord plot depicting predicted interactions between the two homeostatic CAM subtypes and the top interacting niche cell types. **f**,**g**, Chord plot depicting interactions between macrophages and either niche cells (**f**) or clMonocytes (**g**) that are differentially upregulated at 5 d after BLZ945. **h**, Proportion of macrophage clusters among all macrophages in leptomeninges and cortex samples. Proportions are derived from averages across leptomeningeal and cortical samples. ara, arachnoid; art, arterial; diff, differentiating; du, dural; EC, endothelial cells; FB, fibroblast; hom, homeostatic; ieg, immediate early genes; Mac, macrophage; myel, myelinating; nc, non-classical; Oligo, oligodendrocytes; PC, pericytes; repop, repopulating; SC, Schwann cells; ven, venous; VSMC, vascular smooth muscle cell; OPC, oligodendrocyte progenitor cell; cDC1/2, classical dendritic cell 1/2; migDC, migratory dendritic cell; NKT, natural killer T cell; Th2, T helper 2 cell.

To further explore local macrophage-niche interactions dynamics in the subdural compartment, we deployed CellChat. Assessing predicted outgoing versus incoming signaling strength, we visually identified three clusters of cells (Fig. 2c). Group 1, mainly composed of macrophages, were predicted to be the strongest signal receivers, with repopulating subtypes showing higher outgoing interaction strength than homeostatic counterparts. Group 2, including fibroblasts, endothelial cells and pericytes, were predicted to act as strong senders, whereas group 3 showed low interaction strength (Fig. 2c). The overall interaction strength showed a spike at 5 d post-depletion and a return to baseline 8w after depletion (Extended Data Fig. 1e). When investigating the contribution of niche-macrophage–monocyte interactions to this phenomenon in the subdural compartment, we found the highest interaction frequencies between repopulating macrophage subtypes and the vascular and leptomeningeal stroma (Fig. 2d). In control animals, signaling pathways from endothelial, mural and fibroblastic stromal cells contributed in a balanced way to sdCAM niche homeostasis (Fig. 2e). Assessing pathways upregulated during repopulation, we identified perivascular fibroblast-derived *Il34* as the most prominent signal received by repopulating sdCAMs (Fig. 2f).

By examination of subclustered subdural macrophage populations we found early repopulating CNS macrophages to express *Nestin*, in agreement with previous findings^22^ (Extended Data Fig. 1f, g). Repopulating subdural macrophage subsets and classical monocytes (clMonocyte) were among the cell types with highest interaction frequencies at 5 d (Fig. 2d). Between these cells, we found CCR2-mediated signaling, a canonical monocyte attraction pathway, to be the most prominent predicted interaction (Fig. 2g). Furthermore, repopulating CNS macrophages highly expressed *Tnf* and chemokines, including *Ccl3*, *Ccl4*, *Ccl6*, *Ccl7* and *Ccl9*, whereas the corresponding receptors were found on monocytes and endothelial cells (Extended Data Fig. 1h). Notably, the relative abundance of sdCAM subtypes had changed 8w after depletion compared to controls (Fig. 2h). Taken together, transcriptional profiling revealed that CNS macrophage-niche cells were largely unaffected; however, the change in sdCAM composition, combined with the upregulation of monocyte-attracting chemokines, led us to investigate the cellular origins of sdCAM repopulation.

## sdCAMs and microglia renew from distinct cellular sources

To determine whether sdCAMs repopulate completely cell-autonomously, similarly to microglia^18,22^, we employed several myeloid fate mapping mouse models. First, we performed depletion experiments in *Cx3cr1*^*CreERT2*^*R26*^*tdT*^ mice (Extended Data Fig. 2a). As expected^4,33,38^, short living CX_3_CR1^+^Ly6C^hi^ monocytes quickly lost labeling after tamoxifen (TAM) injection (Extended Data Fig. 2b). In contrast, flow cytometry-based (Extended Data Fig. 2c) and histological analyses (Extended Data Fig. 2d, e) revealed constant high labeling in fully renewed microglia at all time points after depletion (Extended Data Fig. 2c). Conversely, sdCAMs showed a clear reduction in tdTomato^+^ (tdT^+^) proportion, with many sdCAMs remaining tdT^−^ 12w after depletion, suggesting noncell-autonomous sources of their repopulation.

To decipher the cellular source of replenished microglia and sdCAMs, we next took advantage of myeloid subset-specific inducible CreER lines that selectively label either microglia (*Hexb*^*CreERT2*^*R26*^*YFP*^)^18^, CAMs (*Mrc1*^*CreERT2*^*R26*^*tdT*^)^3,12^ or hematopoietic stem cell (HSC)-derived cells (*Cxcr4*^*CreERT2*^*R26*^*tdT*^)^12,39,40^ (Fig. 3a, b and Extended Data Fig. 3a). While Ly6C^hi^ or Ly6C^lo^ monocytes were not labeled in *Hexb*^*CreERT2*^*R26*^*YFP*^ and *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice, these cells were efficiently labeled in *Cxcr4*^*CreERT2*^*R26*^*tdT*^ animals (Extended Data Fig. 3b–d). Notably, microglia showed consistent labeling in the cortex of *Hexb*^*CreERT2*^*R26*^*YFP*^ mice across all time points, whereas only single lmMΦ and pvMΦ were YFP^+^ (Fig. 3c, d). In contrast, labeling of renewed cortical lmMΦ and pvMΦ in *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice dropped compared to controls, whereas virtually no tdT^+^ microglia were observed (Fig. 3e, f). Of note, besides some consistent labeling in nonimmune cells (Supplementary Fig. 3), brains of *Cxcr4*^*CreERT2*^*R26*^*tdT*^ animals showed substantial tdT labeling in lmMΦ and pvMΦ after depletion, but not in microglia (Fig. 3g, h and Extended Data Fig. 3e–k). After depletion, both resident yolk sac (YS)- as well as HSC-derived sdCAMs were positive for the proliferation marker Ki-67 (Extended Data Fig. 3l). In summary, our data demonstrate cell-autonomous repopulation of microglia. In stark contrast, sdCAMs utilize both surviving remnants as well as peripheral HSC-derived cells to refill their niches in a heteronomous manner.

**Fig. 3:**
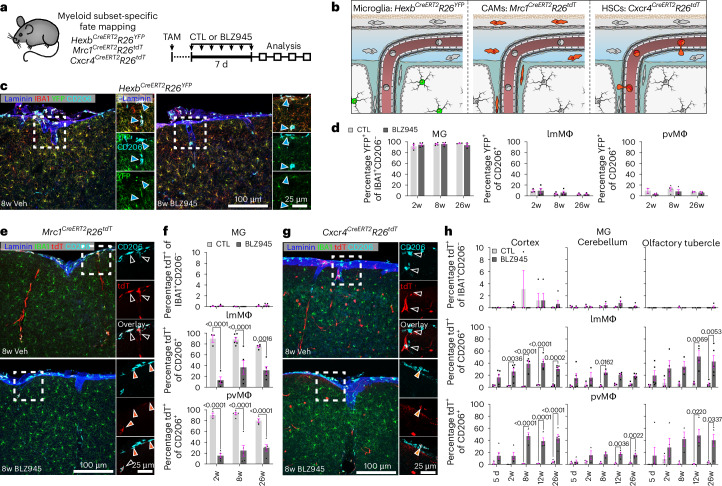
Compartment-specific contributions of hematopoiesis to CNS macrophage repopulation. **a**,**b**, Experimental scheme. **c**, Representative images of YFP labeling in cerebral cortex from *Hexb*^*CreERT2*^*R26*^*YFP*^ mice at 8w after CTL or BLZ945 treatment. Arrowheads depict CD206^+^YFP^−^ cells. **d**, Quantification of YFP labeled MG, lmMΦ and pvMΦ in *Hexb*^*CreERT2*^*R26*^*YFP*^ mice at different time points post CTL or BLZ945 treatment. Symbols represent individual mice, *n* = 2 (2w CTL pvMΦ), *n* = 3 (2w CTL MG and lmMΦ, 26w), *n* = 4 (2w BLZ945, 8w), mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. **e**, Typical immunofluorescence images of tdT labeling in cerebral cortex from *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice at 8w after treatment. Arrowheads, blank indicate CD206^+^tdT^+^ cells; orange show CD206^+^tdT^−^ cells. **f**, Quantification of tdT labeled MG, lmMΦ and pvMΦ in *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice at different time points after treatment. Symbols represent individual mice, *n* = 3 (2w CTL), *n* = 4 (2w BLZ945 and 26w CTL), *n* = 5 (8w BLZ945 and 26w BLZ945) *n* = 6 (8w CTL), mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. **g**, Representative pictures of tdT labeling in the cerebral cortex from *Cxcr4*^*CreERT2*^*R26*^*tdT*^ mice at 8w after treatment. Arrowheads, blank show CD206^+^tdT^−^ cells; orange show CD206^+^tdT^+^ cells. **h**, Quantification of tdT labeled proportions of MG, lmMΦ and pvMΦ in *Cxcr4*^*CreERT2*^*R26*^*tdT*^ mice at different time points after treatment in cerebral cortex, cerebellum and olfactory tubercle. Symbols represent individual mice, *n* = 3 (5 d CTL, 2w CTL, 8w CTL and 12w CTL), *n* = 4 (2w BLZ945, 8w BLZ945 and 12w BLZ945), *n* = 5 (5 d BLZ945, 26w), mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. Source data

## Adhesion molecules shape transient infiltration of monocytes

Having identified descendants of CXCR4^+^ HSCs as a partial source of replenished sdCAMs, we next aimed to uncover their direct progenitor. As Ly6C^hi^CCR2^hi^ monocytes are known to differentiate into brain macrophages upon perturbation^23,41^, we labeled them during the first two weeks of repopulation using *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice (Fig. 4a and Extended Data Fig. 4a–c). We detected a significant increase of replenished tdT^+^CD206^+^ sdCAMs, whereas microglia consistently remained unlabeled (Fig. 4a, b). Conversely, labeling Ly6C^hi^CCR2^hi^ monocytes 8w post-depletion, when microglia and sdCAM numbers were fully restored, did not lead to an increase in tdT^+^ sdCAM proportion (Fig. 4c), revealing only transient monocyte engraftment after niche induction.

**Fig. 4:**
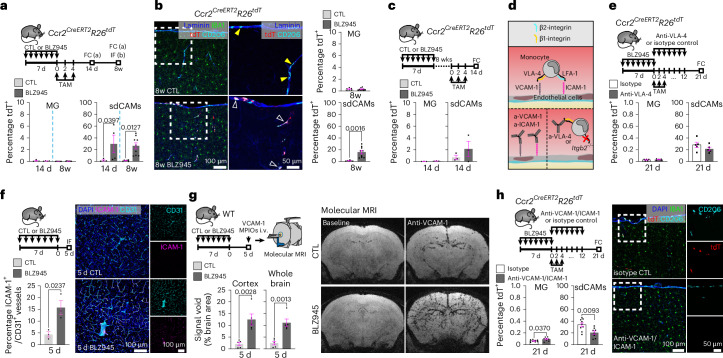
Monocytic infiltration into CNS interfaces is transient and dependent on adhesion molecules. **a**,**b**, Experimental scheme (top). Recombination rates in MG and sdCAMs were determined by flow cytometry (FC) (**a**) or immunofluorescence (IF) (**b**). Typical immunofluorescence pictures of cortices from *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice 8w after treatment and quantification of IBA1^+^tdT^+^ MG and CD206^+^tdT^+^ CAMs. Arrowheads, yellow show CD206^+^tdT^−^ CAMs; blank show CD206^+^tdT^+^ CAMs. Symbols represent individual mice, *n* = 4 (14 d), *n* = 6 (8w CTL), *n* = 9 (8w BLZ945), mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. **c**, Experimental scheme (top). FC quantification of tdT^+^ MG and sdCAMs. Symbols represent individual mice, *n* = 3 per group, mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. **d**, Diagram of integrins and their receptors in cellular extravasation. **e**, Experimental scheme (top). FC quantification of tdT^+^ MG or sdCAMs. *n* = 5 per group. Symbols represent individual mice, mean ± s.e.m. Two-tailed *t*-test. **f**, Experimental scheme (top left). Representative pictures of anti-ICAM-1 immunofluorescence (right) and quantification of ICAM-1^+^CD31^+^ cerebral cortex vasculature 5 d after treatment (bottom left). Symbols represent individual mice, *n* = 3 per group, mean ± s.e.m. Unpaired two-tailed *t*-test. **g**, Experimental scheme (top left). Representative MRI images (right) and quantification thereof (bottom left). Symbols represent individual mice, *n* = 5 per group, mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. MPIO, microparticles of iron oxide. **h**, Experimental scheme (top left). FC quantification of tdT^+^ MG or CAMs (bottom left). Typical immunofluorescence pictures of cortices from *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice 21 d after treatment (right). *n* = 9 (isotype), *n* = 8 (anti-VCAM-1/ICAM-1). Symbols represent individual mice, mean ± s.e.m. Unpaired two-tailed *t*-test. Source data

To explore the underlying mechanisms of this monocytic influx, we first checked the gene expression of adhesion molecules and integrins guiding monocytic extravasation^42^ (Fig. 4d) in our scRNA-seq dataset (Extended Data Fig. 4d). While monocytes expressed high levels of integrin α-4 (*Itga4*) as well as *Itgb1* and *Itgb2*, CNS endothelial cells showed expression of *Icam1*, *Vcam1*, *Sele* and *Selp* (Extended Data Fig. 4d). Notably, no differential expression of the endothelial adhesion molecules P-Selectin (CD62P) and E-Selectin (CD62E) was detectable at protein level 5 d after depletion (Extended Data Fig. 4e). To test which molecules mediate monocyte infiltration, we next targeted integrin receptors. Injection of very late antigen-4 (VLA-4) neutralizing antibodies during the first two weeks of repopulation in *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice, did not significantly decrease the proportion of tdT^+^ monocyte-derived sdCAMs at 21 d after depletion (Fig. 4e). Similarly, CD45.2^+^ ITGB2-deficient monocytes did not show impaired engraftment into the sdCAM compartment (Extended Data Fig. 4f–i).

Therefore, we next assessed the integrin receptors intercellular adhesion molecule 1 (ICAM-1; Fig. 4f) and vascular cell adhesion molecule 1 (VCAM-1; Fig. 4g) on brain endothelial cells. Both proteins were found to be upregulated 5 d after sdCAM depletion (Fig. 4f, g). To evaluate their functional relevance, we injected *Ccr2*^*CreERT*^*R26*^*tdT*^ mice with ICAM-1 and VCAM-1 blocking antibodies during the first 2 weeks of repopulation and found reduced amounts of tdT^+^ monocyte-derived sdCAMs (Fig. 4h). Taken together, our data show that sdCAM repopulation is partially dependent on an early but transient engraftment of circulating monocytes, which is mediated by interactions with VCAM-1/ICAM-1 on endothelial cells.

## dCAMs repopulate through amplified monocyte infiltration

In contrast to sdCAM niches and the CNS parenchyma, the healthy dura mater is readily accessible to monocytes, making dCAMs a heterogenous population of mostly HSC origin^3,29^. We therefore compared the repopulation kinetics and cellular origin of dCAMs to those observed for sdCAMs and microglia (Extended Data Fig. 5a, b). While dCAMs were strongly reduced at 1 d after depletion, they reached normal numbers by 5 d (Extended Data Fig. 5c). Analysis of their cellular origin under control conditions clearly revealed continuous exchange of dCAMs by HSC-derived cells, with CD206^lo^ dCAMs showing a higher rate of homeostatic exchange compared to CD206^hi^ dCAMs (Extended Data Fig. 5d–h). After depletion, both CD206^hi^ and CD206^lo^ dCAMs were replaced to similar near-complete rates, exceeding those seen in sdCAMs (Extended Data Fig. 5d–h). We did not detect significant differences in the amount of monocyte-derived dCAMs between extrasinusoidal and sinusoidal compartments^3^ 8w after depletion (Extended Data Fig. 5i, j). We found a comparable ratio of tdT^+^ dCAMs in both *Ccr2*^*CreERT2*^*R26*^*tdT*^ and *Cxcr4*^*CreERT2*^*R26*^*tdT*^ mice, suggesting that repopulated dCAMs are mostly derived from monocytes (Extended Data Fig. 5k, l). In line with our observations for sdCAMs, there was no reduction of monocyte-derived dCAMs following injection of VLA-4-neutralizing antibodies or after transplantation of CD45.2^+^*Itgb2*^−/−^ bone marrow. In contrast to sdCAMs, injection of anti-VCAM-1 and anti-ICAM-1 antibodies did not affect the infiltration of monocyte-derived dCAMs (Extended Data Fig. 5m–o). Therefore, dCAMs repopulate rapidly through an enhancement of physiological monocyte engraftment.

## Long-term transcriptional alterations in repopulated sdCAMs

To characterize comprehensively the replenished microglia and sdCAMs at the molecular level, we performed scRNA-seq at 8 weeks post-depletion (Fig. 5a and Supplementary Fig. 4a). A total of 21,402 individual immune cells were annotated according to their cell-type-specific markers^3,33^ (Fig. 5b and Extended Data Fig. 6a). Microglia were virtually unaffected by the treatment, with only three genes slightly regulated, whereas 648 differentially expressed genes (DEGs) were identified for repopulated sdCAMs (Fig. 5c). Further subclustering resulted in five microglia clusters (Fig. 5d and Supplementary Fig. 4b–d). Microglia clusters 1–4 (MG1–MG4) had a typical homeostatic signature expressing *Sparc, Hexb, P2ry12* and *Siglech*, whereas MG5 contained few cells with subtle induction of *Spp1*, *Cst7* and *Itgax* (Extended Data Fig. 6b and Supplementary Fig. 4e, f). In contrast, sdCAMs split into four distinct clusters (sdCAM1–sdCAM4) (Fig. 5d and Supplementary Fig. 4b, d) with sdCAM1, 3 and 4 displaying high expression of *Mrc1*, *Pf4* and *Lyve1*, whereas sdCAM2 instead expressed higher levels of MHC class II-related genes such as *H2-Aa* and *Cd74* (Extended Data Fig. 6c and Supplementary Fig. 4g, h). Of note, all sdCAM and microglia clusters were found in control and repopulated mice; however, we found significant alterations in the composition of repopulated sdCAMs, but not in microglia. After repopulation, sdCAM2 made up 40.07% of sdCAMs (21.18% in control), accompanied by a significant decrease of sdCAM1 to 32.83% (39.90% in control) and sdCAM3 to 21.33% (27.85% in control) (Fig. 5e). DEG analysis between the affected sdCAM clusters showed increased expression levels of MHC class II-related genes, *Ccr2* and *Fxyd5* in sdCAM2, whereas *Lyve1*, *Folr2* and *Cd163* were up in sdCAM1 + 3 (Fig. 5f and Extended Data Fig. 6d, e). In summary, microglia regained their initial transcriptional profile after repopulation, whereas sdCAM composition remained altered, shifting toward the immunologically primed sdCAM2 phenotype.

**Fig. 5:**
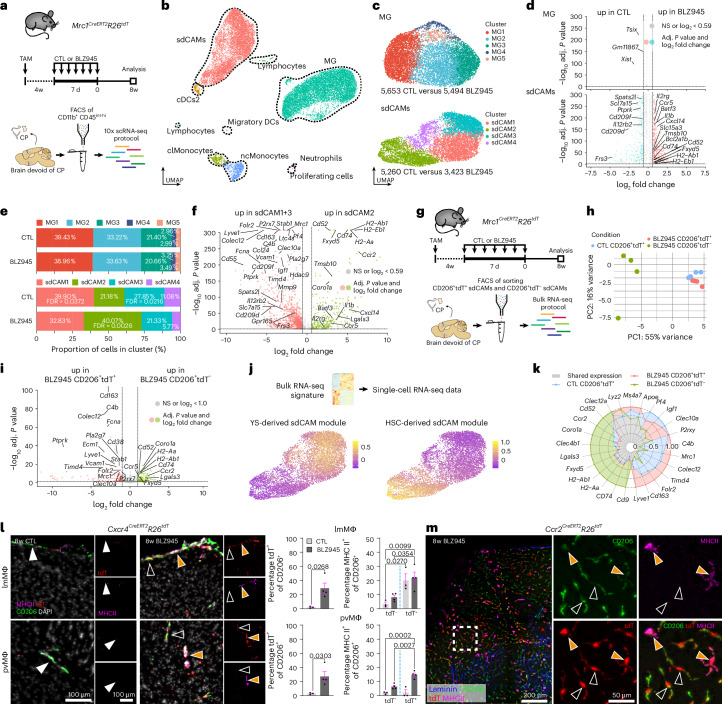
Long-term transcriptional changes in sdCAMs but not MG after repopulation. **a**, Experimental scheme. TAM, tamoxifen; CP, choroid plexus. *n* = 4 mice per treatment. **b**, Annotated UMAP of 21,402 individual cells. **c**, Reclustered UMAPs of 11,147 MG and 8,683 sdCAMs. **d**, Volcano plots comparing MG and sdCAMs from 8w after BLZ945 to CTL. Bonferroni-corrected *P* values. NS, not significant, *P* > 0.05. **e**, Cluster proportions for MG or sdCAMs at 8w after CTL or BLZ945 treatment. *n* = 4 mice per treatment, arithmetic mean across biological replicates, arcsine transformation with *t*-test and Benjamini–Hochberg false discovery rate (FDR) correction. **f**, Volcano plot comparing DEGs between sdCAM2 to sdCAM1 and sdCAM3 (**c**). Bonferroni-corrected *P* values, NS: *P* > 0.05. **g**,**h**, Experimental scheme. CPs were removed and CD206^+^tdT^+^ and CD206^+^tdT^−^ sdCAMs were sorted for bulk RNA-seq (**g**). PCA (**h**). *n* = 4 mice per treatment. **i**, Volcano plot depicting DEGs between CD206^+^tdT^+^ sdCAMs and CD206^+^tdT^−^ sdCAMs. Benjamini–Hochberg-adjusted *P* values. NS, *P* > 0.05. **j**, Genes found to be upregulated in CD206^+^tdT^+^ sdCAMs or CD206^+^tdT^−^ sdCAMs in the bulk RNA-seq dataset (**i**) were plotted onto the scRNA-seq sdCAM dataset (**c**) as module scores for feature plots. **k**, Radar chart depicting relative expression levels of selected genes across sdCAM populations from bulk RNA-seq. Per gene, highest expression level is scaled to 1. **l**, Immunofluorescence based quantification of MHC class II expression in brains of *Cxcr4*^*CreERT2*^*R26*^*tdT*^ mice. Arrowheads, white show MHC II^−^CD206^+^tdT^−^ cell; blank show MHC II^−^CD206^+^ tdT^+^ cell; orange show MHC II^+^CD206^+^tdT^+^ cell. Symbols represent individual mice, *n* = 3 (CTL), *n* = 4 (BLZ945), mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. DAPI, 4,6-diamidino-2-phenylindole. **m**, Representative immunofluorescence image of MHC II expression in whole mount leptomeninges of *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice. Arrowheads, blank show MHC II^−^CD206^+^tdT^+^ cell; orange show MHC II^+^CD206^+^tdT^+^ cell. Representative of three mice. Source data

## Ontogeny drives phenotypic changes in repopulated sdCAMs

As scRNA-seq revealed long-term transcriptional changes only in sdCAMs, we next investigated how developmental origin contributes to sdCAM phenotypes after repopulation. We thus performed bulk RNA-seq of YS-derived CD206^+^tdT^+^ and HSC-derived CD206^+^tdT^−^ sdCAMs from *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice 8w after depletion (Fig. 5g). Principal-component analysis (PCA) showed a close association of control tdT^+^ sdCAMs with re-emerged tdT^+^ sdCAMs, whereas renewed tdT^−^ sdCAMs were clearly distinct (Fig. 5h). Accordingly, DEG analysis revealed only minor differences between tdT^+^ sdCAMs from repopulated and control mice, but major changes compared to tdT^−^ sdCAMs (Fig. 5i and Extended Data Fig. 6f). tdT^+^ sdCAMs highly expressed the typical sdCAM markers *Cd163*, *Lyve1* and *C4b*, whereas tdT^−^ sdCAMs showed stronger expression of MHC class II-related genes as well as *Fxyd5* and *Ccr2* (Extended Data Fig. 6f). The differences closely resembled those identified between sdCAM1 + 3 and sdCAM2 in the scRNA-seq analysis (Fig. 5a–f). Gene Ontology (GO) term analysis revealed enrichment of a ‘chemotactic’ phenotype in tdT^+^ sdCAMs and a ‘leukocyte’ and ‘regulation of cell adhesion’ pattern in HSC-derived tdT^−^ sdCAMs (Extended Data Fig. 6g). We then investigated whether sdCAM phenotypes found in our bulk RNA-seq dataset would align with sdCAM clusters detected by scRNA-seq (Fig. 5a–f). Indeed, the genes upregulated in tdT^+^ sdCAMs were highly and selectively expressed in sdCAM1 and sdCAM3, whereas the genes upregulated in tdT^−^ sdCAMs were nearly solely found in sdCAM2 (Fig. 5j and Extended Data Fig. 6h). Assessment of the most consistent genes from scRNA-seq and bulk RNA-seq established a common sdCAM gene signature (*Clec12a*, *Lyz2*, *Ms4a7* and *Apoe*) as well as unique signatures for YS-derived tdT^+^ and HSC-derived tdT^−^ sdCAMs (Fig. 5k).

In *Cxcr4*^*CreERT2*^*R26*^*tdT*^ fate mapping mice, HSC-derived CD206^+^tdT^+^ sdCAMs were found in the leptomeninges and perivascular space in repopulated animals. Consistent with the observed transcriptomic changes, they were frequently positive for MHC class II (Fig. 5l). In addition, replenished CD206^+^tdT^+^ lmMΦ coexpressed MHC class II in repopulated *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice (Fig. 5m). In summary, during repopulation, HSC-derived sdCAMs preferentially gain an MHC II^hi^ phenotype and thus shape the CNS border macrophage transcriptome long-lastingly.

## Ontogeny and repopulation-associated chromatin patterns

As engrafted HSC-derived sdCAMs showed a distinct transcriptomic pattern compared to YS-derived sdCAMs, we wondered to what extent this could be explained by epigenetic differences. Therefore, we performed single-cell assay for transposase-accessible chromatin-sequencing (scATAC-seq) of dCAMs, sdCAMs, microglia and Ly6C^hi^ blood monocytes from control *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice or 8w post-depletion. The tdT reporter thereby allowed to distinguish CAMs based on their ontogeny (Fig. 6a). Cell subtypes were defined by transferring annotations from our scRNA-seq data (Fig. 2b) and cross-verification with our sorting strategy (Fig. 6a, b). Analysis revealed specific chromatin-accessibility profiles for microglia, sdCAMs, dCAMs and classical Ly6C^hi^ monocytes (Extended Data Fig. 7a, b). While microglia showed high peak enrichment at the *Sall1* locus, all CAM populations showed high accessibility of *Ms4a7*. All dCAMs showed enrichment at the *Cd83* locus and Ly6C^hi^ monocytes showed an enrichment at the *Ly6c2* locus. We validated the relevance of these differences in chromatin accessibility on RNA level (Extended Data Fig. 7a). In summary, these data provide a framework for the identification of CNS macrophage subtypes at the chromatin level.

**Fig. 6:**
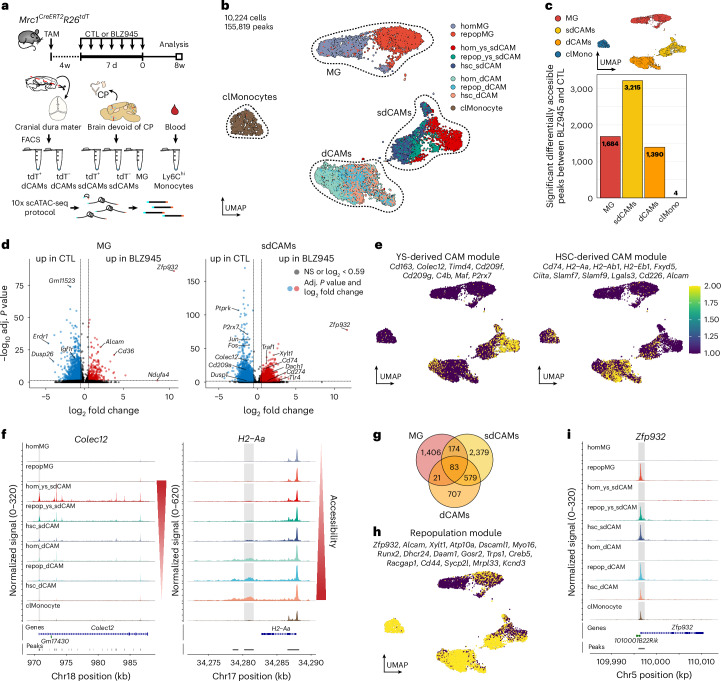
Cellular ontogeny shapes chromatin accessibility in CNS macrophages. **a**, Experimental scheme. *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice were injected with TAM and either treated with BLZ945 or CTL. CPs were removed and MG, CD206^+^tdT^+^ and CD206^+^tdT^−^ sdCAMs, CD206^+^tdT^+^ and CD206^+^tdT^−^ dCAMs as well as Ly6C^hi^ blood monocytes were sorted for scATAC-seq. Cells pooled from *n* = 3 (CTL) and *n* = 4 (BLZ945) mice. **b**, UMAP based on called peaks of 10,224 individual nuclei with cell type annotation. **c**, Bar graph depicting all significant differentially accessible peaks between BLZ945 and CTL for each cell type. **d**, Volcano plots comparing accessible peaks in MG and sdCAMs from 8w after BLZ945 to CTL. Bonferroni-corrected *P* values. NS, *P* > 0.05. **e**, Feature plots depicting module scores derived from selected differential gene activities between hom_ys_sdCAM and hsc_sdCAM. **f**, Coverage plots of *Colec12* and *H2-Aa* loci depicting the aggregated ATAC reads for each cell subtype. Differentially accessible peaks are highlighted in gray. **g**, Venn diagram showing overlap of differentially accessible peaks in the BLZ945 compared to CTL condition for the depicted cell types. **h**,**i**, Feature plot displaying a repopulation module score calculated from differential gene activities that are commonly and significantly enriched in macrophages from BLZ945-treated animals compared to CTL (**i**). Coverage plot of the *Zfp932* locus depicting the aggregated ATAC reads for each cell cluster. Differentially accessible peak is highlighted in gray.

As all macrophage populations displayed differences in chromatin accessibility following repopulation, we investigated the effects of treatment and ontogeny by comparing repopulated cells to control cells within each population (Extended Data Fig. 7d). Blood monocytes showed only four differentially accessible loci. In contrast, sdCAMs displayed 3,215 alterations in chromatin accessibility, about twofold more than found for microglia or dCAMs (Fig. 6c, d and Extended Data Fig. 7e). Both YS- and HSC-derived sdCAMs exhibited high accessibility at genes that were linked to their origins by RNA-seq (Figs. 6e and 5f, i). *Colec12* accessibility was increased in homeostatic and repopulated YS-derived sdCAMs, whereas *H2-Aa* accessibility was heightened in HSC-derived sdCAMs (Fig. 6f). Of note, some homeostatic dCAMs were covered by the YS-derived CAM module, whereas the majority of the population was covered by the HSC-derived CAM module (Fig. 6b, e). Next, we performed motif analysis to infer transcription factor activity in YS- versus HSC-derived sdCAMs. It revealed significant enrichment of Arid3a, Hic1 and NFATC2 motifs in YS-derived sdCAMs. Consistent with their recent emergence from monocytic progenitors, HSC-derived sdCAMs were enriched for the RUNX1 motif, a transcription factor known to interact with other lineage-defining factors during monocyte differentiation^43^ (Extended Data Fig. 7f, g).

We next compared peaks with higher accessibility in repopulated macrophages between CNS macrophage populations (Fig. 6g). Hereby, we identified a conserved repopulation-associated signature (Fig. 6h), including highly enriched accessibility to *Zfp932*, a zinc finger protein linked to repression of the differentiation associated hedgehog signaling pathway^44^ (Fig. 6d,i and Extended Data Fig. 7e). Taken together, all macrophages underwent chromatin remodeling following repopulation, with the most pronounced changes observed in sdCAMs, reflecting a switch in ontogeny during repopulation.

## Ontogeny impacts transcriptional response to endotoxemia

After repopulation, monocyte engraftment into the sdCAM compartment generates an immunoreactive transcriptomic profile and additional chromatin-accessibility changes at the *Tlr4* locus in repopulated CAMs (Fig. 6d and Extended Data Fig. 7e). We therefore investigated cellular responses to systemic lipopolysaccharide (LPS) in CNS macrophage populations with distinct ontogeny. We exposed repopulated *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice to LPS and profiled microglia, tdT^+^ and tdT^−^ sdCAMs as well as tdT^+^ and tdT^−^ dCAMs by RNA-seq 12 h after treatment (Fig. 7a, Extended Data Fig. 8a and Supplementary Fig. 5a, b). PCA and analysis of the most variable genes revealed clustering according to cell types and treatment paradigms (Fig. 7b, c and Extended Data Fig. 8b, c). Known LPS-inducible genes, including *Saa3*, *Il1rn, Spp1, Lcn2*, *Mt1*, *Ccl5* or *Ccl13*, were commonly found across all macrophage populations (Extended Data Fig. 8d–f). In line with our preceding results, the GO terms ‘leukocyte differentiation’ and ‘cell adhesion’ were enriched in HSC-derived tdT^+^ sdCAMs, whereas tdT^−^ sdCAMs showed enrichment for gene sets related to ‘RNA generation and splicing’ (Extended Data Fig. 8d). Comparison of DEGs across macrophage populations revealed partial overlap of induced genes (*n* = 211), including *Saa3*, *Lcn2*, *Ccl5* and *Cxcl13* (Supplementary Fig. 5c–e), alongside population-specific responses (Fig. 7d, e).

**Fig. 7:**
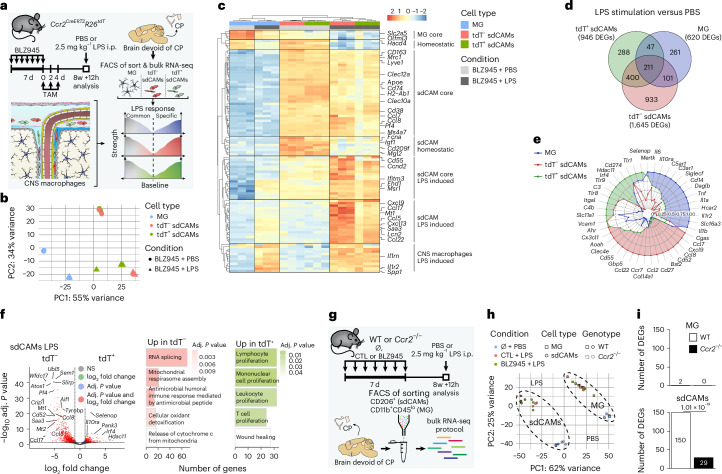
Cellular origin dictates reaction of repopulated sdCAMs to LPS challenge. **a**, Experimental scheme: Following BLZ945 treatment and tamoxifen injections, *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice were intraperitoneally (i.p.) injected with PBS or LPS and MG and sdCAMs were sorted 12 h later. *n* = 3 mice per condition. **b**, PCA of MG, CD206^+^tdT^−^ sdCAMs and CD206^+^tdT^+^ sdCAMs isolated from BLZ945-treated PBS or LPS injected mice. **c**, Heatmap of the top 100 most variable genes. Scale bar indicates *z*-score normalized expression. **d**, Venn diagram depicting the overlapping and distinct number of upregulated DEGs, defined as Benjamini–Hochberg-adjusted *P* < 0.05 and |log_2_ fold change| > 1. **e**, Linear scaled radar chart depicting mean relative expression levels of selected genes within the individual CNS macrophage populations following LPS stimulation. **f**, Volcano plot showing DEGs between tdT^+^ sdCAMs and tdT^−^ sdCAMs after LPS stimulation (left). Benjamini–Hochberg-adjusted *P* values. NS, *P* > 0.05. The top five GO terms for each population are shown (right). **g**, Setup of the experiment is displayed. MG and sdCAMs were sorted from either WT or *Ccr2*^−/−^ mice that were either kept untreated (∅) or treated with CTL or BLZ945 followed by i.p. injection with PBS or LPS 12 h before termination. *n* = 3 mice per condition. **h**, PCA of MG (squares) and sdCAMs (circles) isolated from PBS or LPS injected WT and *Ccr2*^−/−^ mice. **i**, Bar plots comparing the number of DEGs, defined as Benjamini–Hochberg-adjusted *P* < 0.05 and |log_2_ fold change| > 1, for BLZ945 versus CTL between WT or *Ccr2*^−/−^ mice for MG or sdCAMs. Chi-squared test of independence for DEGs per genotype out of expressed genes.

Focusing on sdCAM responses, tdT^−^ and tdT^+^ sdCAMs showed clear separation following LPS stimulation (Extended Data Fig. 8g). tdT^+^ sdCAMs were enriched for *Il10ra, Irf4* and *Hdac11*, resulting in the GO terms ‘proliferation of immune cell subsets’ and ‘wound healing’. In contrast, tdT^−^ sdCAMs expressed numerous inflammatory and activation-related genes such as *Aif1, Wfdc17, Saa3*, *Atox1, Mt1/2, Slirp, Sem1* or *Ubl5*, indicating ‘major cellular activation’ and ‘cell stress’ (Fig. 7f). Notably, sdCAM subsets diverged while dCAMs converged upon LPS stimulation (Extended Data Fig. 8b, g). This effect was also apparent when comparing common LPS-induced genes, which revealed no expression difference between tdT^+^ and tdT^−^ dCAMs (Extended Data Fig. 8h, i).

To determine whether HSC-derived sdCAMs alter overall sdCAM LPS responses, we applied the same model in either WT or in *Ccr2-*deficient (*Ccr2*^−/−^) mice, which lack circulating monocytes impairing the establishment of repopulated HSC-derived sdCAMs (Fig. 7g). Microglia and sdCAM samples segregated after LPS exposure, independent of the treatment group and genotype (Fig. 7h). The top 250 most variable genes revealed common as well as unique modules of regulated genes between microglia and sdCAMs (Extended Data Fig. 9a). *Msr1*, *Saa3*, *Ccl5*, *Il1rn*, *Il15ra*, *Spp1*, *Il1a/b* and *Tnfaip3* were found among the commonly upregulated genes across CNS macrophage moieties. While *Tnf* and *Il12b* were increased in microglia, *Saa3*, *Lcn2*, *Cxcl13* and *Ccl5* were more strongly induced in sdCAMs (Extended Data Fig. 9a and Supplementary Fig. 5f–i). Independent of the genotype, repopulated microglia showed an almost identical LPS response compared to controls, indicating that their reaction was not altered by depletion and repopulation (Fig. 7i and Extended Data Fig. 9b). In contrast, the LPS response of sdCAMs differed between repopulated and control WT animals, with those differences largely disappearing between repopulated and control *Ccr2*^−/−^ animals (Fig. 7i and Extended Data Fig. 9b).

Collectively, these results reveal compartment- and origin-specific signatures of CNS macrophages upon systemic immunological challenge. Monocyte engraftment into the sdCAM compartment shapes the functional response of CNS border macrophages to endotoxin, while leaving microglia unaffected in phenotype and immune responsiveness.

## Selective sdCAM replacement shapes ischemic stroke outcome

Recent evidence highlights sdCAMs as key modulators of neuroinflammation and tissue repair after stroke^45–47^, yet the impact of repopulation and replacement on these functions remains unclear. To further validate potential differences between YS- and HSC-derived sdCAMs, we examined their roles in cerebral ischemia, the second-leading cause of death and primary driver of neurological disabilities in humans.

Thus, we applied a model of thromboembolic stroke^47,48^ in WT mice after repopulation (Fig. 8a). Notably, repopulated mice performed worse at 1 day post stroke (+1 d) and +5 d in two independent neurological function paradigms compared to control animals (Fig. 8b, c). No differences in lesion volume, angiographic score, hemorrhage score, histological tissue examination or IBA1 immunoreactivity in the CNS parenchyma were apparent at +1 d (Extended Data Fig. 10a–c and Supplementary Fig. 6a–c). Moreover, the lesion sites were not infiltrated by neutrophils, T cells or B cells at +1 d (Supplementary Fig. 6d).

**Fig. 8:**
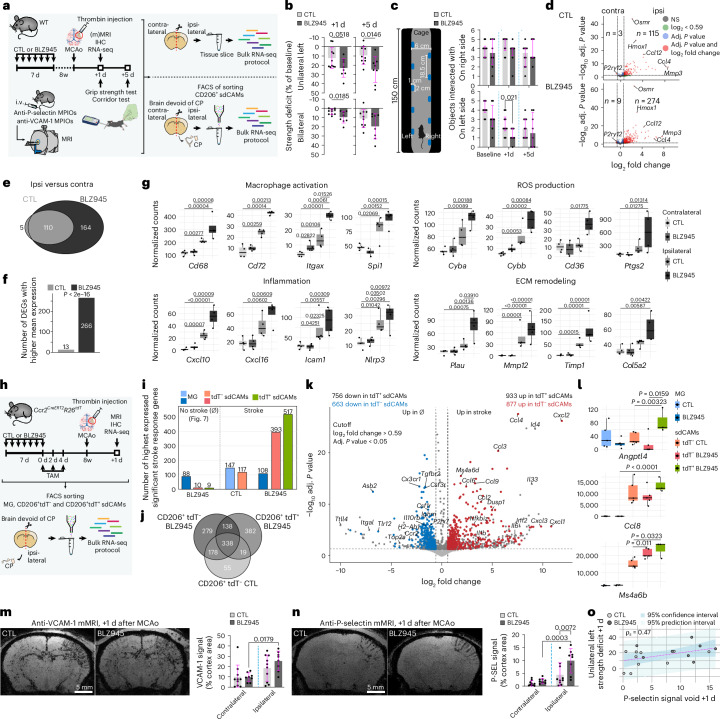
Selective replacement of sdCAMs impacts immune response and neurological outcome in ischemic stroke. **a**, Experimental scheme. IHC, immunohistochemistry; i.v., intravenous; (m)MRI, (molecular) magnetic resonance imaging; MPIO, Superparamagnetic iron oxide microparticles. **b**,**c**, Quantifications of strength deficit (**b**) and corridor test (**c**). Symbols represent individual mice, *n* = 10 (CTL), *n* = 8 (BLZ945). Mean ± s.e.m. with unpaired two-tailed *t*-test (**b**). Median ± interquartile range with two-sided Brunner–Munzel test with Benjamini–Hochberg FDR adjustment (**c**). **d**, DEGs between ipsilateral and contralateral tissue slices. *n* = 4 biological replicates per group. Benjamini–Hochberg-adjusted *P* values. NS, *P* > 0.05. **e**,**f**, Overlap (**e**) and number of stroke response genes with higher mean expression in either CTL or BLZ945 (**f**). Chi-squared test of goodness of fit. **g**, Expression levels of selected stroke response genes. *n* = 4 biological replicates per group. Ordinary one-way ANOVA with Tukey’s honest significant difference (HSD) test. **h**, Experimental scheme. *n* = 5 mice (CTL), *n* = 5 biological replicates (BLZ945, pooled from two mice each). **i**,**j**, Number of stroke response genes with higher mean expression in MG and sdCAMs from no stroke (∅) or stroke mice (**i**) and overlap of stroke response genes (**j**). Benjamini–Hochberg-adjusted *P* values, *P* < 0.05, log_2_fold change > 0.59. **k**, DEGs between tdT^+^ sdCAMs from stroke versus ∅ mice overlayed with DEGs between tdT^−^ sdCAMs from stroke versus ∅ mice. Benjamini–Hochberg-adjusted *P* values. **l**, Selection of significant stroke response genes. Symbols represent individual biological replicates, *n* = 3 (tdT^+^ sdCAMs BLZ945), *n* = 5 (all other groups). Ordinary one-way ANOVA with Tukey’s HSD test. **m**,**n**, Representative mMRI of anti-VCAM-1 (**m**) or anti-P-selectin (**n**) MPIOs and quantification. Symbols represent individual mice, *n* = 10 (CTL), *n* = 8 (BLZ945), mean ± s.e.m. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons *P* values. **o**, Correlation between P-selectin mMRI signal and grip strength deficit. Confidence and prediction intervals are shown. *P*_S_, Spearman correlation coefficient. Source data

To explore the underlying mechanism of the neurological impairment, we investigated the transcriptional reaction to stroke at +1 d in whole CNS tissue. 

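Whole-tissue slices from the ipsilateral (lesioned) and contralateral hemispheres of 4 control (CTL) and 4 repopulated (BLZ945) WT mice were profiled by bulk RNA-seq, giving 16 libraries. BLZ945 is an inhibitor of CSF1R, the receptor on which microglia and CAMs depend, and was given at 200 mg per kg body weight for 7 days. Stroke was induced 8 weeks after treatment, and tissue was taken 1 day (24 h) later. The authors aligned the reads with STAR, counted them on genes with FeatureCounts and deposited the counts of 33280 genes per library, without normalization. The paper's text names more than one genome build for its bulk data and does not say which was used here, so genes are given by symbol without coordinates. Total counts on genes ranged from 11310762 to 12450565 in CTL ipsilateral libraries (median 11806323), from 9908401 to 12781505 in CTL contralateral libraries (median 11195000), from 9288717 to 10291030 in BLZ945 ipsilateral libraries (median 9954600) and from 9401549 to 11142241 in BLZ945 contralateral libraries (median 10332000). The paper's reporting summary puts every included bulk library above 10 M aligned reads, whereas the values here use the counts on genes. At these totals the floor of 3 counts corresponds to between 0.235 and 0.323 CPM (counts scaled to a common library size), and this floor covers counting error only. Replicate libraries were not copies of one another, since their counts differed by 4.68 to 32.0 times the sampling variance.

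For CTL mouse A3, the count table and the sample labels disagree on which tissue library is ipsilateral and which is contralateral. The hemispheres were taken from the column names of the count table, and the counts, set tests, scores and named genes of tissue are also given with the hemispheres of A3 exchanged, as the library names in the labels have them. That second mapping was added after the values had been seen. Of the 182 genes called up when A3 was left out, 96.7% were lower in its library labelled ipsilateral. For these genes, this argues against the count table's mapping of A3. Genes with a summed count under 8 over the 16 libraries were removed, as in the paper's filter, which left 18968 genes. One model with the 4 groups of treatment and hemisphere was fitted with edgeR's quasi-likelihood test after TMM normalization. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 0.59. The paper used DESeq2 for its own DEGs, and DESeq2 was run as an alternative. On simulated counts for 18685 genes, of which 200 were changed, the edgeR model recovered 77% of genes with a log2 fold change of 1 and 94% of those with a log2 fold change of 2, with 3 false calls among 174. The changed genes were picked at random, with the spread of the fit as in the count table. These shares need not hold for stroke genes, whose spread depends on the mapping of A3.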

Immune response genes were strongly induced in the ipsilateral hemisphere, accounting for most upregulated DEGs (Extended Data Fig. 10d). 

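Immune genes were taken as the Reactome Immune System set, of which 780 were among the 18968 genes tested (4.11%). With the hemispheres of mouse A3 as in the count table, 0 of the 6 upregulated DEGs in BLZ945 mice were in the set, and there was no upregulated DEG in CTL mice. With a replicate block for the mouse, 27 of 173 upregulated DEGs in BLZ945 mice (15.6%) were in it (odds ratio 4.43, p = 2.36e-09, Fisher's exact test, two-sided). With the hemispheres of A3 exchanged, the set held 33 of 213 upregulated DEGs in BLZ945 mice (15.5%, odds ratio 4.42, p = 4.84e-11) and 14 of 84 in CTL mice (16.7%, odds ratio 4.73, p = 7.71e-06) by the same Fisher's exact test. By Fisher's exact test the replicate block moved this result most, to 66 of 378 DEGs in BLZ945 mice (17.5%, odds ratio 5.30, p = 8.59e-24) and 30 of 178 in CTL mice (16.9%, odds ratio 4.87, p = 4.34e-11). Deviations from the group means were correlated between the hemispheres of the same mouse, with a median r across genes of 0.290 as in the count table and 0.436 after the exchange over 8 mice, against -0.105 and -0.119 between different mice. A list of immune genes written by hand, of which 113 were tested, held 51 of the 213 DEGs in BLZ945 mice and 25 of the 84 in CTL mice after the exchange. The GO terms of Extended Data Fig. 10d were not analysed here.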

We identified 115 upregulated DEGs in controls between ipsi- and contralateral hemispheres and 274 upregulated DEGs in repopulated mice (Fig. 8d, e). 

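With the hemispheres as in the count table, no gene was upregulated in CTL mice at an adjusted p-value under 0.05 (547 genes had an unadjusted p under 0.05), and 6 genes were upregulated in BLZ945 mice (1971 at an unadjusted p under 0.05), with no overlap. The 6 were Adam8, Hk3, Gbp3, Col3a1, Col4a1 and Fxyd5. Their log2 fold changes ranged from 0.97 for Fxyd5 to 2.90 for Adam8, which rose from 1.80 ± 0.305 to 13.5 ± 5.62 CPM (SD, n = 4; log2 fold change standard error 0.441, edgeR adjusted p = 0.0398). With a replicate block for the mouse, 0 genes were upregulated in CTL mice (749 at an unadjusted p under 0.05) and 173 in BLZ945 mice.

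With the hemispheres of CTL mouse A3 exchanged, 84 genes were upregulated in CTL mice and 213 in BLZ945 mice, 76 of them in both. No gene was downregulated in CTL mice and 7 were downregulated in BLZ945 mice. All 6 genes called before the exchange were among the 213, with Adam8 at a log2 fold change of 2.90 in BLZ945 mice (standard error 0.318, edgeR adjusted p = 8.28e-05) and of 1.29 in CTL mice (edgeR adjusted p = 0.0853). The replicate block moved these counts most, to 178 in CTL mice, 378 in BLZ945 mice and 164 shared. The counts were 137, 332 and 129 with DESeq2's Wald test. The 137 genes called in BLZ945 mice but not in CTL mice all had a positive log2 fold change in CTL mice as well, with medians of 1.32 in BLZ945 and 0.82 in CTL mice. No gene had a different stroke response between the treatments in the interaction test of either mapping (564 genes at an unadjusted p under 0.05 as in the count table, 386 after the exchange).

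Among genes named in Fig. 8d, Osmr rose in CTL mice from 5.51 ± 0.887 to 24.3 ± 2.61 CPM after the exchange (SD, n = 4; log2 fold change 2.14, standard error 0.127, edgeR adjusted p = 1.01e-07). In BLZ945 mice it rose from 5.71 ± 0.557 to 33.7 ± 2.79 (log2 fold change 2.56, standard error 0.129, edgeR adjusted p = 6.51e-09). As in the count table, the log2 fold change of Osmr in CTL mice was 1.07 (edgeR adjusted p = 1), and in BLZ945 mice the adjusted p was 0.0674. After the exchange, Hmox1 rose by a log2 fold change of 2.82 in CTL and 3.10 in BLZ945 mice, and Ccl12 by 4.21 and 4.36. As in the count table, Hmox1 rose by 1.06 and Ccl12 by 1.46 in CTL mice (edgeR adjusted p = 1 for both), and in BLZ945 mice their adjusted p was 0.0879 and 0.0942. After the exchange, Ccl4 had no counts in CTL contralateral libraries and at most 1 count in BLZ945 contralateral libraries, so that it was at least 10.0-fold and 9.33-fold higher ipsilaterally. Mmp3 was likewise at least 12.6-fold higher in CTL and 23.9-fold higher in BLZ945 mice. P2ry12 fell by 0.69 on the log2 scale in CTL mice (edgeR adjusted p = 0.0591) and by 0.70 in BLZ945 mice (adjusted p = 0.0287). As in the count table, the log2 fold changes in CTL mice were 2.61 for Ccl4, 1.88 for Mmp3 and -0.33 for P2ry12 (edgeR adjusted p = 1 for each). Of the other genes with the largest changes after the exchange, Mmp12 was at least 16.1-fold higher ipsilaterally in CTL and 21.8-fold higher in BLZ945 mice, Lilrb4b at least 10.4-fold higher in CTL mice and Il1rn at least 28.7-fold higher in BLZ945 mice, against contralateral libraries with at most 3 counts. Tgm1 rose by a log2 fold change of 5.23 in CTL and 5.36 in BLZ945 mice. From these contrasts the paper states how many genes each group of mice upregulated and how many they shared (Fig. 8d, e).

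**Figure D1:**
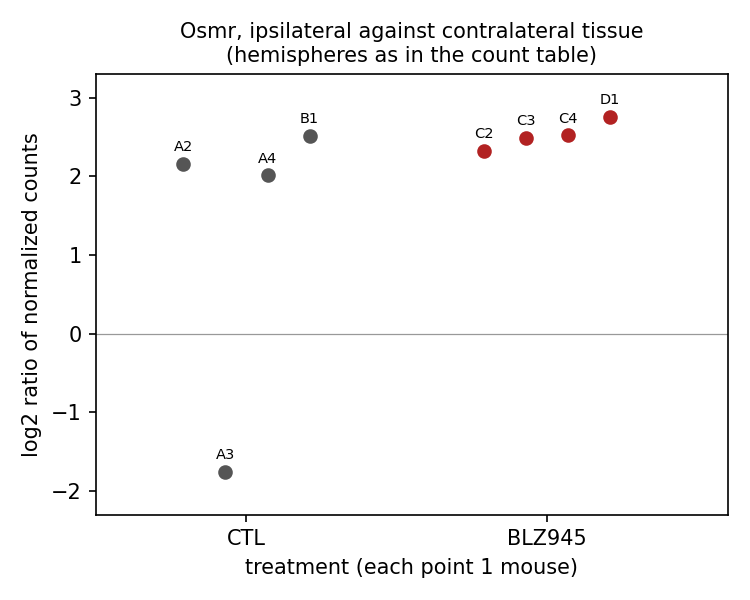
The log2 ratio of ipsilateral to contralateral Osmr counts, normalized for library size, is plotted for each of the 8 mice, grouped by treatment, with the hemispheres as in the count table. Mouse A3 lies at -1.76, whereas the other CTL mice lie between 2.01 and 2.52 and the BLZ945 mice between 2.33 and 2.76.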

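Mean ipsilateral expression of the upregulated DEGs was compared between the treatments. With the hemispheres as in the count table, all 6 upregulated DEGs had a higher ipsilateral mean in BLZ945 than in CTL mice, and with a replicate block for the mouse (median r 0.290 between hemispheres) 173 of 173 did. With the hemispheres of CTL mouse A3 exchanged, 210 of the 221 DEGs upregulated in either treatment (95.0%) had the higher mean in BLZ945 mice, against 50.7% of the 18968 genes tested, and with the replicate block 367 of 392 did. Of the 84 genes called in CTL mice, 74 (88.1%) were higher in BLZ945 mice. The alternative that lowered the share most compared mean log2 ipsilateral/contralateral ratios in place of ipsilateral means, with 191 of 221 higher in BLZ945 mice (86.4%). Genes are not independent replicates, so that each mouse was also given a stroke response score, the mean log2 ipsilateral/contralateral ratio of the 367 genes upregulated in the average of both treatments. After the exchange, the score was 1.15 ± 0.245 in CTL mice and 1.51 ± 0.230 in BLZ945 mice (SD, n = 4 each; difference 0.355, p = 0.0857, exact two-sided permutation test, smallest possible p 0.0286). As in the count table, a single gene was upregulated in the average of both treatments, and the score differed by 0.795 (exact permutation p = 0.0286).

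Of the 16 genes shown in Fig. 8g, 6 were upregulated DEGs in CTL mice and 14 in BLZ945 mice after the exchange, and adjusted over the 16 genes alone 14 and 16 passed. All 16 had higher ipsilateral means in BLZ945 than in CTL mice, with log2 fold changes from 0.24 to 1.58 and a median of 0.68. None passed over all genes tested in this direct comparison, and 8 passed when adjusted over the list. The paper chose these 16 genes for display from the same libraries, so that the counts adjusted over the list are not independent of that choice. As in the count table, 0 of the 16 were DEGs in either treatment, adjusted over the list 0 passed in CTL and 16 in BLZ945 mice, and the direct comparison gave log2 fold changes from 0.44 to 1.69 with 1 gene passing over the list. The macrophage activation genes Cd68 and Itgax had ipsilateral log2 fold changes of 0.56 and 1.12 between the treatments after the exchange. The ROS genes Cybb and Cd36 had log2 fold changes of 0.78 and 1.58, the inflammation genes Cxcl10 and Ptgs2 1.17 and 1.26, and the matrix genes Timp1 and Plau 1.06 and 1.22 (edgeR adjusted p = 0.958 for each). As in the count table the same genes gave 0.70, 1.30, 0.96, 1.69, 1.42, 1.31, 1.31 and 1.45 (edgeR adjusted p = 0.918). Over all genes, none differed between the treatments in ipsilateral tissue, with 984 at an unadjusted p under 0.05 as in the count table and 858 after the exchange. The counts of higher and lower means are what the paper sets against an even split by a chi-squared test of goodness of fit in Fig. 8f.

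**Figure D2:**
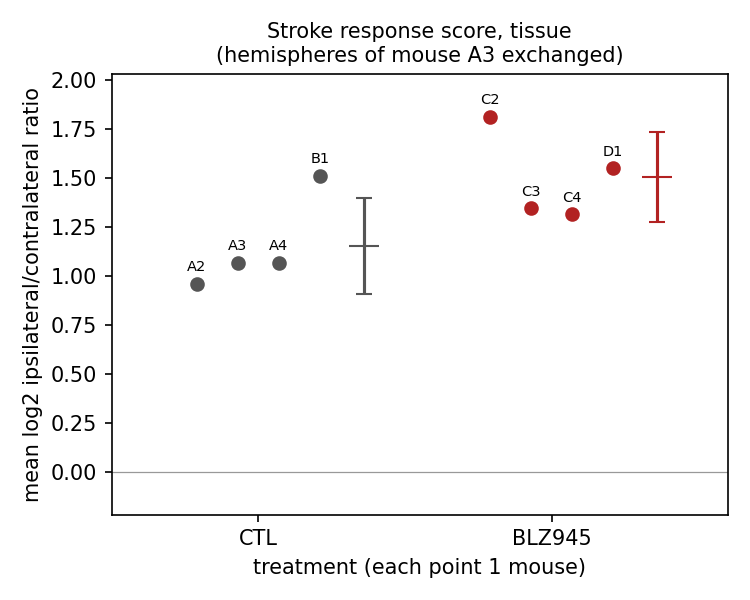
The stroke response score of each of the 8 mice, as a mean log2 ipsilateral/contralateral ratio, is plotted by treatment with the hemispheres of A3 exchanged, and the bars show the mean and SD of 4 mice. The CTL mice lie between 0.961 and 1.51 and the BLZ945 mice between 1.32 and 1.81.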

Of note, 266 of the 279 total upregulated DEGs showed higher mean expression in repopulated mice, including genes involved in macrophage activation, inflammation, reactive oxygen species (ROS) production and blood–brain barrier or extracellular matrix modification (Fig. 8f, g and Extended Data Fig. 10e).

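Macrophages at the brain borders were sorted from the hemispheres of the same 8 mice as CD206-positive CD45-positive CD11b-positive cells lacking Ly6C, Ly6G and CD11c, after removal of the choroid plexus, and their RNA was sequenced in bulk. Of the 16 sdCAM libraries, the paper left out the ipsilateral libraries of CTL mouse A3 and BLZ945 mouse C2 for low alignment, and values are given first over the remaining 14. These libraries held 8297066 to 9956038 counts on genes in CTL ipsilateral sdCAMs (median 8366777, n = 3), 8836860 to 11081409 in CTL contralateral sdCAMs (median 9943300, n = 4), 8595045 to 10314584 in BLZ945 ipsilateral sdCAMs (median 8806120, n = 3) and 7397393 to 9571125 in BLZ945 contralateral sdCAMs (median 9320800, n = 4). The counts had been made by the authors in the same way as for tissue. Replicate libraries differed by 36.9 to 148 times the sampling variance, a wider spread than in tissue. Genes with a summed count of at least 7 were tested (18297 genes) in one model with the 4 groups. On simulated counts with the spread of these libraries (17721 genes, 200 changed), the edgeR model recovered 4% of genes with a log2 fold change of 1 and 35% of those with a log2 fold change of 2, so that changes of this size were mostly below detection.

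The Reactome Immune System set covered 789 of the genes tested (4.31%). It held 27 of 220 upregulated DEGs in BLZ945 sdCAMs (12.3%, odds ratio 3.18, p = 9.98e-07, Fisher's exact test, two-sided) and 9 of 78 in CTL sdCAMs (11.5%, odds ratio 2.92, p = 0.00628). With a replicate block for the mouse, it held 36 of 267 (13.5%, odds ratio 3.58, p = 1.28e-09) and 5 of 23 (21.7%, odds ratio 6.19, p = 0.00259) by Fisher's exact test. The hemispheres of the same mouse had a median r of 0.122 between their deviations from the group means over 6 mice, against -0.0405 between different mice. Over all 16 libraries, 0 of 4 upregulated DEGs in BLZ945 and 0 of 3 in CTL sdCAMs were in the set (odds ratio 0, Fisher's exact p = 1 for each), which rests on few genes. Of the 115 genes of the immune list written by hand, 14 were among the 220 DEGs in BLZ945 sdCAMs and 6 among the 78 in CTL sdCAMs.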

Similar to the whole-tissue analysis, examination of transcriptional changes in sdCAMs at +1 d revealed a substantial induction of genes involved in immune responses (Extended Data Fig. 10f). Comparison to the contralateral hemispheres showed pronounced differences in the stroke response. 

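The difference in stroke response between the treatments was tested as an interaction, the ipsilateral against contralateral log2 fold change in BLZ945 sdCAMs minus that in CTL sdCAMs. No gene had an edgeR adjusted p-value under 0.05 over the 14 libraries (912 of 18297 genes had an unadjusted p under 0.05), none with a replicate block for the mouse (561 genes at an unadjusted p under 0.05; median r 0.122 between hemispheres of a mouse) and none over all 16 libraries (1063 genes). DESeq2's Wald test moved this result most, with 48 genes. On the simulated sdCAM counts, 49 of the 90 genes that DESeq2 called in this interaction were false, against 0 of 13 with edgeR. In that simulation 200 genes differed, so edgeR missed most of them, and its count of 0 does not show equal responses. The simulated counts were drawn with edgeR's estimates of the spread and no mouse effect, so the comparison of the tools was not neutral. Between BLZ945 and CTL sdCAMs of the same hemisphere, edgeR called no gene ipsilaterally (1034 at an unadjusted p under 0.05) and none contralaterally (1133), whereas DESeq2 called 123 and 39. A score over the 715 genes upregulated in the average of both treatments was 0.735 ± 0.148 in CTL mice and 0.953 ± 0.406 in BLZ945 mice (SD, n = 3 each). The difference of 0.218 was within the spread between mice (p = 0.6, exact two-sided permutation test), and 3 mice against 3 cannot give a p under 0.1.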

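Ipsilateral against contralateral, 220 genes were upregulated in BLZ945 sdCAMs and 78 in CTL sdCAMs, and 34 of them were upregulated in both. Over all 16 libraries, with the ipsilateral libraries of CTL mouse A3 (54055 counts on genes) and BLZ945 mouse C2 (55155 counts), 4 genes were upregulated in BLZ945 and 3 in CTL sdCAMs, none in both. The order of the treatments was the same in both sets of libraries, but with the near-empty libraries it rested on a single gene. Over the 14 libraries, the order reversed when BLZ945 mouse C4 was left out (8 genes in BLZ945, 113 in CTL sdCAMs). It also reversed without BLZ945 mouse C3 (14 and 36), and it held when any other mouse was left out. With a replicate block for the mouse (median r 0.122 between hemispheres), 267 genes were upregulated in BLZ945 sdCAMs, 23 in CTL sdCAMs and 17 in both. These counts were 451, 272 and 85 with DESeq2's Wald test, and apeglm-shrunken log2 fold changes gave 436, 246 and 74. Of the 186 genes called in BLZ945 sdCAMs alone, 185 also had a positive log2 fold change in CTL sdCAMs, with medians of 1.01 and 0.57. Of the 44 called in CTL sdCAMs alone, 37 were positive in BLZ945 sdCAMs. Among the 264 genes upregulated in either treatment, 162 (61.4%) had a higher ipsilateral mean in BLZ945 sdCAMs, against 45.0% of all genes tested, and with the replicate block 188 of 273 did. The share depended on which treatment called the genes, since 26 of the 78 genes called in CTL sdCAMs and 357 of the 715 called in the average of both treatments (49.9%) were higher in BLZ945 sdCAMs.

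More genes were downregulated than upregulated, 807 in BLZ945 and 432 in CTL sdCAMs (682 and 270 with the replicate block). The share of DEGs that were upregulated was 21.4% in BLZ945 and 15.3% in CTL sdCAMs. Marker genes of other cells also fell ipsilaterally in 6 of 6 mice. Mean log2 ratios were -4.40 for choroid plexus, -3.84 for endothelial, -2.35 for oligodendrocyte, -1.71 for neuronal and -1.61 for astrocyte genes. T cell and B cell genes fell in 3 mice. RNA from other cells in the contralateral libraries was thus not set aside as a source of the downregulated genes. The genes with the largest changes in the same direction in every mouse all fell. In CTL sdCAMs these were Clec14a, Ppp1r36, Gm11992, Bbox1 and Myrip, which had no counts in any ipsilateral library, so that only a lower bound on the change can be given, from at least 60.9-fold lower for Myrip to at least 99.3-fold lower for Clec14a (edgeR adjusted p = 0.00460). In BLZ945 sdCAMs Rsph1, Susd5, She, Tnfaip6 and Cimap3 had no ipsilateral counts, from at least 79.9-fold lower for Cimap3 to at least 139-fold lower for Rsph1 (48.7 ± 14.8 CPM contralaterally, SD, n = 4; edgeR adjusted p = 0.000313).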

We found 425 upregulated DEGs in sdCAMs from repopulated mice and 225 upregulated DEGs in control mice, of which 74 DEGs overlapped (Extended Data Fig. 10g, h). 

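Proliferation was examined with 97 S and G2/M phase genes and phagocytosis with 40 genes written by hand, tested as sets with limma's camera (inter-gene correlation 0.01), in a family of 12 set tests. Camera compares a set with the other genes, and its p-value does not test whether the set's median differs from 0. Over all genes tested, the median log2 fold change was -0.15 in BLZ945 and -0.11 in CTL sdCAMs, so a set near 0 can rank as raised. Of the cell cycle genes, 96 were tested. Their median log2 fold change was 0.10 in BLZ945 sdCAMs, with 52 of 96 positive (adjusted p = 0.0281), and 0.40 in CTL sdCAMs, with 62 of 96 positive (adjusted p = 0.000642). The difference between the treatments had a median of -0.28 and was not past the threshold (38 of 96 positive, adjusted p = 0.237). With a replicate block for the mouse (median r 0.122 between hemispheres), the medians were 0.13 in BLZ945 sdCAMs (adjusted p = 0.0337), 0.37 in CTL sdCAMs (adjusted p = 0.000295) and -0.31 for the difference (adjusted p = 0.147). The mean ratios of the phases had opposite signs over the 6 mice with both libraries, and the difference between the phases was not tested. The 43 S phase genes rose in 6 of 6 mice (mean log2 ratio 0.72, exact paired permutation p = 0.0312, the smallest that 6 mice allow, adjusted p = 0.0859), whereas the 53 G2/M phase genes fell in 4 of 6 (mean log2 ratio -0.25, exact paired permutation p = 0.438, adjusted p = 0.602). Neither phase differed between the treatments (exact permutation p = 0.5 and 0.7, smallest possible 0.1).

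Of the phagocytosis genes, 39 were tested, and 32 were positive in each treatment. Their median log2 fold change was 0.70 in BLZ945 sdCAMs (adjusted p = 2.85e-08) and 0.49 in CTL sdCAMs (adjusted p = 1.27e-05). The median difference was 0.25 in favour of BLZ945 sdCAMs, with 26 of 39 genes positive (adjusted p = 0.0335). With the replicate block, the medians were 0.78 (adjusted p = 1.21e-08), 0.33 (adjusted p = 0.000166) and 0.31 for the difference (adjusted p = 0.000326). Camera tests genes. Over mice, the set rose in 4 of 6 (mean log2 ratio 0.21, exact paired permutation p = 0.188, adjusted p = 0.275), and the treatments differed by 0.23 (exact permutation p = 0.6, adjusted p = 0.88). Macrophage identity genes rose in 6 of 6 mice, by a mean log2 ratio of 0.902 in BLZ945 and 0.405 in CTL mice. Their difference of 0.497 was not past the threshold (exact permutation p = 0.2, adjusted p = 0.629). A different share of macrophage RNA in the libraries was thus not set aside as a source of the phagocytosis difference. Over all 16 libraries, the phagocytosis median in BLZ945 sdCAMs was 0.38 (limma camera adjusted p = 0.157). The difference between the treatments there had a median of 0.28, with 27 of 39 genes positive (limma camera adjusted p = 0.0400). The mean and the median lay on opposite sides of 0 for the cell cycle set in BLZ945 sdCAMs (mean -0.26) and for the phagocytosis set in CTL sdCAMs (mean -0.0084), and the median was chosen to summarise the sets after these values had been seen. GO terms were not analysed here.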

GO term analysis suggested a strong shift toward a proliferative and phagocytic phenotype in repopulated sdCAMs (Extended Data Fig. 10i). Gene-level analysis further supported the notion and suggested an increase in activation markers and ROS production (Extended Data Fig. 10j, k).

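Among 20 macrophage activation genes, the median log2 fold change from contralateral to ipsilateral was 0.75 in BLZ945 sdCAMs, with 13 of 20 positive, and 1.01 in CTL sdCAMs, with 19 of 20 positive (limma camera adjusted p = 1.63e-05 and 8.44e-09). The difference between the treatments had a median of -0.52, with 8 of 20 positive (adjusted p = 0.225), and with a replicate block for the mouse (median r 0.122 between hemispheres) a median of 0.016 (adjusted p = 0.715). With that block the medians were 0.82 in BLZ945 and 0.86 in CTL sdCAMs. Among 13 genes of ROS production the medians were 0.47 in BLZ945 and 0.44 in CTL sdCAMs (adjusted p = 0.0118 for each). Their difference had a median of 0.17, with 8 of 13 positive (adjusted p = 0.629), and 0.24 with the replicate block (adjusted p = 0.318). The means of the ROS genes lay on the other side of 0, at -0.20 in BLZ945 and -0.62 in CTL sdCAMs. Over mice, the ROS set rose in 3 of 6 (exact paired permutation p = 0.875) and the activation set in 5 of 6 (exact paired permutation p = 0.0625), and neither differed between the treatments (exact permutation p = 0.8 and 0.9).

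Of single genes, Cd68 rose in BLZ945 sdCAMs from 1014 ± 337 (SD, n = 4) to 2227 ± 128 CPM (SD, n = 3; log2 fold change 1.14, edgeR adjusted p = 0.0241) and by a log2 fold change of 0.69 in CTL sdCAMs (edgeR adjusted p = 0.191). The difference of 0.45 was not past the threshold (0.67 with the replicate block). Cxcl16 rose by 1.03 in BLZ945 and 1.05 in CTL sdCAMs (edgeR adjusted p = 0.0322 and 0.0459). Lyve1 rose by 1.68 in BLZ945 sdCAMs (edgeR adjusted p = 0.0296) and by 0.56 in CTL sdCAMs (adjusted p = 0.480). Itgax rose by 1.91 in CTL sdCAMs (edgeR adjusted p = 0.0758) and by 0.63 in BLZ945 sdCAMs, a difference of -1.28. Spi1 rose by 0.77 and 0.64 in BLZ945 and CTL sdCAMs, a difference of 0.13. The ROS genes Cybb and Cyba rose by 0.92 and 0.49 in BLZ945 sdCAMs and by 0.99 and 0.31 in CTL sdCAMs, differences of -0.073 and 0.18. Cd36 rose by 1.59 in BLZ945 sdCAMs (edgeR adjusted p = 0.0565) and by 0.72 in CTL sdCAMs, a difference of 0.87. None of these differences was past the threshold. Those of Cxcl16 (-0.012) and Cybb changed sign with the replicate block, to 0.24 and 0.071. Of the 16 genes shown in Fig. 8g, 2 were upregulated DEGs in BLZ945 sdCAMs and 1 in CTL sdCAMs, and 6 and 5 passed when adjusted over the list. From its gene-level comparison, the paper proposes an increase in activation markers and ROS production (Extended Data Fig. 10j, k).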

To disentangle treatment- and origin-dependent responses, we induced strokes in *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice (Fig. 8h). Immunofluorescence revealed pronounced engraftment of HSC-derived tdT^+^ lmMΦ and pvMΦ, both in the cortical lesion as well as in the corresponding contralateral region in BLZ945-treated mice (Supplementary Fig. 6e). RNA-seq of tdT^+^ sdCAMs, tdT^−^ sdCAMs and microglia revealed upregulation of previously identified stroke response genes and downregulation of homeostatic markers (Extended Data Fig. 10l) compared to nonstroke-induced repopulated controls (Fig. 7a). Consistent with our previous results (Fig. 8f), repopulated sdCAM populations showed the highest expression of most stroke response genes, with tdT^+^ sdCAMs exceeding their tdT^−^ counterparts (Fig. 8i). The sdCAM populations from control and BLZ945-treated mice showed both common as well as subset-specific responses (Fig. 8j), with each gene set being associated with distinct GO terms (Extended Data Fig. 10m). Overlaying the stroke reactions of repopulated tdT^+^ and tdT^−^ sdCAMs revealed genes specifically regulated in tdT^+^ sdCAMs (Fig. 8k). In contrast, microglia showed no such discrepancy. DEG count in control microglia even slightly outnumbered that of repopulated microglia (Extended Data Fig. 10n). Supporting our previous analysis, we found increased expression of macrophage activation markers and chemokines, as well as *tdT* (*Gt(ROSA)26Sor*), in tdT^+^ sdCAMs (Fig. 8l and Extended Data Fig. 10o).

Finally, we performed molecular magnetic resonance imaging^42,47^ to determine whether the elevated cytokine and ROS production and macrophage activation translated into enhanced endothelial activation. While VCAM-1 signal intensity did not differ (Fig. 8m), the signal intensity of P-selectin, known to be upregulated under highly inflammatory conditions^42^, was significantly stronger in the ipsilateral hemisphere of repopulated mice and positively correlated with grip strength deficit (Fig. 8n, o).

Collectively, these results demonstrate that selective replacement of sdCAMs by HSC-derived macrophages influences immune response, cytokine production and functional outcome in a thrombin model of ischemic stroke.

## Discussion

In this study, we demonstrate that repopulated sdCAMs partially derive from transiently infiltrating but permanently engrafting HSC-derived CCR2^hi^Ly6C^hi^ monocytes. The resulting changes in the overall sdCAM transcriptome led to an altered reaction of sdCAMs to peripheral inflammatory stimuli and worsened the outcome following ischemic stroke.

Earlier studies had worked toward a method to efficiently and permanently replace CNS macrophages, microglia and sdCAMs, by HSC-derived cells. This was achieved through a combination of whole body irradiation (WBI) and bone-marrow transplantation (BMT) followed by CSF-1R-mediated depletion of CNS macrophages^24^. Other reports claimed to selectively replace sdCAMs with HSC-derived cells, at least temporarily, using WBI and BMT alone^26,27^; however, WBI has been shown to artificially prime the microglia niche for subsequent myeloid cell engraftment^23^. Deploying depletion and repopulation, we herein present a broadly applicable niche-specific permanent replacement strategy for directed and selective monocytic engraftment into CNS border niches.

While sdCAMs were strongly affected by their depletion and repopulation, we did not detect substantial changes in subdural or dural vascular niche cell types by scRNA-seq analysis. The predicted transient changes in the interactions between niche cells and macrophages, including increased CSF-1R signaling together with production of monocyte-attractant chemokines in repopulating macrophages, probably reflect the effort to restore homeostatic macrophage density within the CNS niches. These changes align with the infiltration of circulating monocytes. In accordance with known mechanisms of extravasation, the monocytic engraftment depended on integrin-mediated adhesion to ICAM-1 and VCAM-1, which were upregulated on vascular endothelial cells following macrophage depletion. Increased *Tnf* production by repopulating CNS macrophages might contribute to this vascular activation. Of note, microglia and sdCAMs remained separate during repopulation, with neither leaving its developmentally established niche.

Single-cell profiling revealed repopulated sdCAMs fall into the range of homeostatic YS-derived sdCAM subsets, but preferentially adopt an MHC class II^hi^ phenotype reminiscent of a previously described sdCAM state^5,49–51^. Bulk RNA-seq furthermore enabled us to define pan sdCAM markers (*Mrc1*, *Clec12a, Lyz2, Ms4a7* and *Apoe*) and unique signatures of HSC-derived (MHC class II-related genes, *Ccr2* and *Fxyd5)* and YS-derived (*Lyve1*, *Cd163* and *Folr2*) sdCAMs. This proposed set of markers allows the capture of sdCAM subtypes with implications for ontogeny. Chromatin accessibility was altered in all repopulated CNS macrophage populations; however, those alterations associated with proliferation or differentiation in response to depletion do not seem to be the main driver of the transcriptional changes seen in sdCAMs. Instead, ontogeny-related epigenetic imprinting remains the factor deciding the phenotype of sdCAMs.

While microglia exhibit a time-dependent transcriptional response to LPS^52,53^, sdCAM gene expression changes have only been studied in a *Lyve1*-expressing subset^54^. We therefore comprehensively analyzed overall and origin-specific responses of sdCAMs, dCAMs and microglia after repopulation. While many genes were commonly upregulated, we also identified cell-type-specific patterns. Notably, microglia and dCAMs remained unaffected by repopulation, whereas sdCAM responses were markedly altered. Experiments using *Ccr2*^−/−^ animals strongly suggested that these differences were mainly resulting from the engraftment of HSC-derived sdCAMs. It should be noted that due to the systemic route of LPS delivery, effects mediated by peripheral immune reactions cannot be fully ruled out as a confounding variable.

sdCAMs have been implicated in many CNS diseases, such as cerebral aneurysm formation^55^, ischemic stroke^45,47,51^ or neurodegenerative disorders^26,27,56,57^. Ischemic stroke induces a neuroinflammatory reaction that is thought to strongly contribute to the resulting neurological disabilities^58,59^. Accordingly, the increased expression levels of many cytokines, chemokines such as *Cxcl10*, and macrophage activation markers could explain the greater neurological impairment observed in repopulated mice. Notably, CXCL10 has been shown to directly impair synaptic plasticity via neuronal CXCR3, inducing sickness behavior in mice^60^. sdCAMs react rapidly to cerebral ischemia and switching their gene expression profile to an activated phenotype^46,51,61^. This immunological cascade can shape the outcome in either direction, worsening neurological deficits or dampening damage and aiding in resolution^47,62^. Age-related changes in sdCAM phenotype were recently shown to counteract increased ischemic stroke severity in aging mice^47^. Absence of sdCAMs has also been shown to increase stroke severity^45^. Our data further strengthen this theory by pointing to a protective role for YS-derived sdCAMs in stroke. Of note, CAMs are replaced long-lastingly by HSC-derived cells in models of traumatic brain injury and infection^30^. Consequently, we propose that such HSC-derived sdCAMs could be important players in case of a secondary insult.

In summary, the dual origin of replenished sdCAMs based on a single short-term depletion paradigm renders sdCAMs uniquely accessible for HSC-linked replacement strategies in CNS diseases.

## Methods

### Mice

All animal experiments were performed in compliance with respective national and federal regulations and approved by animal welfare authorities (Regierungspräsidium Freiburg, French Ministry of Higher Education and Research). C57BL/6JCrl (Charles River) served as WT mice. *Ccr2*-KO mice were from The Jackson Laboratory (B6.129S4-*Ccr2*^*tm1Ifc*^/J, Jax #004999). *Cx3cr1*^*CreERT2*^ (ref.^63^), *Cxcr4*^*CreERT2*^ (ref. ^39^), *Hexb*^*CreERT2*^ (ref. ^18^), *Mrc1*^*CreERT2*^ (ref. ^12^) and *Ccr2*^*CreERT2*^ (ref. ^24^) (Jax #035229) lines were crossed with *R26*^*tdT*^ (ref. ^64^) (Jax #007914) or *R26*^*YFP*^ (ref. ^65^) (Jax #006148) reporter lines. Mice were bred under specific-pathogen-free conditions and housed under a regular light–dark cycle at 20–22 °C and 50–60% humidity. Both sexes were included in each group. Age of first gavage was 10 ± 3 weeks.

### Tamoxifen treatment

TAM in corn oil (both Sigma-Aldrich) was injected i.p. using Cre-driver line-adjusted protocols: 1 mg TAM per 100 μl oil for 5 days (*Cxcr4*^*CreERT2*^*R26*^*tdT*^), 4 mg 200 μl^−1^ twice 48 h apart (*Cx3cr1*^*CreERT2*^*R26*^*tdT*^, *Mrc1*^*CreERT2*^*R26*^*tdT*^) in 5–9-week-old animals, 0.4 mg 20 µl^−1^ on P7 and P9 (*Hexb*^*CreERT2*^*R26*^*yfp*^) or 2 mg 200 μl^−1^ three times 48 h apart (*Ccr2*^*CreERT2*^*R26*^*tdT*^).

### BLZ treatment

BLZ945-HCl (Novartis) at 27.28 mg ml^−1^ in aqueous 20% hydroxypropyl-β-cyclodextrin (CTL; Sigma-Aldrich) solution was applied through oral gavage (200 mg kg^−1^ BW) daily for 7 days.

### Antibodies

Information about all antibodies used throughout the study can be found in Supplementary Table 1.

### Antibody injections

For adhesion blockade in vivo, antibodies or isotype controls were mixed in InVivoPure, pH 7.0 Dilution Buffer (BioXCell) injected i.p. (200 µg per antibody in 100 µl, every other day for seven injections) starting on the last day of gavage.

### Bone-marrow transplantations

Recipient mice were anesthetized with 20 µl of a 1:1 medetomidin (Domitor, Orion Pharma)/ketamine (Ketamin 10%, Serumwerk) mixture, positioned under a ~1-cm thick lead shield covering the head, and irradiated with 11 Gy (X-ray irradiator, Rad Source RS2000). After 24 h, femurs and tibias from sex- and age-matched donor mice (1:2 donor:recipient ratio) were flushed with ice-cold PBS, filtered (100 µm) and centrifuged (4 °C, 300*g*, 5 min). Red blood cells were lysed (1 ml eBioscience RBC lysis buffer, Thermo Fisher), washed and resuspended at 1 × 10⁵ cells per µl in PBS, filtered (100 µm), and ~15 × 10^6^ cells were injected intravenously into recipients. Mice were housed in IVC cages and received neomycin-sulfate drinking water (1.1 g l^−1^; Sigma-Aldrich) for 14 days. Blood chimerism was assessed 4 weeks post-transplantation.

### LPS injections

Mice were i.p. injected with LPS (Sigma-Aldrich, L2880) in PBS at 2.5 mg kg^−1^ bodyweight or PBS alone 12 h before killing.

### Thromboembolic stroke model

Purified mouse α-thrombin was injected into the middle-cerebral artery (MCA) to induce occlusion as previously described^48^. In brief, mice were anesthetized, fixed, craniotomized, the dura was removed and a glass micropipette was inserted into the MCA to inject 1 μl thrombin (2 IU μl^−1^ for WT). The pipette was withdrawn after 10 min for thrombus stabilization. Cerebral blood flow was monitored by laser Doppler up to 20 min after occlusion. Lesion volume was assessed by MRI at +1 d. Experiments followed STAIR recommendations. Group sizes were based on previous studies^47,48^. RNA-seq experiments were performed at two independent centers. Animals were excluded if they died perioperatively or had infarcts <5 mm³ (2 of 34 mice).

### MRI procedure

MRI was performed as previously described^48^. Mice were anesthetized and imaging was performed on a 7T Pharmascan scanner (Paravision v.6.0.1). T2-weighted multislice multiecho images (TE/TR 33/2,500 ms) were used to quantify lesion volumes with ImageJ. T2*-weighted sequences assessed hemorrhage (0–2 scale) and two-dimensional time-of-flight angiography (TE/TR 12/7 ms) evaluated MCA recanalization using a thrombolysis in cerebral infarction-like scoring system (0–3).

### Molecular magnetic resonance imaging

Molecular MRI was performed as previously described^42,47^. MPIOs were conjugated to anti-P-selectin or anti-VCAM-1 antibodies. Conjugation was verified by intrastriatal LPS injection followed by 3D T2*-weighted imaging. MRI was performed immediately after intravenous injection of conjugated MPIOs (200 μl, 2 mg Fe per kg) at 70-μm isotropic resolution (TE/TR 13.2/200 ms; flip angle 21°). Images were displayed as minimum intensity projections of six slices, and signal voids were quantified in ImageJ using automated thresholding and expressed as the percentage of void area within the region of interest.

### Corridor test

Sensorimotor performance was assessed using a corridor exploration task. A black PVC corridor (150 × 6 × 16 cm) with five objects (2 cm) on each side, spaced 18.5 cm apart, 1 cm above the floor was used. Object shape and color varied between test days. After 15 min habituation, mice explored the corridor freely for 1 min, and object explorations were recorded.

### Grip strength test

Forepaw grip strength was measured using a BIOSEB grip strength meter. Mice were placed at a T-bar and gently pulled by the tail. Measurements were taken at baseline (day before MCAO), and at 24 h and 5 days post-MCAO. Each session consisted of five trials with 1-min rest intervals, and mean force was calculated. Mean strength deficit relative to baseline was calculated for each mouse.

### Immunofluorescence

After transcardial perfusion with PBS, brains were fixed for 5–6 h in 4% PFA, put in 30% sucrose in PBS until saturation, embedded in Tissue-Tek O.C.T. (Sakura Finetek), frozen at −80 °C, sliced (Leica CM1900) at 20 µm (analysis) or 50 µm (representative images), rehydrated in PBS (5 min) and permeabilized for 1 h (5% bovine serum albumin and 0.5% Triton X-100 in PBS). Brain sections were processed free floating or on slides in upright racks. Primary antibodies were added (overnight, 4 °C) in blocking buffer. Secondary antibodies were applied (2 h). Coverslips were mounted with ProLong Diamond (Thermo Fisher Scientific) or with Mowiol.

### Immunohistochemistry and H&E staining

Chromogenic IHC^66^ and hematoxylin and eosin (H&E) staining were conducted on 3-µm-thick FFPE sections. IHC used the labeled streptavidin–biotin technique. The slides were deparaffinized in xylene, subjected to heat-induced antigen retrieval in EnVision low pH buffer (40 min) and treated with 3% hydrogen peroxide (Carl Roth, 8070.1) for 10 min. Blocking solution (10% normal goat serum (SouthernBiotec, 0060-01), 1% Triton X-100 (Sigma, T8787-100ML) and TRIS buffer (EnVision Flex Wash Buffer, DAKO, K8000), at pH 7.2, 1 h) was applied. The primary antibody was incubated overnight. Slides were washed and treated with secondary antibody (45 min) and washed. Streptavidin-HRP (7105-05, SouthernBiotech, 1:1,000 dilution in Tris buffer, 45 min) was applied. Sections were washed, exposed to DAB solution (one drop of EnVision Flex DAB Chromogen per 1 ml of EnVision Flex Substrate Buffer) and counterstained (Gill’s hematoxylin solution (Sigma, 1051750500). For H&E staining, slides were deparaffinized, rehydrated through graded ethanol to water and stained with Gill’s hematoxylin. After rinsing, sections were differentiated in 0.3% acid alcohol (1% HCl in 70% ethanol, 5–10 s), rinsed and blued (0.1% sodium bicarbonate, 1 min). Eosin Y (0.5% in ethanol) staining was performed (1 min), followed by dehydration through ascending ethanol and clearing in xylene (2 × 5 min). Coverslips were mounted with Vitro-Clud (R. Langenbrinck, 04-0001).

### Wholemounts

Leptomeninges were sliced off from fixed brains, cut into 3 × 3-mm pieces and processed as described under the immunofluorescence section.

### Microscopy

Imaging was conducted with a conventional fluorescence microscope (Keyence BZX or Leica Thunder Imager, quantification) or with a TCS SP8 X confocal (Leica, LAS X 3.5.7.23225, representative images) using a ×20 0.75 NA objective (HC PL APO 20x/0.75 IMM CORR CS2).

### Flow cytometry

Flow cytometry was conducted as described previously^3^. In brief, around 100 µl of blood were collected in PBS with 0,5 mol l^−1^ EDTA at pH 8.0 and lysed three times with Red Blood Cell Lysis Buffer (Thermo Fisher Scientific) before the staining procedure. Animals were then perfused transcardially with ice-cold PBS. MG and sdCAMs were isolated from whole brain for the experiments in Figs. 1 and 3, otherwise choroid plexuses were removed under a stereomicroscope. For digestion, brains were homogenized in HBSS containing 0.1 mg ml^−1^ DNase I (Roche) and 0.2 mg ml^−1^ Liberase (Roche) and put in a shaker at (37 °C, 1,000 rpm, 15 min). Cells were filtered, density centrifuged, cleaned of myelin, washed and used for the staining procedure. For dCAM data, cranial dura mater was removed from the cranial bone under a stereomicroscope and digested in 0.5 mg ml^−1^ Collagenase IV (Sigma-Aldrich) in PBS (30 min, 37 °C). Cell suspensions were mechanically dissociated, filtered, washed and used for the staining procedure. To analyze niche cells from different compartments, cranial dura, choroid plexus, leptomeninges and the cortical parenchyma were separated and enzymatically digested. Dura and the parenchyma were put into 0.2 mg ml^−1^ collagenase P (Sigma), 60 U ml^−1^ DNase I (Applichem), 0.3 U ml^−1^ Dispase I (Roche), 2% FCS and 20 mM HEPES in RPMI 1640 (all three Lonza) and digested (pH 7.2, 37 °C, 15 min, three cycles). For leptomeningeal dissociation, 0.2 mg ml^−1^ collagenase type 2, with two 5-min digestion steps was applied. Cells were then washed. From cortical samples, myelin was removed by density centrifugation. For the staining procedure, first, an Fc Block was applied (5 min, 4 °C) and samples were incubated with antibodies for 45 min (for blood 20 min, 4 °C). After washing, cells were sorted using an Aria III or analyzed using a LSRFortessa (Becton Dickinson). Dead cells were defined by labeling with Fixable Viability Dye (65-0866, eBioscience) or DAPI. Data were acquired with FACSDiva (Becton Dickinson). Post-acquisition analysis was performed using FlowJo v.10.10.

### Single-cell RNA-sequencing

After isolating whole brain and removing choroid plexuses under a stereomicroscope, for Fig. 2, cerebral cortex, leptomeninges and dural immune and niche cells were sorted by gating DAPI^−^ cells and then for CD11b^+^CD45^+^ (immune), CD31^+^ (endothelial), PDPN^+^ (fibroblasts) and marker-negative (other cell types) cells as described in the flow cytometry section and as seen in the gating strategies (Supplementary Fig. 1). For Fig. 5, only CD45^+^CD11b^+^Gr-1^−^CD11c^−^ cells were sorted from brain devoid of choroid plexus. Afterwards, the 10x scRNA-seq platform using the Chromium controller with the Chromium Next GEM Single Cell 3’ kit v.3.1 (Fig. 5) or Next GEM Single Cell 3’ HT kit v.3.1 (Fig. 2) (10x Genomics) was applied. Amplification of complementary DNA and library preparation were conducted following the manufacturer’s instructions. Libraries were sequenced on a NextSeq1000 Sequencer (Illumina) appropriate for obtaining 20,000 reads per cell. The resulting fastq files were further processed using the Cell Ranger v.7.1.0 pipeline (10x Genomics) for demultiplexing, read alignment to the mouse genome (GRCm39 or mm10; Cre, tdTomato, WPRE-QY added as chromosomes) and gene count determination.

### Doublet detection, quality control and analysis of the single-cell transcriptomic data

Transcriptomic data was analyzed in RStudio (build 764) with R programming language (v.4.4.0). The feature bc matrices were loaded with Seurat (v.5.0.3)^67^.

For Fig. 2, count matrices were filtered for low-quality cells (features 200–6,000, mitochondrial RNA < 5%) and doublets were removed using scDblFinder (v.1.16.0) after conversion with as.SingleCellExperiment^68^. Singlets were retained and merged into one Seurat object. Standard Seurat preprocessing was applied (NormalizeData, FindVariableFeatures (5,000), ScaleData, RunPCA, ElbowPlot, RunUMAP, FindNeighbors and FindClusters). Cells were manually inspected with CellSelector and cells expressing multiple lineage markers were removed^12,18,29^. Visualization used UMAP/DimPlot^69^. Batch correction was performed using Harmony^70^ (Split and IntegrateLayers), followed by the standard Seurat workflow using the Harmony reduction. The integrated object was converted to SingleCellExperiment and annotated with SingleR^71^. Major cell classes were subset (fibroblasts, endothelial, vascular smooth muscle cells, pericytes, immune and others) and subtypes manually annotated using FindAllMarkers with established literature^3,22,33–37^ and previous biological knowledge. CellChat^72^ was used to infer cell–cell interactions within the dura and leptomeninges/cortex. For macrophage-niche communication, CellChat objects were split into CTL, 5 d and 8w, top interaction partners were identified (excluding self-loops and niche–niche interactions) and interactions with homeostatic and repopulating macrophages were visualized.

For Fig. 5, processing was carried out as for Fig. 2, but cells were filtered for features 200–3,000 and mitochondrial RNA < 5% and Seurat preprocessing differed for FindVariableFeatures (2,000; excluding artificial, mitochondrial and ribosomal genes). A metadata column for tdTomato+WPRE-QY expression was added. Batch correction was performed using CCA^73^ (SplitObject, FindIntegrationAnchors and IntegrateData), followed by the standard Seurat workflow. Two additional low-quality clusters were removed based on low nCountRNA/nFeatureRNA and low gene expression. The standard Seurat workflow was applied to the updated object. Cell types were annotated based on known cell-type-specific marker genes, shown in Fig. 6a.

### CAM and MG subset analysis

CAMs and MG were subsetted, reintegrated by CCA, and processed using the standard Seurat workflow. The integrated data slot was used for downstream analysis. Clustering resolution was set to 0.25 for both. Heatmap genes were filtered for adjusted *P* < 0.05, log_2_fold change > 0.59, pct.1 > 0.2 and pct.1–pct.2 > 0.15, showing up to 30 genes per cluster. Volcano plots (BLZ945 versus CTL) were generated using FindMarkers (pct.min = 0.2). Cluster proportion changes were assessed using the propeller workflow (speckle)^74^. For CAMs, CAM2 was compared to CAM1 + 3 using FindMarkers (pct.min = 0.2). Overlapping DEGs (adj. *P* < 0.05, pct.1 > 0.2) between treatment and cluster comparisons were visualized using VennDiagram^75^; top ten genes up/down by log_2_fold change are shown. GO analysis was performed with EnrichGO (clusterProfiler) using significant cluster 2 versus 1 + 3 genes and nonzero genes as background, followed by simplify (cutoff of 0.7)^76^. YS-derived and HSC-derived gene modules were derived from bulk RNA-seq (adj. *P* < 0.05; log_2_fold change > 1 or <−1) and visualized in CAM subsets using AddModuleScore with FeaturePlot or DoHeatmap.

### Bulk RNA-seq of CNS macrophages and stroke tissue

CAMs, sdCAMs, dCAMs and MG were isolated by FACS from dissociated mouse brains (processed as described in the flow cytometry section) and sorted into RNA Protect Cell Reagent (QIAGEN); total RNA was extracted using the PicoPure RNA Isolation kit. First-strand cDNA was generated from 150–600 pg RNA using the SMARTer Ultra Low Input RNA kit v.4, followed by long-distance-PCR amplification (12–14 cycles), bead purification, Nextera XT library preparation, equimolar pooling and 50-cycle single-read sequencing on Illumina HiSeq 1000; reads were aligned to Gencode M36/mm10 or GRcm39 with STAR v.2.7.11a and counted with FeatureCounts v.2.0.8. In the post-repopulation experiment (Fig. 5), CAMs from *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice were sorted (tdT⁺ and tdT⁻ CD206⁺). Lowly expressed genes (sum counts <10 in ≥75% of samples) were removed before performing DESeq2 differential expression, lfcShrink(apeglm), heatmaps of significant DEGs (*P*adj ≤ 0.05, |log_2_fold change | ≥ 1; *n* = 380), volcano plots and enrichGO analysis. For LPS stimulation, MG and (all or tdT⁺/tdT⁻) sdCAMs were isolated from *Ccr2*^*CreERT2*^*R26*^*tdT*^, WT or *Ccr2*^−/−^ mice 12 h after LPS (2.5 mg kg^−1^) or PBS. dCAMs were assessed in a separate experiment. Lowly expressed genes (sum count < sample number/2) were filtered, ComBat-seq batch correction was applied to WT/*Ccr2*^−/−^ datasets (batch = batch, group = treatment; covariates = genotype, cell type). To ensure the quality of RNA-seq analysis and focus on immune response-related gene expression, genes in the KEGG_ribosome pathway, KEGG_oxidative_phosphorylation pathway (msigdbr), biomaRt pseudogenes, predicted genes, novel or uncharacterized genes as well as biomaRt noncoding genes (lincRNA, miRNA, snRNA and snoRNA) and genes with substrings associated with such pathways (‘Mrp’, ‘Rpl’, ‘Rps’, ‘Sn’, ‘Sf’, ‘Gtf’, ‘Med’, ‘Rbm’, ‘Rik’, ‘Atp’, ‘Nduf’, ‘Tomm’, ‘Pol’, ‘Anap’, ‘Rna’, ‘Dna’, ‘Gm’, ‘Ddx’, ‘Smim’, ‘Bola’, ‘Timm’ and ‘Micos’) were removed. DESeq2 was used for differential expression (MG excluded for CAM-specific analyses), with PCA and heatmaps on variance-stabilized top variable genes, apeglm-shrunken volcano plots, enrichGO on DEGs (*P*adj ≤ 0.05) and ggradar plots of selected LPS-responsive genes. In the stroke experiment (Fig. 8), at 24 h post-MCAO, brains from WT or *Ccr2*^*CreERT2*^*R26*^*tdT*^ mice were sectioned, choroid plexus removed, and CAMs sorted as Ly6C⁻Ly6G⁻CD11c⁻CD45⁺CD11b⁺CD206⁺ (tdT⁺/tdT⁻ in reporter mice) or MG as CD206⁻ counterparts (cells of two BLZ945 mice were pooled per replicate); whole-tissue RNA was extracted using RNeasy Micro kit with DNase and Bioanalyzer quality control. Lowly detected genes (sum count < sample number/2) were filtered, DESeq2 performed differential expression, PCA, apeglm-based volcano plots and GO analysis on upregulated genes (*P*adj ≤ 0.05) in ipsilateral hemisphere (CTL or BLZ945); additional visualizations included Venn diagrams of overlapping upregulated genes, bar plots of gene counts with higher stroke-induced expression, box plots of selected immune genes. Volcano plots for *Ccr2*^*CreERT2*^*R26*^*tdT*^ data were generated by plotting DEGs detected in repopulated stroke MG versus CTL MG and overlaying DEGs detected in vehicle stroke MG versus CTL MG or by plotting DEGs detected in tdT^+^ stroke CAMs versus tdT^+^ CTL CAMs and overlaying DEGs detected in tdT^−^ stroke CAMs versus tdT^−^ CTL CAMs.

### scATAC-seq

MG, sdCAMs, dCAMs and Ly6C^hi^ monocytes were isolated from brains or blood of *Mrc1*^*CreERT2*^*R26*^*tdT*^ mice 8 weeks after depletion as described under flow cytometry. Then, 3–4 biological replicates were pooled, MG and monocytes from the same condition were pooled. Cells were sorted and processed using the Chromium Single Cell ATAC-seq platform (10x Genomics). Nuclei were isolated following the 10x Genomics protocol (CG000366, Rev A) with minor adaptations. In brief, sorted cells were lysed in diluted lysis buffer, quenched with wash buffer, centrifuged, resuspended and filtered (10-µm strainer). Nuclei integrity was assessed by DAPI staining and counted using Trypan Blue on a Countess automated cell counter. Encapsulation and library preparation were performed using Chromium Next GEM Single Cell ATAC Reagent Kits v.2 (10x Genomics). Library quality was assessed by Qubit and Bioanalyzer. Raw reads were processed using Cell Ranger ATAC (v.2.2.0) with alignment to the mm10 genome and generation of single-cell accessibility matrices. Downstream analysis was performed in R using Signac (v.1.16). Feature-barcode matrices were loaded, and quality control was performed based on transcription start site enrichment and nCount_peaks. Samples were merged based on a common GRanges peak set. Standard Signac workflow (RunTFIDF, FindTopFeatures, RunSVD, RunUMAP, FindNeighbors and FindClusters) was applied. Gene activity scores were calculated. Cell type annotation was transferred from scRNA-seq data (Fig. 2; macrophages and monocytes from CTL and 8w samples) using TransferData and refined using predicted identities and sorting metadata. Peak calling was performed using CallPeaks (MACS2; group.by = cell type, combine.peaks = TRUE), followed by removal of nonstandard chromosomes, quantification (FeatureMatrix) and annotation (RegionStats). A standard Signac workflow and gene activity calculation were repeated on peak assay. The bar graph of differential accessibility includes increased and decreased peaks. Module contents were based on (sc)RNA-seq analysis and FindAllMarkers results. Motif enrichment was performed using JASPAR2020, and transcription factor activity was assessed using chromVAR. Visualizations were generated with SCpubR^77^, Signac, EnhancedVolcano^78^ and ggplot2 (ref. ^79^).

### Analysis and experimental information

Analysis, surgeries and outcome assessments were conducted blinded to treatment conditions. Animals were randomly assigned to treatment groups, with a similar number of males and females per group. Sample sizes were not predetermined, but are similar to those reported previously^3,12,47^.

### Histological analysis

All data points for histological analyses in Figs. 1 and 3 and associated Extended Data derive from manual quantification (ImageJ Fiji and Cell Counter plug-in) of ten regions of interest for cerebral cortex, at least six for cerebellum and at least four for olfactory tubercle per biological replicate. In brief, the laminin channel was activated and parenchyma area measurements and leptomeningeal length measurements were performed, the IBA1 channel was used to count the number of MG. Next, the CD206 channel was used to quantify the number of lmMΦ and pvMΦ. Last, the reporter channel was activated and tdT^+^ cells were quantified. For Fig. 4, images of whole-brain sagittal sections were semi-automatically analyzed using QuPath v.4.4 software (≥1,000 CAMs per biological replicate). For Fig. 5, whole-brain sagittal sections were manually counted using ImageJ Fiji (≥1,000 CAMs per biological replicate). For analysis of CD62P^+^, CD62E^+^ or ICAM-1^+^ vessels, Cell Profiler v.4.2.5 (Crop, Threshold, IdentifyPrimaryObjects, MaskObjects and MeasureImageAreaOccupied) was deployed.

### Statistical analysis

Normality and homoscedasticity were generally assumed; equality of variances was assessed for all GraphPad-based analyses. A significance level of 5% was used (*P* < 0.05). Histological and flow cytometry data were analyzed in GraphPad Prism v.11 using unpaired two-tailed *t*-tests or one-way ANOVA with Šidák’s or Tukey’s post hoc tests. For Fig. 1f, cell density data were analyzed in R using biological replicate-level counts. Data were converted to long format and Welch’s two-sample *t*-tests were performed for each day (CTL versus BLZ), followed by Bonferroni correction across six comparisons. A three-parameter logistic growth model was fitted to mean depletion over time using nonlinear least squares:

$$\mathrm{Depletion}( \% )=L/(1+\exp (-k\times (\mathrm{day}-{t}_{0}))),$$

where *L* is the asymptote, *k* is the growth rate and *t*₀ is the inflection point. Convergence failures were handled with tryCatch. Model fit was evaluated (*R*²) and time to 90% depletion (*t*₉₀) was derived analytically. Sequencing data were analyzed in R using methods described in the respective RNA-seq sections. Cluster composition in Figs. 2 and 5 was assessed with the propeller workflow (speckle), applying arcsine square-root transformation followed by a *t*-test (Fig. 5e, two conditions) or ANOVA (Extended Data Fig. 1c; three conditions) with Benjamini–Hochberg FDR correction. Corridor test discrete number statistics were performed with gstat and significance was tested with the Brunner–Munzel test. P-selectin MPIO signal and strength deficit correlation was evaluated using Spearman correlation and linear regression (lawstat). Box plots were analyzed by ANOVA with Tukey’s test. Discrete number graphs were analyzed by chi-squared testing.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-026-02457-y.

## Supplementary information

Supplementary Information Supplementary Figs. 1–6 and Table 1

Reporting Summary

Supplementary Source Data Source Data for Supplementary Figures.

## Source data

Source Data Fig. 1 Statistical source data for Fig. 1.

Source Data Fig. 3 Statistical source data for Fig. 3.

Source Data Fig. 4 Statistical source data for Fig. 4.

Source Data Fig. 5 Statistical source data for Fig. 5.

Source Data Fig. 8 Statistical source data for Fig. 8.

Source Data Extended Data Fig. 1 Statistical source data for Extended Data Fig. 1.

Source Data Extended Data Fig. 2 Statistical source data for Extended Data Fig. 2.

Source Data Extended Data Fig. 3 Statistical source data for Extended Data Fig. 3.

Source Data Extended Data Fig. 4 Statistical source data for Extended Data Fig. 4.

Source Data Extended Data Fig. 10 Statistical source data for Extended Data Fig. 10.

## Data Availability

The (sc)RNA-seq and scATAC-seq data that support the findings of this study were deposited in the Gene Expression Omnibus under accession numbers GSE318650, GSE295335, GSE294773, GSE318386, GSE318071, GSE318159, GSE294912 and GSE295334. Source data are provided with this paper.

# Supplementary material for: Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation
**Source:** Nat Immunol. 2026 Mar 18;27(5):961–74. doi: 10.1038/s41590-026-02457-y
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–6 and Table 1

# Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation

In the format provided by the  
authors and unedited

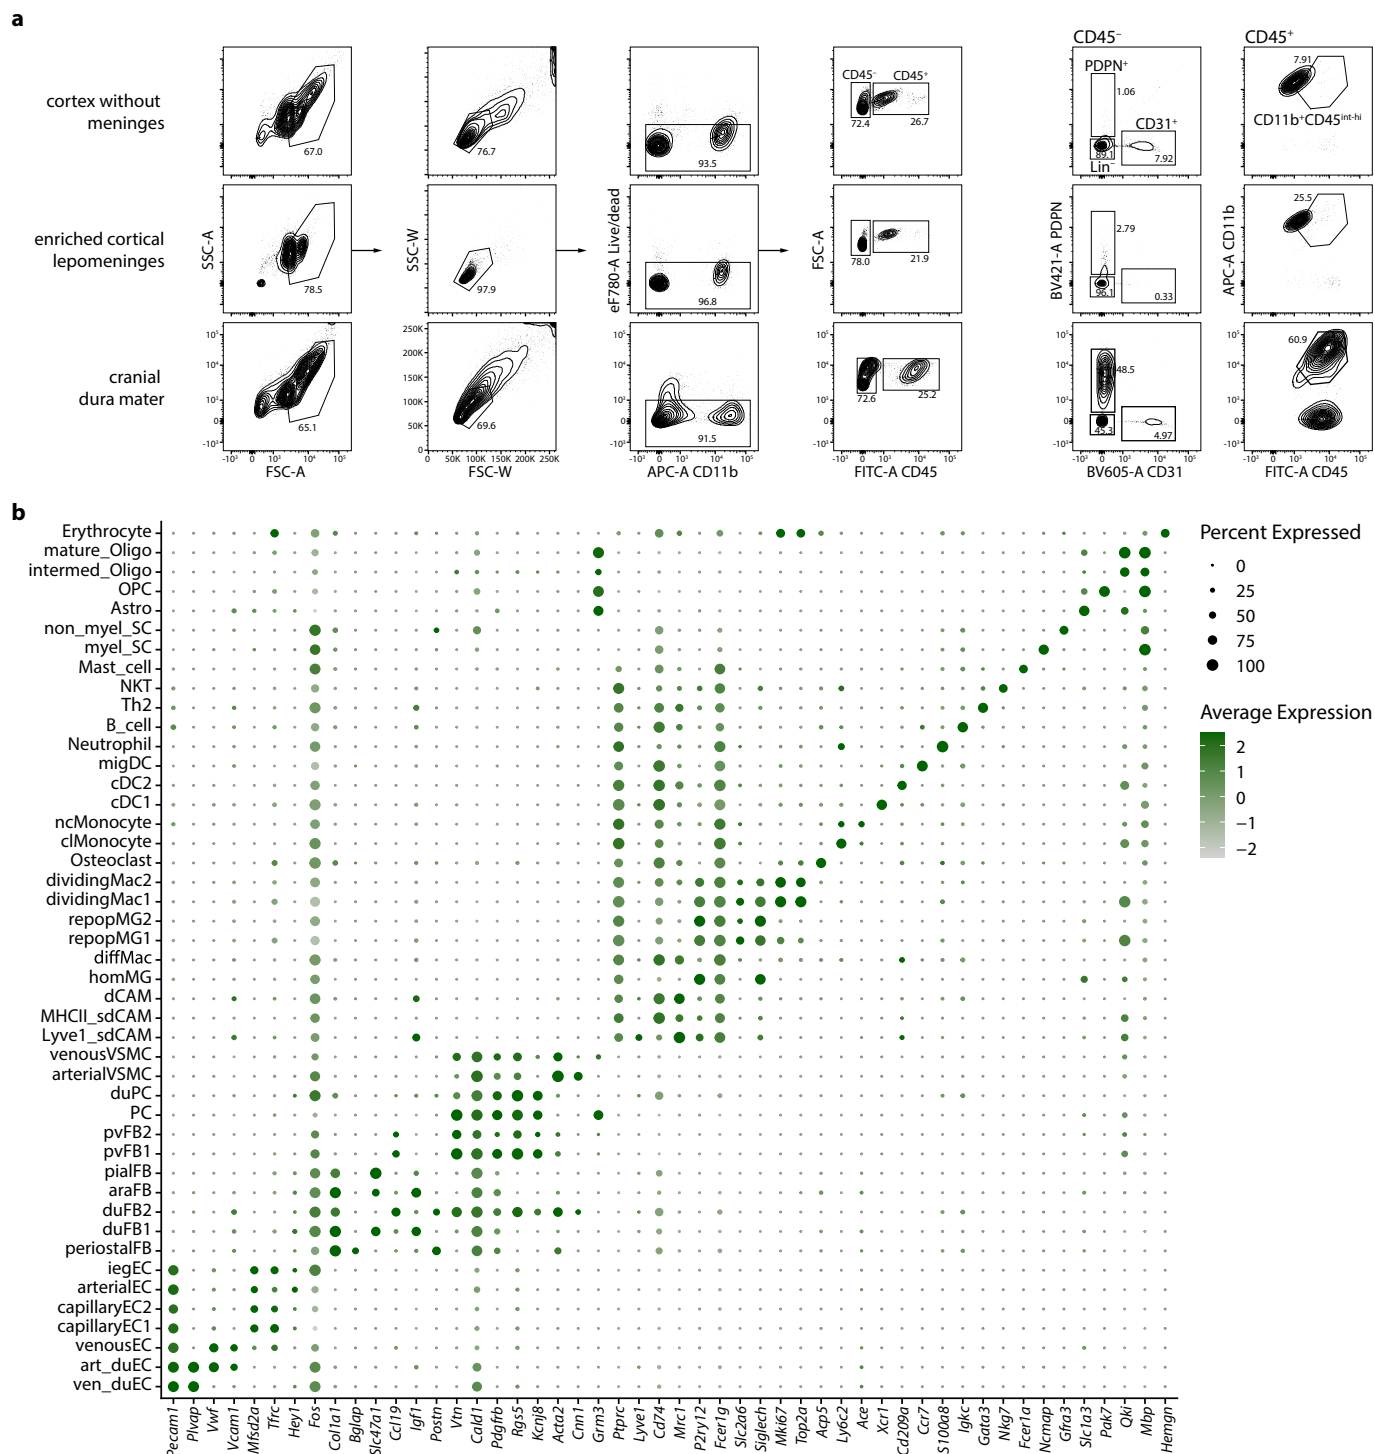

**Supplementary Fig. 1 | Gating strategy and cluster markers of myeloid cells and niche cells. a**, Representative gating strategies to sort CD31<sup>+</sup>, PDPN<sup>+</sup>, CD11b<sup>+</sup>CD45<sup>int-hi</sup> and Lin<sup>-</sup> cells for single-cell RNA-sequencing from the cranial dura mater, enriched cortical leptomeninges and cortex without leptomeninges of control C57Bl/6 mice or animals 5 days (5d) and 8 weeks (8w) after treatment with BLZ945. **b**, Dot plot depicting selected cell type defining markers. Color scale: Relative expression levels.

## Leptomeninges/Cortex

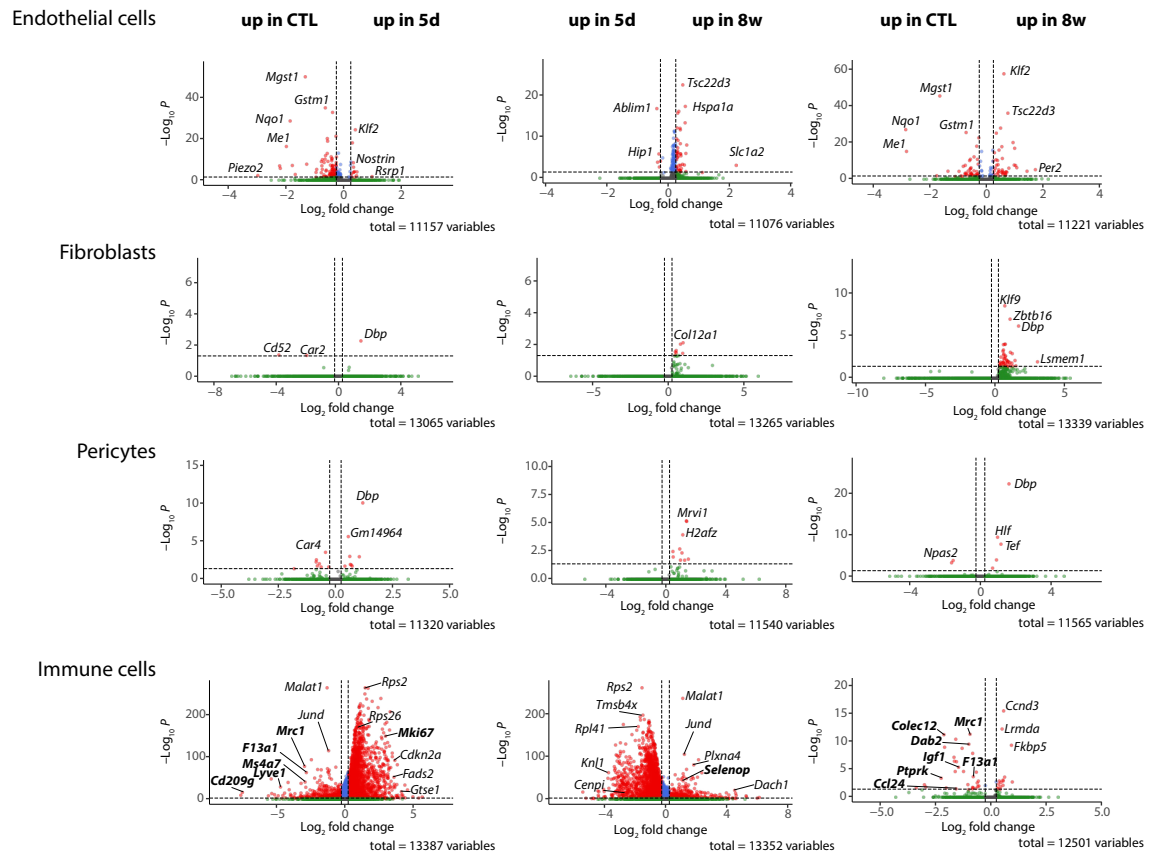

## Dura mater

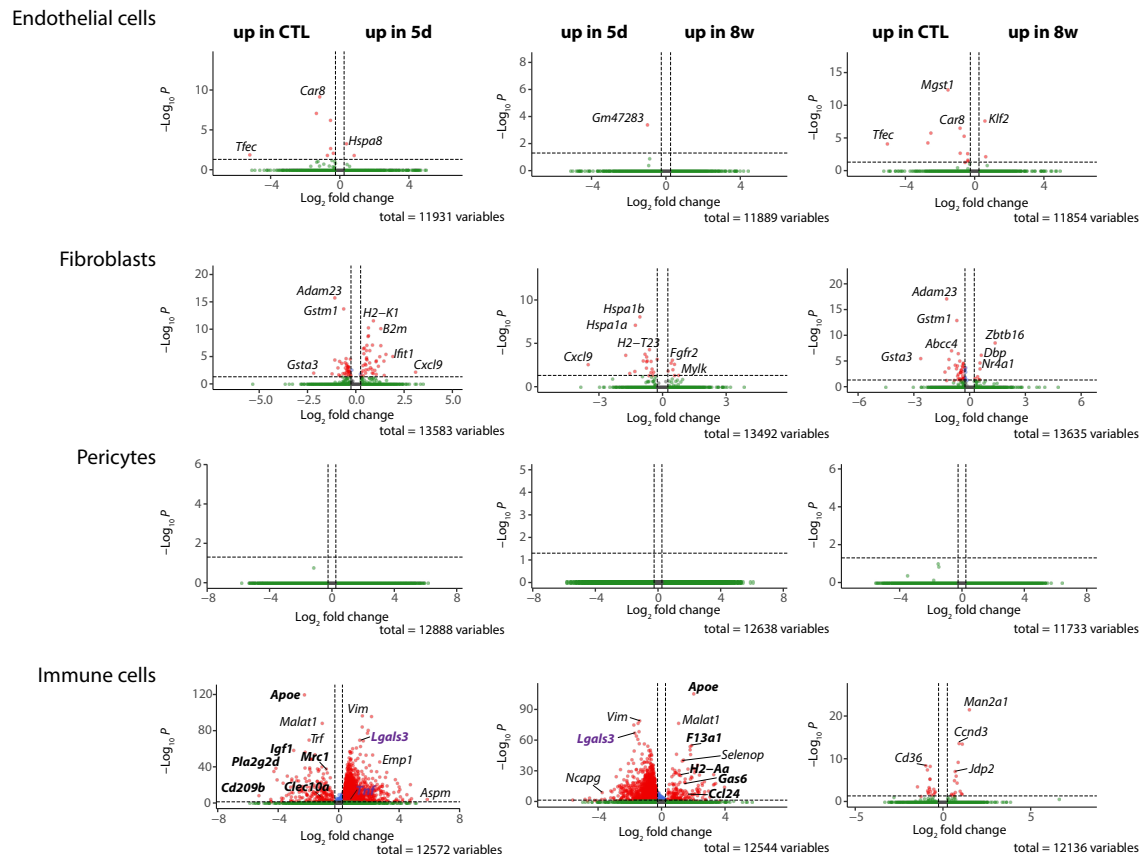

**Supplementary Fig. 2 | Transcriptional alterations in CAM niches throughout repopulation.** Volcano plots depicting differentially expressed genes in grouped niche cell types (endothelial cells, fibroblasts and pericytes) and immune cells between CTL and 5d and 8w post BLZ945 subdurally (top) and inside the dura mater (bottom). Genes in bold represent CAM marker genes, genes in violet represent cell division and macrophage activation markers.

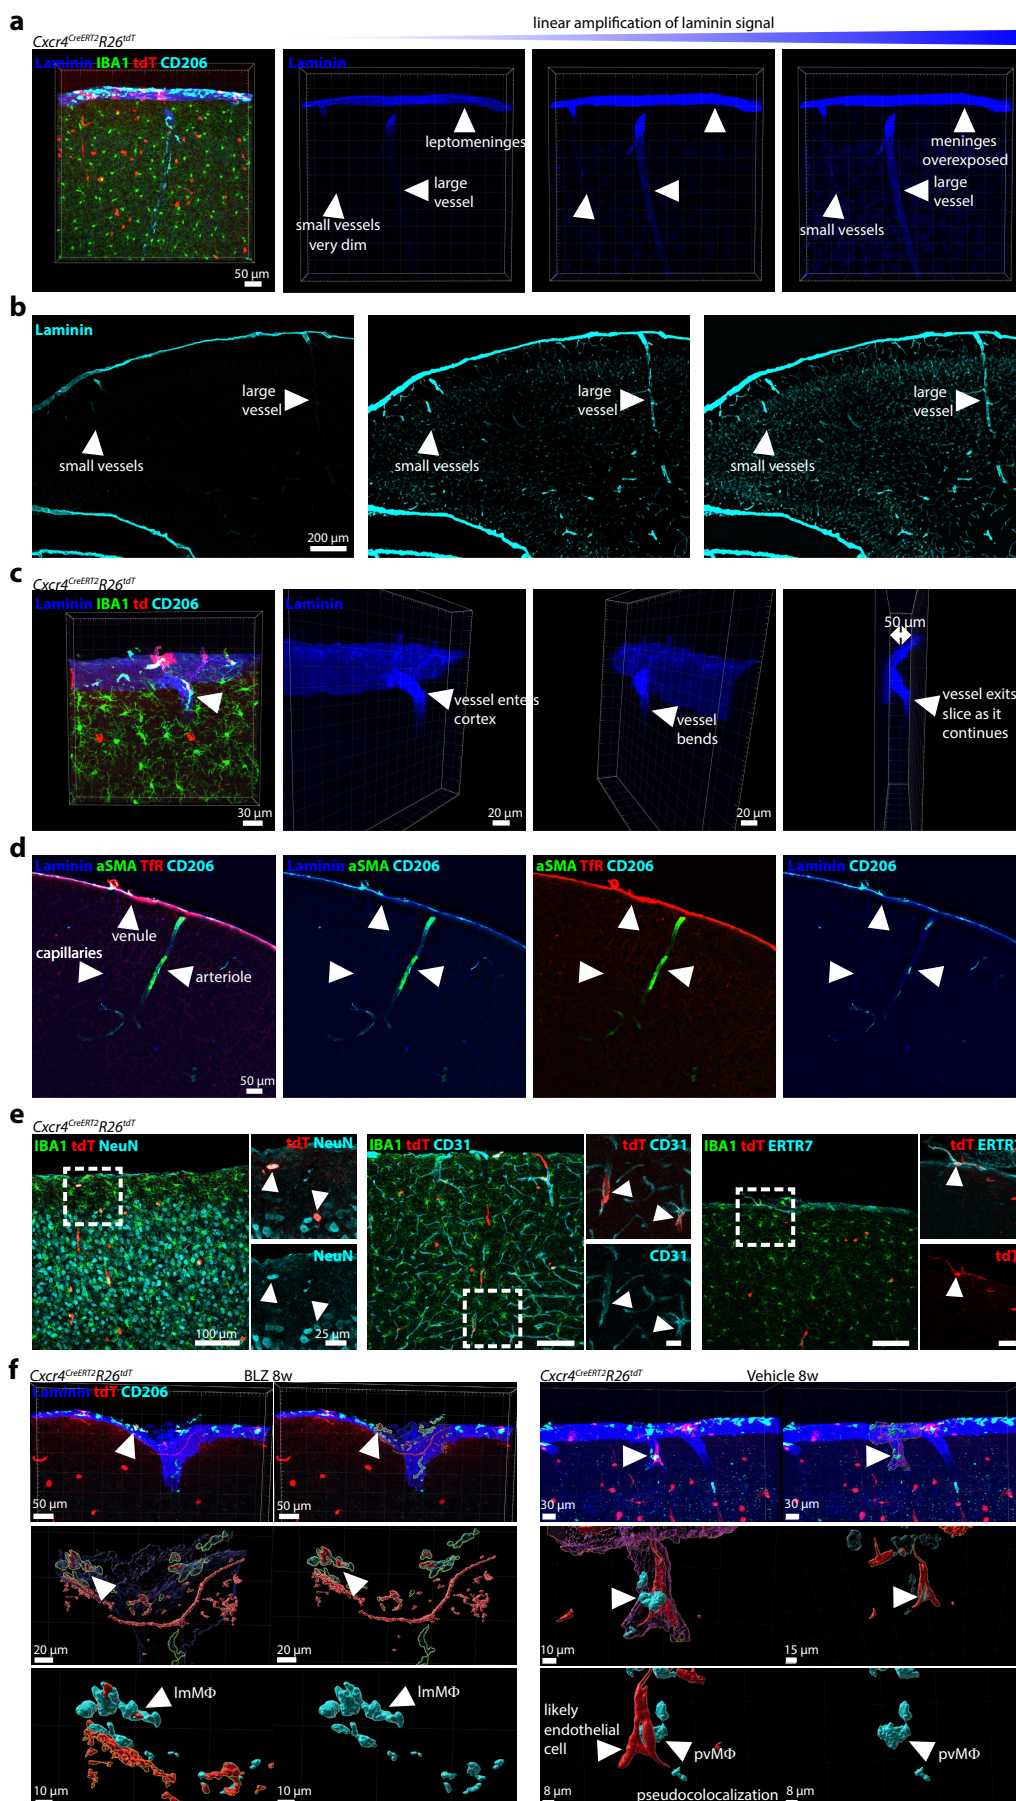

**Supplementary Fig. 3 | Immunofluorescence imaging of sdCAMs and brains of *Cxcr4<sup>CreERT2</sup>R26<sup>tdT</sup>* mice.** **a**, Representative Laminin immunofluorescence in ultraviolet channel (405 nm) exhibiting increased revelation of cortical small vasculature, neurons and overexposure of leptomeninges with linear amplification of signal. **b**, Representative Laminin immunofluorescence in infrared channel (647 nm) exhibiting increased revelation of cortical small vasculature, neurons and overexposure of leptomeninges with linear amplification of signal. **c**, Representative Laminin immunofluorescence in 50  $\mu$ m cortical slice showing penetrating leptomeningeal vasculature that runs diagonally through the slice. **d**, Representative immunofluorescence of Laminin, endothelial subtype markers for arteries (a-smooth muscle actin) and veins (transferrin-receptor) and CD206. Weakly visible is the arteriole branching off into cerebral small vasculature. Arteriole covered with pvM $\Phi$  which are absent in small vasculature. **e**, Representative immunofluorescence of recombined cell types in the *Cxcr4<sup>CreERT2</sup>R26<sup>tdT</sup>* mouse line. Reporter labeling can be identified in NeuN<sup>+</sup> neurons, CD31<sup>+</sup> endothelial cells and ERTR-7<sup>+</sup> fibroblasts. Arrows point to tdT<sup>+</sup> cells also expressing the respective non-myeloid marker. **f**, 3D reconstructions of representative immunofluorescence images depicted in **Fig. 3g**. True colocalization of tdT and CD206 can be found 8w post BLZ945 treatment, while merely pseudo-colocalization can be found in Vehicle treated animals due to high background recombination in the *Cxcr4<sup>CreERT2</sup>R26<sup>tdT</sup>* mouse line. Arrows point to colocalization and pseudo-colocalization respectively.

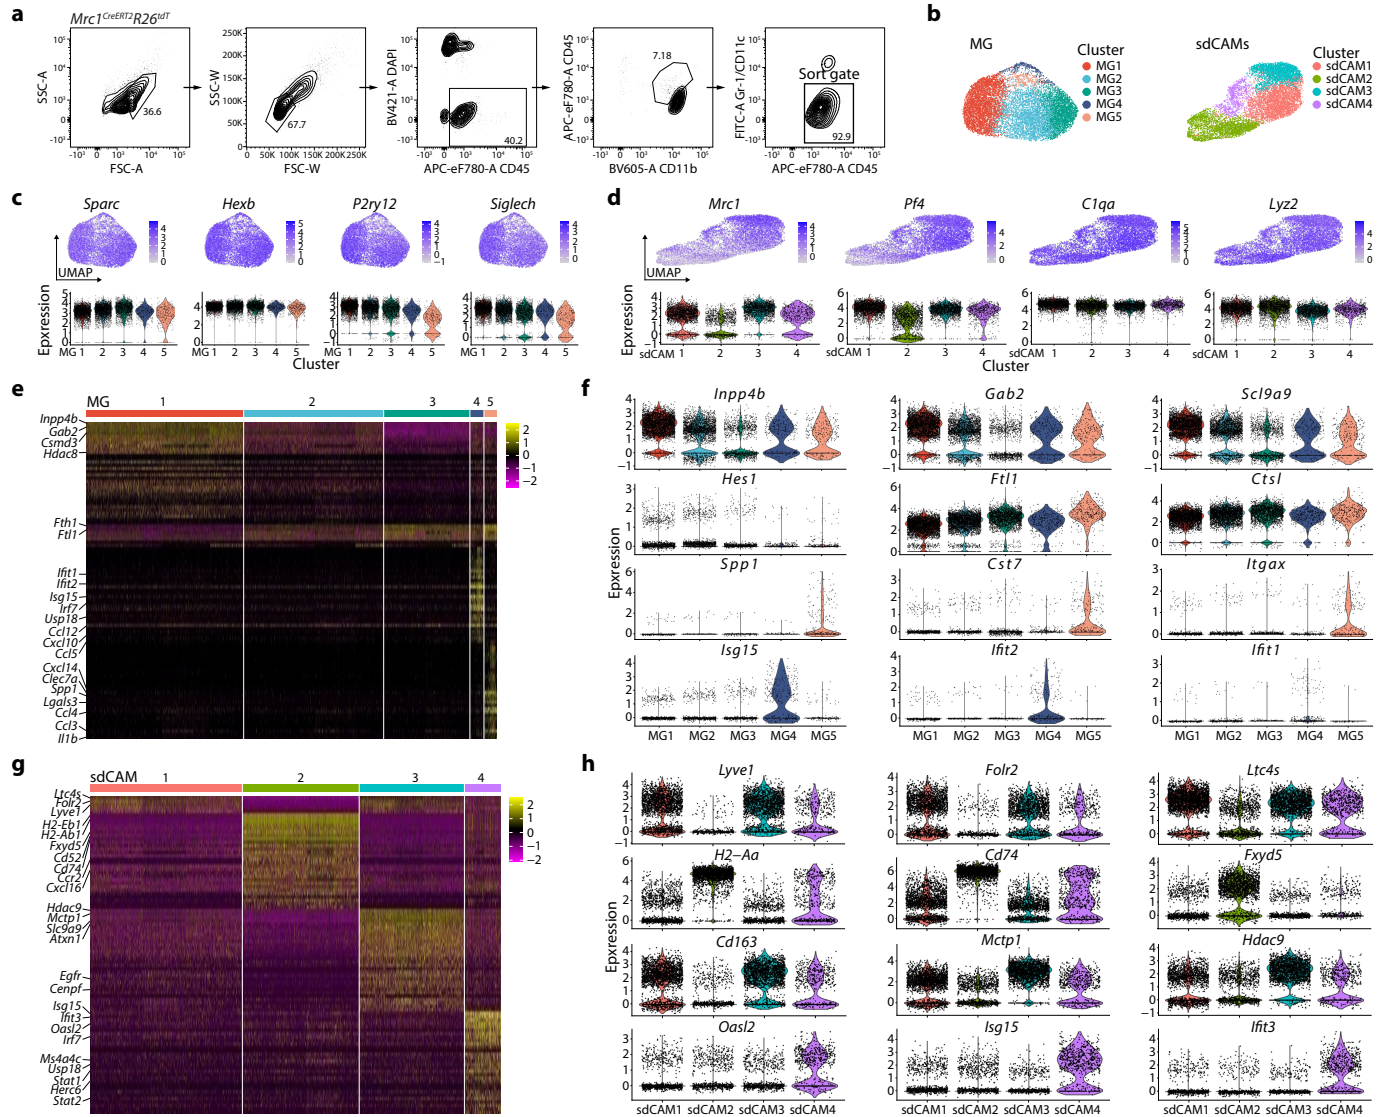

**Supplementary Fig. 4 | Cluster markers of MG and sdCAMs.** **a**, Representative gating strategy to sort Lin<sup>+</sup>CD11b<sup>+</sup>CD45<sup>+</sup> cells for single-cell RNA-sequencing from the brains of control *Mrc1<sup>CreERT2</sup>R26<sup>tdT</sup>* mice or animals 8 weeks after treatment with BLZ945. **b**, Reclustered UMAPs of microglia (MG) and CAMs with cluster identities. **c**, **d**, Feature plots and violin plots depicting the expression of various cell type and macrophage marker genes in MG (**c**) and CAMs (**d**) within the distinct clusters. Scale bars show z-scores of minimum to maximum scaled gene expression. **e**, **f**, Heatmaps of the maximally top 30 significant differentially expressed genes (DEGs; Bonferroni adjusted *p*-value < 0.05) per cluster between the MG clusters 1-5 and violin plots of selected DEGs. Scale bar shows z-scores of minimum to maximum scaled gene expression. **g**, **h**, Heatmaps of the maximally top 30 significant DEGs (Bonferroni adjusted *p*-value < 0.05) per cluster between the CAMs clusters 1-4 and violin plots of selected DEGs. Scale bar shows z-scores of minimum to maximum scaled gene expression.

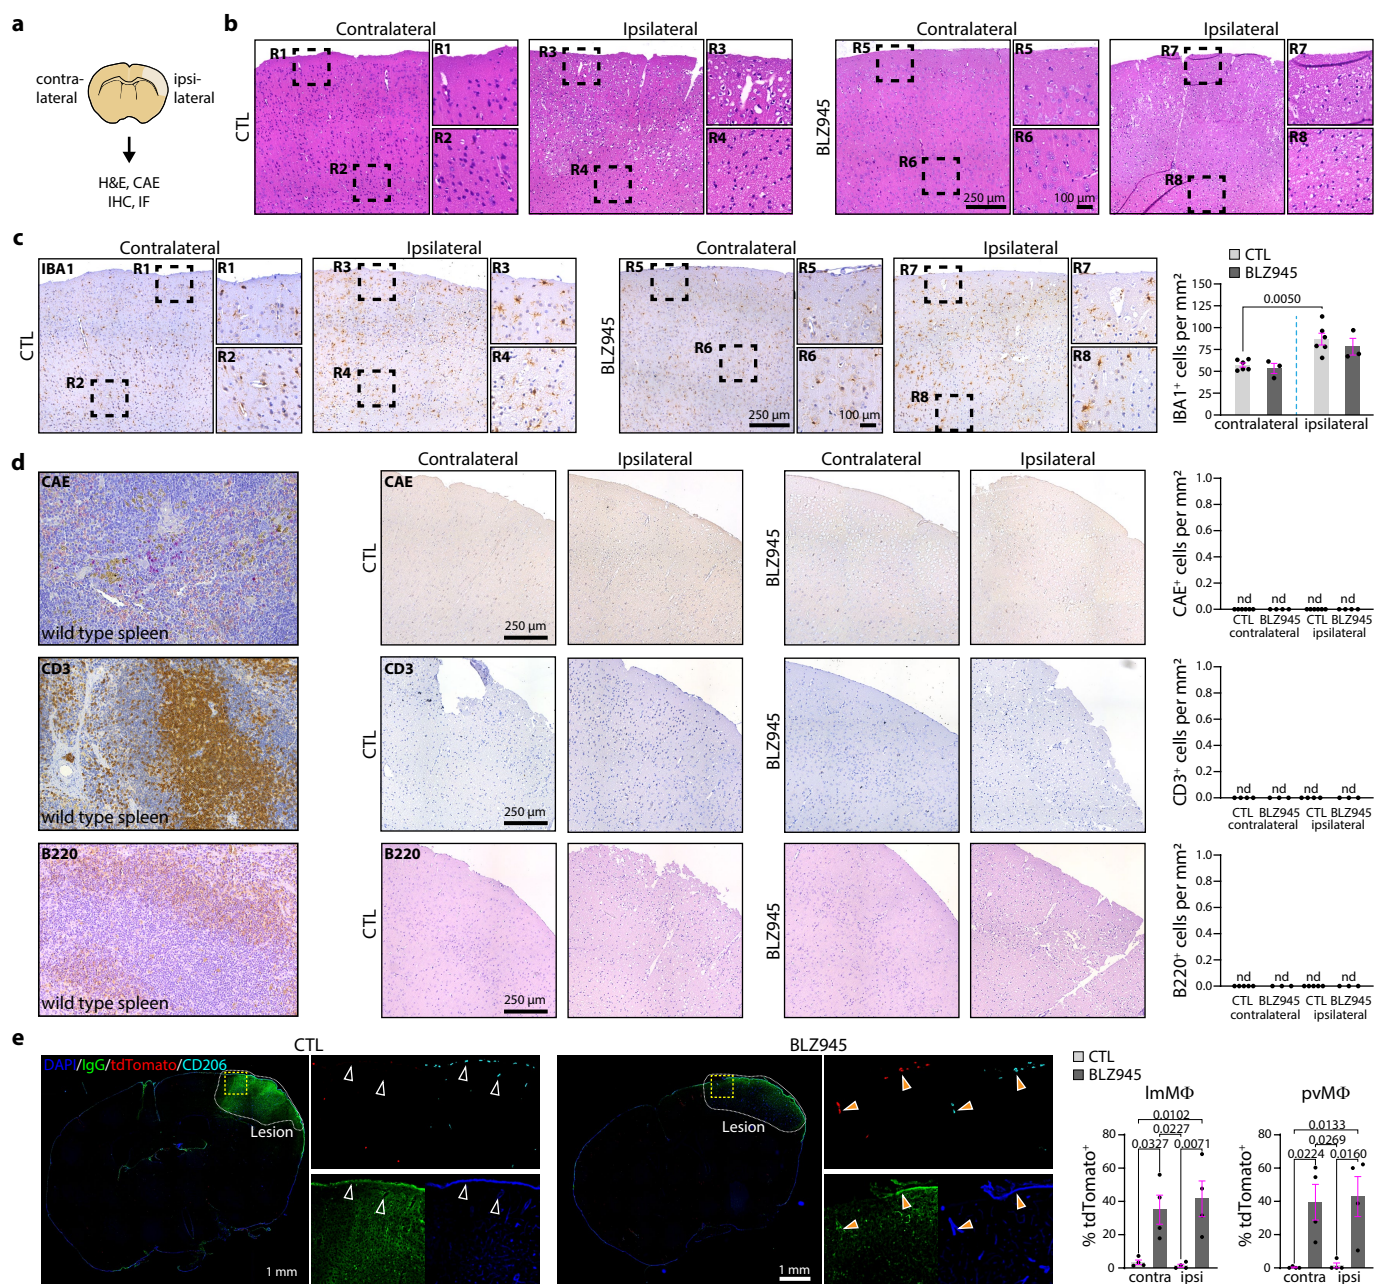

**Supplementary Fig. 6 | Absence of neuroinflammation 1 day after stroke.** **a**, Brain slices from animals subjected to stroke were either hematoxylin and eosin (H&E) or chloracetate esterase (CAE) stained or used for immunohistochemistry (IHC). **b**, Representative images of H&E staining of ipsilateral and contralateral hemispheres at day 1 (+1d) after stroke. **c**, Representative immunohistochemistry for IBA1 and quantification of parenchymal IBA1<sup>+</sup> cells. Symbols represent individual mice,  $n = 6$  (CTL),  $n = 3$  (BLZ945), mean  $\pm$  SEM. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons  $p$ -values. **d**, Representative CAE staining (top) and immunohistochemistry for CD3 (middle) and B220 (bottom) and quantification of positive cells in the parenchyma. Symbols represent individual mice,  $n = 6$  (CTL CAE),  $n = 5$  (CTL B220),  $n = 4$  (BLZ945 CAE, CD3 CTL),  $n = 3$  (CD3 BLZ945, B220 BLZ945). nd = not detected. Spleen of wild type mice served as positive controls (left panel). **e**, Representative images showing tdT<sup>+</sup> leptomeningeal (ImMΦ) or perivascular (pvMΦ) macrophages in coronal brain sections from control (CTL) or BLZ945 treated *Ccr2<sup>CreERT2</sup>R26<sup>tdT</sup>* mice at day 1 after thromboembolic stroke (related to Fig. 8h-l). Quantification of tdT<sup>+</sup> ImMΦ and tdT<sup>+</sup> pvMΦ in contralateral and ipsilateral hemispheres. Arrowheads: orange = tdT<sup>+</sup> ImMΦ and tdT<sup>+</sup> pvMΦ, open = tdT<sup>+</sup> ImMΦ and tdT<sup>+</sup> pvMΦ. Symbols represent individual mice,  $n = 4$  per group, mean  $\pm$  SEM. Ordinary one-way ANOVA with Šidák-adjusted multiple-comparisons  $p$ -values.

| Section                                         | Target / Antigen                  | Clone       | Catalog #  | Supplier / Source       | Dilution                                                                       | Notes / Application Context                                                     | Validation info                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------------------------------|-----------------------------------|-------------|------------|-------------------------|--------------------------------------------------------------------------------|---------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibody injections (in vivo blockade)          | VCAM-1 (CD106)                    | M/K-2.7     | BE0027     | BioXCell                | 2 µg / µl                                                                      | In vivo adhesion blockade; 200 µg in 100 µl i.p., every other day x7 injections | <a href="https://bioxcell.com/invivomab-anti-mouse-cd106-vcam-1-be0027">https://bioxcell.com/invivomab-anti-mouse-cd106-vcam-1-be0027</a>                                                                                                                                                                                                                                                             |
|                                                 | ICAM-1 (CD54)                     | YN1/1.7.4   | BE0020-1   | BioXCell                | 2 µg / µl                                                                      | In vivo adhesion blockade; same dosing as above                                 | <a href="https://bioxcell.com/invivomab-anti-mouse-cd54-icam-1-be0020-1">https://bioxcell.com/invivomab-anti-mouse-cd54-icam-1-be0020-1</a>                                                                                                                                                                                                                                                           |
|                                                 | VLA-4 (CD49d)                     | PS/2        | BE0071     | BioXCell                | 2 µg / µl                                                                      | In vivo adhesion blockade; same dosing as above                                 | <a href="https://bioxcell.com/invivomab-anti-mouse-human-vla-4-cd49d-be0071">https://bioxcell.com/invivomab-anti-mouse-human-vla-4-cd49d-be0071</a>                                                                                                                                                                                                                                                   |
|                                                 | HRP                               | HRPN        | BE0088     | BioXCell                | 200 µg in 100 µl i.p., every other day x7 injections (matched to blocking Abs) | Isotype control (for rat IgG1)                                                  | <a href="https://bioxcell.com/invivomab-rat-igg1-isotype-control-anti-horseradish-peroxidase-be0088">https://bioxcell.com/invivomab-rat-igg1-isotype-control-anti-horseradish-peroxidase-be0088</a>                                                                                                                                                                                                   |
|                                                 | KLH                               | LTF-2       | BE0090     | BioXCell                | 200 µg in 100 µl i.p., every other day x7 injections (matched to blocking Abs) | Isotype control (for rat IgG2b)                                                 | <a href="https://bioxcell.com/invivomab-rat-igg2b-isotype-control-anti-keyhole-limpet-hemocyanin-be0090">https://bioxcell.com/invivomab-rat-igg2b-isotype-control-anti-keyhole-limpet-hemocyanin-be0090</a>                                                                                                                                                                                           |
| Molecular Magnetic Resonance Imaging (mMRI)     | P-selectin (for MPIO conjugation) | polyclonal  | AF737      | R&D Systems             | N/A                                                                            | Conjugated to MPIOs for in vivo imaging; no direct IF/IHC use here              | <a href="https://www.rndsystems.com/products/mouse-rat-p-selectin-cd62p-antibody_af737">https://www.rndsystems.com/products/mouse-rat-p-selectin-cd62p-antibody_af737</a>                                                                                                                                                                                                                             |
|                                                 | VCAM-1 (for MPIO conjugation)     | clone 429   | 553330     | BD Biosciences          | N/A                                                                            | Conjugated to MPIOs for in vivo imaging                                         | <a href="https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd106.553330?tab=product_details">https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd106.553330?tab=product_details</a>               |
| Immunofluorescence (IF) primary                 | Laminin                           | polyclonal  | L9393      | Merck Millipore         | 1:1000                                                                         | Overnight at 4°C in blocking buffer                                             | <a href="https://www.merckmillipore.com/ER/en/product/sigma/9393">https://www.merckmillipore.com/ER/en/product/sigma/9393</a>                                                                                                                                                                                                                                                                         |
|                                                 | Collagen IV                       | polyclonal  | AB769      | Millipore               | 1:500                                                                          | Overnight at 4°C                                                                | <a href="https://www.merckmillipore.com/DE/de/product/Anti-Collagen-Type-IV-Antibody-MM_NF-AB769">https://www.merckmillipore.com/DE/de/product/Anti-Collagen-Type-IV-Antibody-MM_NF-AB769</a>                                                                                                                                                                                                         |
|                                                 | IBA1                              | Gp311H9     | 234 308    | Synaptic Systems        | 1:500                                                                          | Overnight at 4°C                                                                | <a href="https://sysv.com/product/234308">https://sysv.com/product/234308</a>                                                                                                                                                                                                                                                                                                                         |
|                                                 | CD206                             | MRSD3       | MCA2235    | Biorad                  | 1:500                                                                          | Overnight at 4°C                                                                | <a href="https://www.bio-rad-antibodies.com/monoclonal/mouse-cd206-antibody-mr5d3-mca2235.html?tab=product_details">https://www.bio-rad-antibodies.com/monoclonal/mouse-cd206-antibody-mr5d3-mca2235.html?tab=product_details</a>                                                                                                                                                                     |
|                                                 | CD31                              | polyclonal  | AF3628     | R&D Systems             | 1:200                                                                          | Overnight at 4°C                                                                | <a href="https://www.rndsystems.com/products/human-mouse-rat-cd31-pecam-1-antibody_af3628">https://www.rndsystems.com/products/human-mouse-rat-cd31-pecam-1-antibody_af3628</a>                                                                                                                                                                                                                       |
|                                                 | ICAM-1 (CD54)                     | G-5         | sc-8439    | Santa Cruz              | 1:200                                                                          | Overnight at 4°C                                                                | <a href="https://www.scbt.com/de/p/ica-1-antibody-p-57srsltd-Afm8OorNHA-gd8x66/DsxmzWbOr7j-nlX6DJk30FoJ6ZYM6QKfZhf">https://www.scbt.com/de/p/ica-1-antibody-p-57srsltd-Afm8OorNHA-gd8x66/DsxmzWbOr7j-nlX6DJk30FoJ6ZYM6QKfZhf</a>                                                                                                                                                                     |
|                                                 | P-selectin (CD62P)                | polyclonal  | AF737      | R&D Systems             | 1:200                                                                          | Overnight at 4°C                                                                | <a href="https://www.rndsystems.com/products/mouse-rat-p-selectin-cd62p-antibody_af737">https://www.rndsystems.com/products/mouse-rat-p-selectin-cd62p-antibody_af737</a>                                                                                                                                                                                                                             |
|                                                 | GFP                               | polyclonal  | ab13970    | Abcam                   | 1:1000                                                                         | Overnight at 4°C                                                                | <a href="https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab13970">https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab13970</a>                                                                                                                                                                                                                               |
|                                                 | Ki-67                             | polyclonal  | ab15580    | Abcam                   | 1:250                                                                          | Overnight at 4°C                                                                | <a href="https://www.abcam.com/en-us/products/primary-antibodies/ki67-antibody-ab15580">https://www.abcam.com/en-us/products/primary-antibodies/ki67-antibody-ab15580</a>                                                                                                                                                                                                                             |
| Immunofluorescence (IF) secondary               | MHC II                            | M5/114.15.2 | 107622     | BioLegend               | 1:200                                                                          | Overnight at 4°C                                                                | <a href="https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-i-a-i-e-antibody-3413">https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-i-a-i-e-antibody-3413</a>                                                                                                                                                                                                     |
|                                                 | mouse IgG                         | polyclonal  | A10037     | Thermo Fisher           | 1:500                                                                          | 2 hours at 25° C                                                                | <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10037">https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10037</a>                                                                                                                   |
|                                                 | rabbit IgG                        | polyclonal  | ab175651   | abcam                   | 1:500                                                                          | 2 hours at 25° C                                                                | <a href="https://www.abcam.com/en-us/products/secondary-antibodies/donkey-rabbit-igg-h-l-alexa-fluor-405-ab175651">https://www.abcam.com/en-us/products/secondary-antibodies/donkey-rabbit-igg-h-l-alexa-fluor-405-ab175651</a>                                                                                                                                                                       |
|                                                 | guinea pig IgG                    | polyclonal  | A-11073    | Molecular Probes        | 1:500                                                                          | 2 hours at 25° C                                                                | <a href="https://www.thermofisher.com/antibody/product/Goat-anti-Guinea-Pig-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11073">https://www.thermofisher.com/antibody/product/Goat-anti-Guinea-Pig-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11073</a>                                                                                                           |
|                                                 | rat IgG                           | polyclonal  | SA5-10029  | Thermo Fischer          | 1:500                                                                          | 2 hours at 25° C                                                                | <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/SA5-10029">https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/SA5-10029</a>                                                                                                                               |
| Immunohistochemistry (IHC, chromogenic on FFPE) | goat IgG                          | polyclonal  | A11057     | ThermoFisher            | 1:500                                                                          | 2 hours at 25° C                                                                | <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11057">https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11057</a>                                                                                                                                 |
|                                                 | IBA-1                             | EPRI6588    | 178846     | Abcam                   | 1:1000                                                                         | Overnight; LSAB technique                                                       | <a href="https://www.abcam.com/en-us/products/primary-antibodies/iba1-antibody-epri6588-mikrogila-marker-ab178846">https://www.abcam.com/en-us/products/primary-antibodies/iba1-antibody-epri6588-mikrogila-marker-ab178846</a>                                                                                                                                                                       |
|                                                 | CD3                               | CD3-12      | MCA1477    | Biorad                  | 1:100                                                                          | Overnight; LSAB technique                                                       | <a href="https://www.bio-rad-antibodies.com/monoclonal/human-cd3-antibody-cd3-12-mca1477.html?tab=product_details">https://www.bio-rad-antibodies.com/monoclonal/human-cd3-antibody-cd3-12-mca1477.html?tab=product_details</a>                                                                                                                                                                       |
|                                                 | B220 (CD45R)                      | RA3-6B2     | 557390     | BD Biosciences          | 1:200                                                                          | Overnight; LSAB technique                                                       | <a href="https://www.bdbiosciences.com/en-nl/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd45r.557390?tab=product_details">https://www.bdbiosciences.com/en-nl/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd45r.557390?tab=product_details</a>               |
| Flow Cytometry                                  | rabbit IgG                        | polyclonal  | 4058-08    | SouthernBiotech         | 1:300                                                                          | 45 min at 25° C                                                                 | <a href="https://www.southernbiotech.com/goat-anti-rabbit-igg-fab-mouse-human-sp-ads-biot-4058-08">https://www.southernbiotech.com/goat-anti-rabbit-igg-fab-mouse-human-sp-ads-biot-4058-08</a>                                                                                                                                                                                                       |
|                                                 | Fc Block (CD16/32)                | 2.4G2       | 553141     | BD Biosciences          | 1:25                                                                           | 5 min, 4°C                                                                      | <a href="https://www.bdbiosciences.com/en-eu/products/reagents/western-blotting-and-molecular-reagents/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553141?tab=product_details">https://www.bdbiosciences.com/en-eu/products/reagents/western-blotting-and-molecular-reagents/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553141?tab=product_details</a>                               |
|                                                 | CD11b (Integrin αM)               | M1/70       | 101237     | BioLegend               | 1:300                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-human-cd11b-antibody-7637">https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-human-cd11b-antibody-7637</a>                                                                                                                                                                                   |
|                                                 | CD45                              | 30-F11      | 561037     | BD Biosciences          | 1:200                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.bdbiosciences.com/en-pl/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-cd45.561037?tab=product_details">https://www.bdbiosciences.com/en-pl/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-cd45.561037?tab=product_details</a>                 |
|                                                 | Ly6C                              | AL-21       | 561237     | BD Biosciences          | 1:200                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.bdbiosciences.com/en-pt/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-700-rat-anti-mouse-ly-6c.561237?tab=product_details">https://www.bdbiosciences.com/en-pt/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-700-rat-anti-mouse-ly-6c.561237?tab=product_details</a> |
|                                                 | Ly6G                              | 1A8         | 565964     | BD Biosciences          | 1:300                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.bdbiosciences.com/en-de/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-ly-6g.565964?tab=product_details">https://www.bdbiosciences.com/en-de/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-ly-6g.565964?tab=product_details</a>                   |
|                                                 | Gr-1 (Ly6G/Ly6C)                  | RB6-8C5     | 563849     | BD Biosciences          | 1:300                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.bdbiosciences.com/en-f/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-ly-6g-and-ly-6c.563849?tab=product_details">https://www.bdbiosciences.com/en-f/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-ly-6g-and-ly-6c.563849?tab=product_details</a> |
|                                                 | CD115 (CSF1R / M-CSFR)            | AF598       | 25-1152-82 | ThermoFisher Scientific | 1:200                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.thermofisher.com/antibody/product/CD115-c-fms-Antibody-clone-AF598-Monoclonal/25-1152-82">https://www.thermofisher.com/antibody/product/CD115-c-fms-Antibody-clone-AF598-Monoclonal/25-1152-82</a>                                                                                                                                                                               |
|                                                 | CD11c                             | N418        | 25-0114-82 | ThermoFisher Scientific | 1:300                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.thermofisher.com/antibody/product/CD11c-Antibody-clone-N418-Monoclonal/25-0114-82">https://www.thermofisher.com/antibody/product/CD11c-Antibody-clone-N418-Monoclonal/25-0114-82</a>                                                                                                                                                                                             |
|                                                 | F4/80                             | BM8         | 123114     | BioLegend               | 1:200                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-f4-80-antibody-4070">https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-f4-80-antibody-4070</a>                                                                                                                                                                                                                 |
|                                                 | CD64 (FcγRI)                      | X54-5/7.1   | 139311     | BioLegend               | 1:200                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-cd64-fc-gammari-antibody-9920">https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-cd64-fc-gammari-antibody-9920</a>                                                                                                                                                                           |
|                                                 | CD3e                              | eBio500A2   | 48-0033-82 | ThermoFisher Scientific | 1:300                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-eBio500A2-500A2-Monoclonal/48-0033-82">https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-eBio500A2-500A2-Monoclonal/48-0033-82</a>                                                                                                                                                                         |
|                                                 | CD19                              | eBio1D3     | 48-0193-82 | ThermoFisher Scientific | 1:200                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.thermofisher.com/antibody/product/CD19-Antibody-clone-eBio1D3-1D3-Monoclonal/48-0193-82">https://www.thermofisher.com/antibody/product/CD19-Antibody-clone-eBio1D3-1D3-Monoclonal/48-0193-82</a>                                                                                                                                                                                 |
|                                                 | MHC class II (I-A/I-E)            | M5/114.15.2 | 14-5321-82 | ThermoFisher Scientific | 1:300                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.thermofisher.com/antibody/product/MHC-Class-II-I-A-I-E-Antibody-clone-M5-114-15-2-Monoclonal/14-5321-82">https://www.thermofisher.com/antibody/product/MHC-Class-II-I-A-I-E-Antibody-clone-M5-114-15-2-Monoclonal/14-5321-82</a>                                                                                                                                                 |
|                                                 | CD206 (MMR)                       | C068C2      | 141708     | BioLegend               | 1:200                                                                          | 45 min, 4°C; 20 min for blood                                                   | <a href="https://www.biolegend.com/de-de/clone-search/apc-anti-mouse-cd206-mmri-antibody-7423?GroupID=BLG9506">https://www.biolegend.com/de-de/clone-search/apc-anti-mouse-cd206-mmri-antibody-7423?GroupID=BLG9506</a>                                                                                                                                                                               |

Supplementary Table 1 | Inventory of all antibodies used throughout the study.

# Supplementary material for: Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation
**Source:** Nat Immunol. 2026 Mar 18;27(5):961–74. doi: 10.1038/s41590-026-02457-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Microscopy:  
LAS X software v3.5.7.23225 was used for imaging with the Leica TCS SP8 X and Leica Thunder Imager.  
BZ-X8000 Analyzer software was used for the Keyence BZ-X810 inverted fluorescence microscope.

FACS/Flow cytometry:  
FACSDiva software (Becton Dickinson) was used for the sorting and data acquisition on the BD LSR Fortessa or BD Aria III.

RNA-Sequencing:  
in bulk:  
Library preparation with Illumina Nextera XT Sample Preparation. The sequencing run was performed on a HiSeq 1000 instrument (Control Software v2.2.68) using the indexed, 50 cycles single-read (SR) protocol and the TruSeq SBS v3 Reagents according to the Illumina HiSeq 1000 System User Guide. Image analysis and base calling were done by the Real Time Analysis Software (RTA) v3.7.17 software, which resulted in .bcl files, which were converted into fastq files with the bcl2fastq v2.20 software.

single cell:  
Libraries were sequenced on a NextSeq1000 Sequencer (Illumina) appropriate for obtaining 20,000 reads per cell. The resulting fastq files were further processed using the Cell Ranger v7.1.0 pipeline (10x Genomics) for demultiplexing, read alignment to the mouse genome (GRCm39) and gene count determination.

scATAC-Sequencing:  
Library preparation were performed according to the manufacturer's protocol (Chromium Next GEM Single Cell ATAC Reagent kits v2, CG0004968, Rev B)  
Raw ATAC-seq reads were processed using Cell Ranger ATAC (v2.2.0)

**MRI and molecular MRI:**

MRI imaging was performed on a Pharmascan 7T machine using Paravision 6.0.1 software.

**Behavior:**

Grip Strength test was performed using a Grip strength device by BIOSEB, France.

The corridor test is a custom designed test featuring black PVC walls, measuring 150 cm in length, 6 cm in width, and with walls standing 16 cm high. Along both the left and right walls, four fixed objects (3D-printed, custom-made; 2 cm high, 2 cm wide, 1 cm deep) were positioned 1 cm above the floor, spaced 18.5 cm apart. The objects' shape and color varied each test day.

**Data analysis**

Bulk RNA-seq data was aligned with STAR v2.7.11a to the mouse reference genome Gencode M36, mm10 or M39, depending on the date of the experiment. Counts were obtained using FeatureCounts v2.0.8. Data was analyzed using DESeq2 1.46.0.

scRNA-seq data was analyzed using RStudio (build 764, v2026.01, 2025.09 or 2025.05).

RStudio 4.4.0 2024.04.2+764 "Chocolate Cosmos" Release (e4392fc9ddc21961fd1d0efd47484b43f07a4177, 2024-06-05)

R packages: Seurat v.5.0.3, scDbfFinder 1.16.060, clusterProfiler 4.10.0, EnhancedVolcano 1.20.0, BiomaRt 2.58.2, ggplot2 3.5.0

scATAC-seq data was analyzed using RStudio (build 764) following the Signac v1.16 vignette.

Microscopy: Leica LAS X software v3.5.7.23225

Image preparation:

Adobe Photoshop CS6 for clipping and thresholding

Adobe Illustrator 2025 for annotation and formatting

Manual quantification of histology was performed with Image J Fiji version 1.54p.

Semi-automatic quantification of histology was performed using QuPath 0.4.4.

Flow cytometry: Post-acquisition analysis was performed using FlowJo software, version 10.10.

Statistical analysis:

GraphPad Prism v10 was used for graph design and statistical analysis of histological, grip strength and flow cytometry data.

R studio was deployed to perform statistical testing for regression curves of repopulation kinetics, corridor test and correlation of grip strength with P-Sel signal (lawstats v3.6, gstats v2.1-4).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw data are available in supplementary data files. High-throughput sequencing data is available through GEO (GSE318650, GSE295335, GSE294773, GSE318386, GSE318071, GSE318159, GSE294912, GSE295334). Accession codes are provided under Data availability.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |   |
|--------------------------------------------------------------------|---|
| Reporting on sex and gender                                        | - |
| Reporting on race, ethnicity, or other socially relevant groupings | - |
| Population characteristics                                         | - |
| Recruitment                                                        | - |
| Ethics oversight                                                   | - |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes. We ensured they were similar to those generally employed in the field (Masuda et al. 2022, Amann et al. 2024, Levard et al. 2024, Drieu et al. 2022).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data exclusions | For all mouse experiments including depletion of macrophages, a depletion control at 24h after the last treatment was included, ensuring depletion of macrophages was successful (>85% for microglial density).<br><br>scRNAseq: detected doublets, low-quality cells, and cells expressing multiple cell-type specific marker genes were excluded (see methods)<br>bulkRNAseq: genes with very low counts, immediate early genes, ribosomal and mitochondrial genes and pseudogenes were excluded (for details, see methods), additionally samples with significantly lower total aligned reads but same sequencing depth were excluded for poor quality (all included samples had >10 Million aligned reads per library, excluded samples only produced between 1-3 Million reads).<br><br>Stroke: blood flow downstream of the MCA was measured by laser doppler. 

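Both sdCAM libraries left out by the paper are in the count table. The ipsilateral library of CTL mouse A3 held 54055 counts on genes and that of BLZ945 mouse C2 held 55155, which is 0.581% and 0.593% of the median of the libraries used. They detected 9658 and 8688 genes. Over 4207 genes, their correlation with the ipsilateral libraries used had a median r of 0.174 for A3 and 0.331 for C2, against 0.874 between the ipsilateral libraries used. Mrc1, which encodes the sorting marker CD206, had 2 counts in A3 and 10 in C2. The sample labels describe the RNA of both as degraded.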

Mice with an infarct volume below 5mm <sup>3</sup> , as determined by MRI, were excluded from further analysis (2/34).<br>Sequencing of stroke bulk data from sorted CAMs, produced two files (A3_ipsi and C2_ipsi) that had alignment < 10%, these samples were excluded from further analysis. |
| Replication     | All experiments include greater than or equal to 3 biological replicates per group. Experiments, besides some high-throughput sequencing experiments to avoid batch effects, were split up into several groups and results were consistently replicable across groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | For all experiments, mice were randomly allocated to experimental groups, but with males and females being distributed evenly.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | All quantification experiments were performed in a blinded manner by assignment of unidentifiable numbers to mice, tissues and images for data acquisition and processing. Data labels and groups were only reinstated for statistical analysis. Quantification and imaging was not repeated following statistical analysis. Surgeries and outcome assessments were done blinded to treatment conditions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                                      |
|-------------------------------------|------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Target / Antigen Clone Catalog # Supplier / Source Dilution  
 VCAM-1 (CD106) M/K-2.7 BE0027 BioXCell 2 µg / µl  
 ICAM-1 (CD54) YN1/1.7.4 BE0020-1 BioXCell 2 µg / µl  
 VLA-4 (CD49d) PS/2 BE0071 BioXCell 2 µg / µl  
 HRP HRPN BE0088 BioXCell 200 µg in 100 µl i.p., every other day x7 injections (matched to blocking Abs)  
 KLH LTF-2 BE0090 BioXCell 200 µg in 100 µl i.p., every other day x7 injections (matched to blocking Abs)  
 P-selectin (for MPIO conjugation) polyclonal AF737 R&D Systems N/A  
 VCAM-1 (for MPIO conjugation) clone 429 553330 BD Biosciences N/A  
 Laminin polyclonal L9393 Merck Millipore 1:1000  
 Collagen IV polyclonal AB769 Millipore 1:500  
 IBA1 Gp311H9 234 308 Synaptic Systems 1:500

CD206 MR5D3 MCA2235 Biorad 1:500  
 CD31 polyclonal AF3628 R&D Systems 1:200  
 ICAM-1 (CD54) G-5 sc-8439 Santa Cruz 1:200  
 P-selectin (CD62P) polyclonal AF737 R&D Systems 1:200  
 GFP polyclonal ab13970 Abcam 1:1000  
 Ki-67 polyclonal ab15580 Abcam 1:250  
 MHC II M5/114.15.2 107622 BioLegend 1:200  
 mouse IgG polyclonal A10037 Thermo Fisher 1:500  
 rabbit IgG polyclonal ab175651 abcam 1:500  
 guinea pig IgG polyclonal A-11073 Molecular Probes 1:500  
 rat IgG polyclonal SA5-10029 Thermo Fischer 1:500  
 goat IgG polyclonal A11057 ThermoFisher 1:500  
 IBA-1 EPR16588 178846 Abcam 1:1000  
 CD3 CD3-12 MCA1477 Biorad 1:100  
 B220 (CD45R) RA3-6B2 557390 BD Biosciences 1:200  
 rabbit IgG polyclonal 4058-08 SouthernBiotech 1:300  
 Fc Block (CD16/32) 2.4G2 553141 BD Biosciences 1:25  
 CD11b (Integrin  $\alpha$ M) M1/70 101237 BioLegend 1:300  
 CD45 30-F11 561037 BD Biosciences 1:200  
 Ly6C AL-21 561237 BD Biosciences 1:200  
 Ly6G 1A8 565964 BD Biosciences 1:300  
 Gr-1 (Ly6G/Ly6C) RB6-8C5 563849 BD Biosciences 1:300  
 CD115 (CSF1R / M-CSFR) AFS98 25-1152-82 ThermoFisher Scientific (eBioscience) 1:200  
 CD11c N418 25-0114-82 ThermoFisher Scientific 1:300  
 F4/80 BM8 123114 BioLegend 1:200  
 CD64 (Fc $\gamma$ RI) X54-5/7.1 139311 BioLegend 1:200  
 CD3e eBio500A2 48-0033-82 ThermoFisher Scientific 1:300  
 CD19 eBio1D3 48-0193-82 ThermoFisher Scientific 1:200  
 MHC class II (I-A/I-E) M5/114.15.2 14-5321-82 ThermoFisher Scientific 1:300  
 CD206 (MMR) C068C2 141708 BioLegend 1:200

## Validation

All primary anti-mouse antibodies used in the flow cytometry, western blot, mMRI or immunostainings have been validated for this application by the supplier and have been used in previous studies. Positive control stainings are shown wherever necessary. Please see supplementary files for full information on antibodies and antibody validation.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

C57BL/6JCrI (Charles River Laboratories)  
 B6.129S4-Ccr2tm1lfc/J, JAX stock #004999  
  
 Cx3cr1CreERT2 (Yona et al. 2012)  
 Cxcr4CreERT2 (Werner et al. 2020)  
 HexbCreERT2 (Masuda et al. 2020, self-generated)  
 Mrc1CreERT2 (Masuda et al. 2022, self-generated)  
 Ccr2CreERT2 (Jax Stock #035229)  
 were crossed with R26tdT (JAX stock #007914) or R26YFP (Jax Stock #006148)

## Wild animals

None.

## Reporting on sex

Mice from both sexes were used in the present study and mice with different sex were split evenly across groups.

## Field-collected samples

N.A.

## Ethics oversight

Animal studies were approved by the Regional Councils of Freiburg, Germany and the French Ministry of Higher Education and Research and performed in accordance with the respective national, federal and institutional regulations.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

-

Novel plant genotypes

-

Authentication

-

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For the analysis of blood cells, around 100 µl of blood were collected from the right atrium and put in PBS containing 0.5 mol/L EDTA and afterwards lysed 3 times for 5 min with eBioscience™ Red Blood Cell Lysis Buffer (ThermoFisher Scientific) before the staining procedure. All animals were perfused transcardially with ice cold PBS after blood collection and before isolating cells for flow cytometry. MG and CAMs were isolated from whole mouse brain with the notable exception of the experiments (from Fig. 3 onwards) where the choroid plexuses were removed through dissection under a stereomicroscope before continuing with digestion. For digestion, brains were homogenized and collected in HBSS containing 0.1 mg/ml DNase I (Roche) and 0.2 mg/ml Liberase (Roche) and digested in a shaker at 37° C and 1000 rpm for 15 min. Afterwards, the brains were filtered through a 70µm filter. After spinning down for 5 min at 300 g, the cell pellets were collected in 37 % Percoll® solution (Sigma-Aldrich) and centrifuged for 30 min at 800g (no brakes) to remove the myelin. After myelin aspiration and removal of supernatant, the cell pellets were then collected in PBS containing 2 % FCS and 10 mM EDTA and used for the staining procedure.

Instrument

Cells were sorted using a BD Aria III or analyzed using a BD LSRFortessa (Becton Dickinson).

Software

Data were acquired with FACSDiva software (Becton Dickinson). Post-acquisition analysis was performed using FlowJo software, version 10.10

Cell population abundance

The cell population abundances are provided in the plots depicting the representative gating strategies.

Gating strategy

In all experiments, small debris was removed with the preliminary FSC/SSC gate. Single, living cells were obtained by doublet exclusion followed by the exclusion of dead cells using DAPI. Representative gating strategies are provided in the respective (supplementary) figures.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

resting state, 24 h post stroke, 5d post BLZ945 treatment

Design specifications

-

Behavioral performance measures

-

## Acquisition

|                               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | Structural                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field strength                | 7 Tesla                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Sequence & imaging parameters | T2-weighted images were acquired using a multislice multiecho sequence: TE/TR 33 ms/2500 ms. T2*-weighted sequences were used to control if animals underwent hemorrhages events. Two-dimensional time-of-flight angiographies (TE/TR 12 ms/7 ms) were acquired and analyses of the MCA angiogram were also performed to control the recanalization status of the MCA. Three-dimensional T2*- weighted gradient echo imaging with flow compensation (spatial resolution of 70 mm x 70 mm x 70 mm interpolated to an isotropic resolution of 70 mm), TE/TR 13.2ms/200 ms and a flip angle of 21° was performed to visualize MPIO. |
| Area of acquisition           | Whole brain scan                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Preprocessing

|                            |                                                                                                                                               |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Paravision 360.2.0.pl.1                                                                                                                       |
| Normalization              | Each mouse served as its own control for signal since a baseline measurement was performed prior to antibody and prior to stroke application. |
| Normalization template     | -                                                                                                                                             |
| Noise and artifact removal | No noise or artifact removal                                                                                                                  |
| Volume censoring           | no volume censoring                                                                                                                           |

## Statistical modeling & inference

|                                           |                                                                                                                  |
|-------------------------------------------|------------------------------------------------------------------------------------------------------------------|
| Model type and settings                   | -                                                                                                                |
| Effect(s) tested                          | -                                                                                                                |
| Specify type of analysis:                 | <input checked="" type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both |
| Statistic type for inference              | -                                                                                                                |
| (See <a href="#">Eklund et al. 2016</a> ) |                                                                                                                  |
| Correction                                | -                                                                                                                |

## Models & analysis

|                                     |                                                                       |
|-------------------------------------|-----------------------------------------------------------------------|
| n/a                                 | Involvement in the study                                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

How the deposited data were processed for this re-analysis (not part of the article)

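Bulk RNA-seq of the WT stroke experiment was processed for 32 libraries from 8 mice, 4 CTL and 4 BLZ945, each with whole tissue and sorted sdCAMs from the ipsilateral and the contralateral hemisphere. The authors aligned the reads with STAR, counted them on genes with FeatureCounts and deposited the raw counts as 1 table for tissue and 1 for sdCAMs, with 33280 genes in each and no normalization. Every column of both tables was mapped to a mouse, a treatment and a hemisphere from its name. Samples were grouped by treatment and hemisphere. The sample labels put all libraries in a single batch, so no comparison within batches could be made.

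For CTL mouse A3 the hemispheres of the tissue libraries differ between the column names of the count table and the library names in the sample labels. The column names were used, and the tissue counts, set tests, scores and named genes were recomputed with the hemispheres of A3 exchanged, an alternative added after the values had been seen.

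Total counts on genes were between 9288717 and 12781505 per tissue library and between 7397393 and 11081409 per sdCAM library used. The paper states a depth of more than 10 M aligned reads per included library, and the values here use the counts on genes. The floor of 3 counts corresponds to 0.235 to 0.323 CPM in tissue and 0.271 to 0.406 in sdCAMs, which covers counting error only. A fold against a group whose libraries all had 3 counts or fewer was computed against this floor as a lower bound. The 2 sdCAM libraries left out by the paper were left out here and added back in an alternative with all 16.

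Genes with a summed count under 8 (tissue) or under 7 (sdCAMs) were removed, as in the paper's filter on summed counts. One model per tissue was fitted with edgeR 4.0.16 by its quasi-likelihood test, with TMM normalization and a mean for each group of treatment and hemisphere. Ipsilateral was compared with contralateral in each treatment, the difference between these responses was tested as an interaction, and BLZ945 was compared with CTL within each hemisphere. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 0.59. The paper states the adjusted p-value for these libraries and this fold change only for other data (Fig. 8i,j and single-cell heatmaps). Without a fold change threshold, the counts in each treatment and between the treatments were the same over the 14 sdCAM libraries and in tissue as in the count table. In the average of both treatments, 2966 sdCAM genes were called without it, against 715 up and 2030 down with it. After the exchange of A3, 93 tissue genes were called in CTL and 258 in BLZ945 mice without it. All tests were two-sided. The model was tested on simulated data, where edgeR recovered 77% of tissue genes and 4% of sdCAM genes with a log2 fold change of 1, and DESeq2 84% and 11%. DESeq2 made more false calls than edgeR in this test, 9 against 3 in tissue and 14 against 1 in sdCAMs for upregulated genes, and 24 against 7 in tissue and 49 against 0 in sdCAMs for the interaction. The counts were drawn with edgeR's estimates of the spread, so the comparison of the tools was not neutral. Changed genes were picked at random, and tissue spread came from the fit as in the count table. Means are given in CPM, counts scaled to a common library size, with the SD between mice.

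Genes were named by a rule set before the values were seen: every gene the paper names for these libraries, Vcam1 and Selp, markers of sdCAM origin, Mrc1, and for each comparison the 5 genes with the largest change past the threshold, a mean of at least 1 CPM and the same direction in every mouse.

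Immune genes were the Reactome Immune System set, with 975 identifiers of which 953 could be given a symbol, tested with Fisher's exact test against all genes tested. Sets of 97 cell cycle genes, 40 phagocytosis genes, activation genes and ROS genes were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 12 tests. The median log2 fold change of a set is reported. It replaced the mean after the values had been seen, because the means were pulled by genes with low counts and in some sets had the opposite sign to camera's direction. The stroke response score of a mouse is the mean log2 ipsilateral/contralateral ratio, with a prior count of 2, of the genes called up in the average of both treatments, compared with exact permutation tests. The lists of macrophage identity genes and of red blood cell genes were written after the values could be seen, and some tests followed an exploratory fit.

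The alternatives tried were DESeq2 1.42.0 with its Wald test and with log2 fold changes shrunken by apeglm 1.24.0, DESeq2's size factors in edgeR, no filter, edgeR's filterByExpr, a log2 fold change threshold of 1 and none, a replicate block for the mouse, sex as a covariate, fits of one treatment at a time, removal of genes with any of 22 name parts listed in the paper's methods, a prior count of 0.5, and leaving out each mouse in turn. Scaling to 20 macrophage identity genes and combinations with the exchange of A3 were added later. Sex was read from Xist and Y-linked genes, which gave 3 males and 1 female among CTL mice and 1 male and 3 females among BLZ945 mice. The analyses ran in R 4.3.3. GO terms and the other experiments of the paper were not analysed here.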

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

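Tests chosen only after the result was seen were those of mouse A3, of choroid plexus in the slices, of RNA from other cells and of library size in sdCAMs, of a mixed sample in mouse C2, and of the tissue CTL count under exchanged hemispheres. Of 278 groups of 4 mice or libraries examined for a value far from the other 3, 21 had one, where chance gives about 1 in 20.

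In tissue, with the hemispheres as in the count table, CTL mouse A3 lay far from the other CTL mice in its log2 ipsilateral/contralateral ratio for 7 quantities. The ROS set had -0.75 in A3 against 0.81 to 0.88 in the others. Osmr had -1.76 against 2.01 to 2.52, Hmox1 -2.69 against 2.38 to 3.32, Ccl4 -3.15 against 3.98 to 4.33, Mmp3 -4.03 against 3.53 to 5.05, Nlrp3 -1.63 against 0.75 to 1.11 and Mmp12 -3.21 against 3.77 to 4.99. Of the 182 genes called up when A3 was left out, 96.7% were lower in its library labelled ipsilateral. The mean ratio of A3 over these genes was -1.18, against 1.13 to 2.03 in the other mice, whereas a mouse without a stroke response would lie near 0. For these 182 genes, the values argue against a missing stroke response in A3 and against the hemispheres of the column names. An exchange of the hemispheres of A3 between the column names and the tissue may explain them. The labels name the libraries the other way round. The values alone were not used to change the mapping. Exchanging hemispheres within the CTL mice in each of the 8 possible ways gave a count as large as the observed 0 in 8 of 8 (547 genes at an unadjusted p under 0.05), which any data would give for a count of 0, and after the exchange of A3 the observed 84 was reached in 1 of 8. The 8 ways cannot give a share under 0.05.

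Choroid plexus genes had a tissue log2 ratio of -0.95 in CTL mouse B1 (others -0.089 to -0.044, or -0.084 to 0.089 after the exchange of A3) and of -4.02 in BLZ945 mouse D1 (others 0.092 to 0.66). Ttr rose and fell with the 6 other genes of the set over the 8 mice (Spearman's rho 0.833, permutation p = 0.0154; Pearson's r 0.918, permutation p = 0.00198, and 0.924 without the 2 mice farthest from the median). Different amounts of choroid plexus in the slices may explain this. Ttr did not differ between the treatments (exact permutation p = 0.629). No biological explanation was tested.

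Single mice also lay apart in quantities for which no explanation was tested. Contralateral tissue of BLZ945 mouse D1 had 18349 genes detected (others 18001 to 18022). After the exchange, S phase genes had 0.44 in CTL mouse A2 (others 0.068 to 0.12), the HSC-derived sdCAM set had 1.59 in B1 (0.58 to 0.68) and Cxcl16 had 2.75 in B1 (0.56 to 0.88). In contralateral sdCAMs, T cell genes had a mean log2 level of 5.52 in CTL mouse A2 (others 4.23 to 4.32), immediate early genes had 7.65 in CTL mouse B1 (5.88 to 6.00) and macrophage identity genes had 10.2 in BLZ945 mouse C4 (10.86 to 10.97).

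In tissue, 2 single genes with low counts also stood apart. Folr2 had a ratio of -0.59 in CTL mouse B1 and 0 in the others, and CTL tissue libraries held at most 1 count of Folr2, so that the value rests on 1 read. After the exchange, Selp had a ratio of 0 in CTL mouse A2 (others 2.65 to 3.15), with 0 counts in both hemispheres, and at most 17 counts in any CTL library.

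The stroke response differed between the treatments by camera in 5 of the 12 set tests over the 3 mappings and tissues. In tissue as in the count table, the median difference was 0.34 for phagocytosis (28 of 38 genes positive, adjusted p = 6.5e-07), 0.64 for ROS (10 of 14, adjusted p = 0.0013) and 1.06 for activation (18 of 20, adjusted p = 1.05e-08). The tissue score differed by 0.80 (exact permutation p = 0.0286, n = 4 each), but rested on 1 gene, and over 367 genes after the exchange it differed by 0.355 (exact permutation p = 0.0857). After the exchange, activation alone passed, with 0.30 (14 of 20, adjusted p = 0.0129), phagocytosis had 0.038 (adjusted p = 0.142) and ROS had 0.074 (adjusted p = 0.459). In sdCAMs phagocytosis differed by 0.25 (26 of 39, adjusted p = 0.0335). Camera tests genes, and over mice none of these 5 differences passed. The exact permutation p as in the count table was 0.114 for phagocytosis, 0.171 for ROS and 0.0571 for activation (adjusted p = 0.419 for each). It was 0.0571 for activation after the exchange (adjusted p = 0.733) and 0.6 for phagocytosis in sdCAMs (adjusted p = 0.88). CTL and BLZ945 tissue libraries differed in total counts per mouse, with means of 23113000 and 20174000 (exact permutation p = 0.0286), so that depth and treatment cannot be told apart.

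In sdCAMs, T cell genes rose in all BLZ945 mice (mean log2 ratio 0.45) and fell in all CTL mice (-0.52), a difference with an exact permutation p of 0.1, the smallest that 3 mice against 3 allow (adjusted p = 0.629). Osmr, Timp1 and the endothelial set fell in all sdCAM pairs (-3.64, -2.86 and -3.84) and rose in tissue after the exchange of A3 (2.32, 3.33 and 0.28). The fall of the endothelial set in sdCAMs had an exact paired permutation p of 0.0312 (adjusted p = 0.0859) and its rise in tissue one of 0.00781 (adjusted p = 0.0156). The differences between sdCAMs and tissue were not tested. RNA from other cells in the contralateral sdCAM libraries, described next, is a candidate explanation for the fall of the endothelial set. No explanation was tested for Osmr or Timp1.

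The paper's text gives no count of the genes lower in ipsilateral sdCAMs, which were 432 in CTL and 807 in BLZ945 mice. Its figure of these libraries was not seen. RNA from other cells in the contralateral libraries is a candidate explanation. Over the 6 mice with both libraries, the mean log2 ratio was -4.40 for choroid plexus genes and -1.71 for neuronal genes. Endothelial (-3.84), oligodendrocyte (-2.35) and astrocyte genes (-1.61) also fell in 6 of 6 mice, whereas T cell and B cell genes fell in 3. Red blood cell genes had -3.16, which did not decide. Ipsilateral libraries detected fewer genes (mean 14218 against 16005, lower in 6 of 6 mice, exact paired permutation p = 0.0312). Neither total counts (exact paired permutation p = 0.312) nor the share of the 10 most counted genes (exact paired p = 0.25) differed between hemispheres. Across 13828 genes, which are not independent replicates, the fold change had a Spearman's rho of 0.125 with transcript length, from which the pattern cannot be told apart, and of -0.0907 with GC content. Scaled to macrophage identity genes, 0.455% of the genes called up in BLZ945 sdCAMs (1 of 220) were still called up. This scaling moved the fold changes of all genes down together, to a median of -1.03, so that the loss of these calls cannot tell whether less macrophage RNA in contralateral libraries accounts for the upregulated genes. Stroke cannot be told apart from these explanations. Ttr made up from 0.00249% (CTL mouse A2) to 3.77% (BLZ945 mouse C4) of the counts in contralateral sdCAM libraries, against 4.78e-05 to 0.136% in ipsilateral libraries. In contralateral sdCAMs, the choroid plexus set was higher in BLZ945 than in CTL mice by 4.40 (log2, exact permutation p = 0.0857, adjusted p = 0.449). Whether this affects the comparison of responses between the treatments was not tested.

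The contralateral sdCAM library of BLZ945 mouse C2, a female by its tissue, held 198 Y-linked counts beside 739 of Xist, where the sdCAM libraries of other females had at most 3 Y-linked counts and tissue of C2 at most 2. The near-empty ipsilateral sdCAM library of C2, with 55155 counts, held 10 Y-linked counts and 0 of Xist. A male library mixed into it may explain this, but the levels of the Y-linked genes relative to male libraries ranged from 2.10% for Eif2s3y to 43.0% for Kdm5d, which did not decide. No biological explanation was tested.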

How the results depend on the processing

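Except where stated, the alternatives were set before the data were examined. All those with the hemispheres of A3 exchanged, the scaling to macrophage identity genes, DESeq2 with one treatment in each fit, and the replicate block for the immune set were chosen after the values had been seen. The cause was not tested for any change below.

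In tissue as in the count table, 6 genes were upregulated in BLZ945 and 0 in CTL mice (547 at an unadjusted p under 0.05), and all 6 were higher in BLZ945 mice. The BLZ945 count was 236 with DESeq2's Wald test (235 of them higher, and 2 genes differing between the treatments ipsilaterally), 224 with apeglm (223 higher), 37 without a filter on low counts (37 higher), 149 with one treatment in each fit (148 higher), 173 with the replicate block for the mouse (173 higher) and 299 with DESeq2 and one treatment in each fit (298 higher). Among genes called in the average of both treatments, 1 of 1 was higher. Over the 8 fits that each left out one mouse, the BLZ945 count ranged from 0 to 182, the CTL count from 0 to 28, the overlap from 0 to 28, the genes higher in BLZ945 from 0 to 177, and genes differing between the treatments from 0 to 3 in either hemisphere. The score difference of 0.795 ranged from 0.276 to 0.879 in the 2 such fits with genes to score, and could not be computed from genes called in CTL mice. Over 12 alternatives, those with the exchange of A3 included, the tissue score difference ranged from 0.166 to 1.09.

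The fits that left out one mouse or had no filter, and the counts at a log2 fold change threshold of 1, were not run with the hemispheres of A3 exchanged. Without a fold change threshold, 93 genes were called in either direction in CTL and 258 in BLZ945 mice after the exchange, against 84 up and 0 down in CTL and 213 up and 7 down in BLZ945 mice with it. On that mapping, the counts in BLZ945 mice, CTL mice and both were 213, 84 and 76 with edgeR, 332, 137 and 129 with DESeq2's Wald test, 308, 126 and 117 with apeglm, 221, 87 and 79 with filterByExpr, 149, 62 and 54 with one treatment in each fit, 299, 152 and 132 with DESeq2 and one treatment in each fit, 378, 178 and 164 with the replicate block, and 195, 68 and 62 with sex as covariate. In the same order, 210 of 221, 322 of 340, 301 of 317, 216 of 229, 149 of 157, 302 of 319, 367 of 392 and 191 of 201 genes were higher in BLZ945 mice. Among genes called in the average of both treatments 338 of 367 were higher, and 191 of 221 by the log2 ratio. DESeq2's Wald test called 1 gene between the treatments ipsilaterally. The odds ratio of the immune set, 0 of 6 genes as in the count table, was 4.42 after the exchange, 3.85 with filterByExpr and 5.30 with the replicate block, and 4.43 with the replicate block as in the count table. The score difference was 0.355 after the exchange (exact permutation p = 0.0857), 0.356 with DESeq2's size factors, 0.470 over genes called in BLZ945 mice, 0.166 over genes called in CTL mice, 0.308 with the median over genes and 0.370 with a prior count of 0.5, with exact p between 0.0857 and 0.371.

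In sdCAMs, 220 genes were upregulated in BLZ945, 78 in CTL and 34 in both, with 162 of 264 higher in BLZ945. These counts were 451, 272 and 85 with DESeq2's Wald test (357 of 638 higher), 436, 246 and 74 with apeglm (343 of 608), 4, 3 and 0 over all 16 libraries (4 of 7), 112, 42 and 15 at a log2 fold change threshold of 1 (87 of 139), 118, 1 and 1 in the 6 mice with both libraries (82 of 118), 143, 46 and 13 with one treatment in each fit, 460, 339 and 97 with DESeq2 and one treatment in each fit (380 of 702), and 1, 0 and 0 when scaled to macrophage identity genes (0 of 1). With the replicate block 23 were upregulated in CTL and 17 in both. Among genes called in the average of both treatments 357 of 715 were higher. DESeq2's Wald test called 48 genes in the response difference, 123 between the treatments ipsilaterally and 39 contralaterally, where edgeR called 0 (912, 1034 and 1133 at an unadjusted p under 0.05), and edgeR called 1 gene ipsilaterally without a filter and 1 with sex as covariate. Leaving out one mouse at a time, the counts ranged from 8 to 241 in BLZ945, 5 to 113 in CTL and 2 to 19 in both, with 27 to 171 higher in BLZ945, 0 to 7 between the treatments ipsilaterally, 0 contralaterally, 0 to 1 in the response difference, and a score difference of 0.103 to 0.489.

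The median of the cell cycle set in BLZ945 sdCAMs, 0.10, was 0.13 with the replicate block and 0.11 over all 16 libraries. The difference between the treatments, which is another comparison, had a median of -0.28. The phagocytosis median of 0.70 was 0.38 over all 16 libraries. The median of the phagocytosis difference between the treatments, 0.25, was 0.28 over all 16 libraries and 0.31 with the replicate block. The sdCAM score difference of 0.218 was -0.24 over genes called in CTL sdCAMs (exact permutation p = 0.3). Over 13 alternatives it ranged from -0.24 to 0.52.

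The median log2 fold change of all genes in CTL and BLZ945 sdCAMs was -0.11 and -0.15 with TMM, -0.18 and -0.24 with DESeq2's size factors and -0.54 and -1.03 when scaled to macrophage identity genes. The upregulated share of the called genes was 15.3% and 21.4% with TMM, 10.5% and 16.9% with DESeq2's size factors and 0% and 0.0319% with identity scaling.

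Of single genes, the response difference of Cxcl16 in sdCAMs, -0.012, was 0.11 over all 16 libraries, 0.21 in the 6 mice with both libraries, 0.24 with the replicate block, and from -0.16 to 0.15 when leaving out one mouse at a time, positive without C2, D1 or A3. That of Cybb, -0.073, was 0.040 in the 6 mice, 0.071 with the replicate block, and from -0.22 to 0.12 when leaving out one mouse, positive without C3 or A3. That of Spi1, 0.13, was from -0.088 to 0.29 when leaving out one mouse, negative without C4 or A2, and -0.30 with identity scaling. Cyba in CTL sdCAMs, 0.31, was -0.080 over all 16 libraries. With identity scaling, Cyba had -0.39 in BLZ945 and -0.13 in CTL sdCAMs and a difference of -0.27, Itgax had -0.35 and Spi1 -0.061 in BLZ945 sdCAMs. Tgm1 in CTL tissue ranged from -1.07 without B1 to 5.04 without A3. Among the other single-gene results, 559 were unchanged, 35 weaker and 25 stronger in sdCAMs, and 483 unchanged, 38 weaker and 182 stronger in tissue.

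In simulated data the edgeR model recovered 4% of sdCAM genes with a log2 fold change of 1, against 77% of tissue genes, so that changes of this size in sdCAMs were mostly below detection.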

Differences from the paper's values

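In CTL tissue, 0 genes were upregulated (547 at an unadjusted p under 0.05), against the paper's 115, and none of the alternatives set before the data were examined came within 1.5 times of it. In BLZ945 tissue 6 genes were upregulated, against the paper's 274. DESeq2's Wald test gave 236 and apeglm-shrunken fold changes 224, and the other alternatives set before the data were examined did not close this gap. In either treatment 6 genes were upregulated, against the paper's 279, and 6 of them were higher in BLZ945 mice, against the paper's 266. With DESeq2's Wald test these were 236 and 235 and with apeglm 224 and 223, and the others did not close these gaps. The overlap was 0 genes, against about 110 in Fig. 8e, read by eye, and no alternative set before the data were examined closed the gap.

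The following were chosen after seeing the values. DESeq2 with one treatment in each fit gave 299 in BLZ945 mice and 299 in either, with 298 higher in BLZ945 mice. With the hemispheres of mouse A3 exchanged, also chosen after seeing the values, edgeR gave 84 in CTL mice, 213 in BLZ945 mice, 76 in both and 221 in either with 210 higher. On that mapping the Wald test of DESeq2 gave 137, 332, 129, 340 and 322. Apeglm gave 126, 308, 117, 317 and 301. FilterByExpr gave 87, 221, 79, 229 and 216. DESeq2 with one treatment in each fit gave 152, 299, 132, 319 and 302. The replicate block gave 178 in CTL mice, 378 in BLZ945 mice, 164 in both, and 392 in either with 367 higher. Sex as covariate gave 68 in CTL mice, 195 in BLZ945 mice, 62 in both, and 201 in either with 191 higher. Among genes called in the average of both treatments, 338 of 367 were higher. By the log2 ratio, 191 of 221 were.

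In CTL sdCAMs 78 genes were upregulated, against the paper's 225. The count was 272 with DESeq2's Wald test and 246 with apeglm. In BLZ945 sdCAMs 220 were upregulated, against the paper's 425. It was 451 with DESeq2's Wald test, 436 with apeglm and 293 with filterByExpr. In both, 34 were upregulated, against the paper's 74. The overlap was 85 with DESeq2's Wald test and 74 with apeglm. The other alternatives set before the data were examined closed none of these gaps. DESeq2 with one treatment in each fit, chosen after seeing the values, gave 460 in BLZ945 sdCAMs and 97 in both. For CTL sdCAMs it gave 339, which did not close the gap.

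For the 2 sdCAM libraries left out, the paper's reporting summary gives the paper's values of 1 to 3 M reads for excluded bulk libraries, where the counts on genes were 0.0541 and 0.0552 M. Aligned reads and counts on genes are different measures.

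The paper states that immune response genes made up most of the upregulated genes in tissue. The Reactome set held 0 of the 6 as in the count table and, after the exchange of A3, 33 of 213 in BLZ945 mice (15.5%) and 14 of 84 in CTL mice (16.7%). The hand-written immune list held 51 and 25 of them. With 113 genes it held more of these DEGs than the Reactome set with 780, so the Reactome shares do not measure how many DEGs were immune genes. The GO terms behind the paper's statement are other sets, so these shares do not test it. The paper states that the stroke response of sdCAMs differed markedly, where the edgeR interaction test called 0 genes (912 at an unadjusted p under 0.05) and DESeq2's Wald test 48. The paper proposes a shift of repopulated sdCAMs toward proliferation and phagocytosis. The cell cycle median was 0.10 in BLZ945 and 0.40 in CTL sdCAMs, with a difference of -0.28 (limma camera adjusted p = 0.237). The phagocytosis median was 0.70 in BLZ945 and 0.49 in CTL sdCAMs, with a difference of 0.25 (adjusted p = 0.0335; exact permutation p over mice 0.6). Macrophage identity genes differed by 0.497 in the same direction, so that a different share of macrophage RNA was not set aside. The paper proposes an increase in activation markers and ROS production in repopulated sdCAMs, where the median difference was -0.52 for activation genes (limma camera adjusted p = 0.225) and 0.17 for ROS genes (adjusted p = 0.629). With the replicate block these were 0.016 and 0.24. Over mice, the difference between the treatments was 0.037 for activation and -0.19 for ROS genes (exact permutation p = 0.9 and 0.8), so the signs depended on the setting.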

Other observations

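Tests chosen only after the result was seen were those of the microglia gate, of replacement by HSC-derived cells and of the difference in the number of upregulated genes.

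In tissue after the exchange of A3, 95.0% of the called genes were higher in BLZ945 mice. Of the 84 genes called in CTL mice, 88.1% were higher in BLZ945 mice. Since 76 of them were also called in BLZ945 mice, this share cannot be told apart from the choice of genes. Of the 367 genes called in the average of both treatments, which favours neither, 338 were higher in BLZ945 mice, against 50.7% of all genes. For these 367 genes, this argues against the choice of genes called in BLZ945 mice as the source of the share. More damaged tissue in the BLZ945 slices was not set aside. The neuron set's ratio did not differ between the treatments (exact permutation p = 0.486), but 4 mice against 4 may not resolve a small difference. With sex in the fit the share was 95.0%, which cannot settle the matter, as males and females are spread unevenly (3 males among CTL and 1 among BLZ945 mice). The share was as large in 5 of the 35 splits of the 8 mice into groups of 4 (other splits 51.1% to 97.3%, median 80.4%). The overlap of 76 was reached in 15 of 35 splits, and the gap of 129 between the treatments' counts in 6 of 35. With the hemispheres as in the count table, the share was reached in 13 of 35, the overlap of 0 in 35 of 35, and the gap of 6 in 3 of 35. In both mappings, the 0 genes in the response difference (564 and 386 at an unadjusted p under 0.05), in ipsilateral tissue (984 and 858) and in contralateral tissue (703 and 616) were reached in 35 of 35 splits each, and other splits gave up to 140 genes ipsilaterally after the exchange. Every split reaches a count of 0 whatever the data, so the splits say nothing about the counts of 0. For the share and the gap in both mappings and the overlap after the exchange, chance assignment of mice to treatments is not set aside. Exchanging hemispheres within the BLZ945 mice, the 6 called genes were reached in 1 of 8 ways and the immune share of 0, which any exchange reaches, in 8 of 8.

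In sdCAMs, the 20 splits of the 6 mice with both libraries cannot give a share under 0.05. The overlap of 34 was reached in 3 of 20, the share of 61.4% in 14 of 20, and the gap of 142 in 12 of 20. The 0 genes in the response difference (912 at an unadjusted p under 0.05), in ipsilateral sdCAMs (1034) and in contralateral sdCAMs (1133) were reached in 20 of 20 each, as a count of 0 must be. Of the 8 ways to exchange hemispheres, the count of 510 genes in CTL and of 1027 in BLZ945 sdCAMs and the immune odds ratio of 3.18 were each reached in 1, and the camera p-values of the cell cycle and phagocytosis sets in 2 each. The 8 ways cannot give a share under 0.05 either.

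In contralateral sdCAMs, the microglia set was lower in BLZ945 than in CTL mice by -0.82 (log2, exact permutation p = 0.0286, adjusted p = 0.314). Fewer microglia in the CD206 gate could give this, but the yolk sac set was lower as well, by -1.05 (exact permutation p = 0.114), and the explanations cannot be told apart. The HSC-derived set minus the yolk sac set was higher in BLZ945 mice by 2.11 (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow), in each of the 4 BLZ945 mice above each of the 4 CTL mice. Replacement by HSC-derived cells is a candidate explanation. In ipsilateral sdCAMs the difference was 1.14 (exact permutation p = 0.2, smallest possible 0.1).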
